# Oncogenic and microenvironmental signals drive cell type specific apoptosis resistance in juvenile myelomonocytic leukemia

**DOI:** 10.1038/s41419-025-07479-2

**Published:** 2025-03-08

**Authors:** Naile Koleci, Ying Wu, Niels Anton Wehner, Jovana Rajak, Venugopal Rao Mittapalli, Julia Mergner, Hui Xiao, Jun Wang, Madeleine Wahl, Sheila Bohler, Konrad Aumann, Georg Häcker, Senthilkumar Ramamoorthy, Melanie Boerries, Susanne Kirschnek, Miriam Erlacher

**Keywords:** Preclinical research, Cancer, Leukaemia

## Abstract

Juvenile myelomonocytic leukemia (JMML) is caused by constitutively activated RAS signaling and characterized by increased proliferation and predominant myelomonocytic differentiation of hematopoietic cells. Using *MxCre;Ptpn11*^*D61Y*/+^ mice, which model human JMML, we show that RAS pathway activation affects apoptosis signaling through cell type-dependent regulation of BCL-2 family members. Apoptosis resistance observed in monocytes and granulocytes was mediated by overexpression of the anti-apoptotic and down-regulation of the pro-apoptotic members of the BCL-2 family. Two anti-apoptotic proteins, BCL-X_L_ and MCL-1, were directly regulated by the oncogenic RAS signaling but, in addition, were influenced by microenvironmental signals. While BCL-X_L_ and BCL-2 were required for the survival of monocytes, MCL-1 was essential for neutrophils. Interestingly, stem and progenitor cells expressing the oncogenic PTPN11 mutant showed no increased apoptosis resistance. BCL-X_L_ inhibition was the most effective in killing myeloid cells in vitro but was insufficient to completely resolve myeloproliferation in vivo.

## Introduction

Juvenile myelomonocytic leukemia (JMML) is a rare and highly aggressive myeloid neoplasia of early childhood, characterized by constitutive active RAS signaling. Mutations in *KRAS*, *NRAS*, *RRAS*, or *RRAS2* or in their regulators *PTPN11* (encoding for SHP2), *CBL*, or *NF1* [1–7] in JMML cells, enhance proliferation and myelomonocytic differentiation upon cytokine stimulation (i.e., GM-CSF) [8]. Monocytes and granulocytes infiltrate bone marrow (BM), spleen, liver and other organs, causing fever, thrombocytopenia, hepatosplenomegaly, respiratory distress, and diarrhea [1, 9–12]. Most patients require allogeneic stem cell transplantation (HSCT).

Resistance to apoptosis is a key cancer hallmark contributing to tumor emergence and persistence [13–15]. The intrinsic apoptosis pathway is controlled by BCL-2 family proteins [16–21], divided into anti-apoptotic (BCL-2, BCL-XL, MCL-1), pro-apoptotic BH3-only (BIM, PUMA, BID, NOXA, BMF, BAD, BIK, HRK), and pro-apoptotic effector proteins (BAX, BAK, BOK) [22–29]. Once activated, effector proteins multimerize and lead to mitochondrial outer membrane permeabilization, cytochrome c release, and cell death [28, 30]. Pro- and anti-apoptotic proteins interact to regulate cell fate. Every cell requires one or more BCL-2 protein/s for survival. In cancer cells, this “BCL-2 protein addiction” is modulated by the driver mutations and microenvironmental signals [31–33]. The fact that cancer cells, at the same time, accumulate pro-apoptotic proteins (known as “mitochondrial priming”) is used during cancer therapy since cytotoxic drugs induce apoptosis more readily in cancer than in healthy cells.

RAS activation influences cell death decisions by regulating BCL-2 proteins, by inhibiting pro-apoptotic and activating anti-apoptotic proteins, as observed mostly in cell lines [34, 35]. Here, we investigated BCL-2-regulated apoptosis in a genetically engineered mouse model for JMML. Using mice expressing the PTPN11/SHP2^D61Y^ mutation in the hematopoietic system [1, 36], we found survival benefits in leukemic monocytes and neutrophils, mediated by higher BCL-X_L_ and/or MCL-1 expression. Adjacent non-leukemic cells acquired similar but transient apoptosis resistance. Surprisingly, SHP2^D61Y^ expressing hematopoietic stem and progenitor cells (HSPCs) showed no apoptosis resistance. Inhibition of BCL-2 proteins by selective BH3-mimetics revealed differential “addiction” in monocytes and neutrophils. In vivo treatment with the BCL-X_L_ inhibitor A1155463 reduced myeloproliferation but did not cure the mice. In conclusion, apoptosis resistance in JMML is restricted to few cell types and influenced by microenvironmental signals.

## Methods

### Genetically engineered JMML mouse model

Animal procedures were carried out in accordance with the regulatory requirements of German law. *MxCre* and *Ptpn11*^*D61Y/+*^ were provided by Benjamin Neel and bred to obtain *MxCre;Ptpn11*^*D61Y/+*^. All mice received three doses of poly I: C (300 μg/dose/mouse) every other day. Leukemic mice were euthanized and analyzed at different disease stages (Supplementary Fig. 6). All mice were euthanized when showing distress.

### Mice genotyping

The DNA from ear punches was PCR assayed for Neo-Stop cassette and *MxCre* using the primers shown in Supplementary Table 4 (Supplementary Fig. 6).

### In vivo treatment

The BCL-X_L_ inhibitor A1155463 (Selleck Chemicals) was dissolved in 2% DMSO, 30% PEG300, 2%Tween80 and administered intraperitoneally (ip), daily for 28 days (5 mg/kg/day). Mice were euthanized one day after treatment, and hematopoietic cell compartments were analyzed.

### Transplantation JMML mouse model

CD45.1+ (WT) mice were sub-lethally irradiated (3 Gy). Leukemic splenocytes from terminally ill S3-*MxCre;Ptpn11*^*D61Y/+*^ mice were isolated and transplanted intravenously (1 × 10^6^ CD45.2 in PBS) into the irradiated mice. Recipients received riketron in drinking water for four weeks after irradiation. Engraftment and myeloproliferation were assessed in peripheral blood via flow cytometry.

### Flow cytometry

For *surface staining,* single-cell suspensions from BM, spleen, blood, and liver and lung MNCs were stained with antibodies as in Supplementary Table 3, and the gating strategy was performed as shown on Supplementary Fig. 7. For *intracellular staining,* cells were stained for surface markers, then fixed and permeabilized using a buffer set (eBioscience concentrate and diluent), followed by intracellular protein staining per the manufacturer’s instructions. For *phospho-flow*, cells were stained for surface markers, incubated with 3.7% formaldehyde, then 90% cold methanol, and stained with pMAPK and pmTOR phosphoantibodies. For *apoptosis staining*, after surface staining, cells were resuspended in binding buffer (BB) containing Annexin V (AV) and 7AAD, incubated for 15 min, and measured on a BD Fortessa. Freshly isolated CD11b^+^ or LSK cells were cultured for the specified time points before apoptosis staining.

### Cell isolation and culture

#### LSK cells

Lineage-negative (Lin^-^) cells were isolated from BM using the lineage depletion Kit (Miltenyi Biotec). Followed by sorting of Sca^+^cKit^+^ cells and cultured in IMDM medium (Gibco), with 10% FCS (Thermo Fisher), 1% penicillin/streptomycin (ThermoFisher), stem cell factor (SCF), thrombopoietin (TPO) and Fms-related receptor tyrosine kinase 3 ligand (FLT3L) at 100 ng/ml each (ImmunoTools).

#### CD11b^+^ cells

CD11b^+^ myeloid cells were isolated using a MACS kit (Miltenyi Biotec) with two column separation rounds and cultured in IMDM medium supplemented with 30% FCS, 1% P/S, 25 mM HEPES (Sigma-Aldrich), 0,1 mM MEM non-essential amino acids (Gibco) and 0,1 mM sodium pyruvate (Gibco), 2-B-mercaptoethanol (Gibco). Where indicated, CD11b^+^ cells were stained for CD45.1 and CD45.2 and sorted. CD11b^+^ CD45.1 and CD45.2 were cultured individually or in co-cultures. Neutralizing antibodies for anti-CD74 (R&D systems), anti-ITGAM (Invitrogen) or TNFα (Immunotools) were added as indicated.

### Apoptosis induction

Apoptosis of LSK and CD11b^+^ cells was assessed after treatment with BH3-mimetics: ABT737 (Selleck Chemicals), ABT199 (Selleck Chemicals), A115546, S63845 (Synthesis) and Runx inhibitor (Tocris). After BH3 mimetic treatment, cells were stained for myeloid markers, stained with AV and 7AAD, and measured on a flow cytometer. Specific apoptosis was calculated as: 100 × (% live cells without treatment − % live cells with treatment)/% live cells without treatment.

### Cytokine bead array

Cytokines found in BM and spleen secretomes were quantified using a cytokine bead array (CBA) kit, according to the manufacturer’s instructions (BD Bioscience).

### RT-MLPA

mRNA was isolated from BM-LSK cells and spleen CD11b^+^ of *MxCre* and S3 *MxCre;Ptpn11*^*D61Y/+*^ mice using Fast Spin columns (Zymo Research) and reverse transcribed into cDNA for RT-MLPA (MRC-Holland). cDNA was ligated to two oligonucleotides, and the amplicons were separated by capillary electrophoresis (ABI-3130xl Genetic Analyzer). Data was analyzed using Sequence Pilot software (JSI Medical Systems) and normalized taking the sum of all peaks as 100%.

### Western blot

CD11b^+^ myeloid cells were lysed with 1x Laemmeli buffer and sonicated. Lysates were resolved in 12% SDS-PAGE and transferred to PVDF membrane, which were incubated overnight with primary antibodies diluted in 5% BSA in TBST: Bim (C.Signaling Technology), Bid (BD), Noxa (Enzo), Bmf (NBPI), Bak and Bax (C.Signaling Technology). Mouse or rabbit HRP-conjugated secondary antibodies were incubated with the respective membranes. β-actin (Sigma-Aldrich) was used as a loading control. Membranes were developed using Fusion equipment. For protein determination, equal volumes extracted from CD11b^+^ cells were run per Western blot, and β-actin band intensities were quantified using ImageJ. Supplementary Table 2 lists the antibodies.

### RNA isolation and sequencing

#### RNA isolation

RNA was isolated from CD11b^+^ cells (BM and spleen of S3 *MxCre;Ptpn11*^*D61Y/+*^ and *MxCre* mice; 3 mice/genotype) with the RNeasy Micro kit (Qiagen) following the kit instructions. RNA sequencing was performed at the Genomic and Proteomic Core Facility of the German Cancer Research Center.

### RNA Sequencing and data analysis

RNA sequencing libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina) according to the manufacturer’s protocol. The 100 bp paired-end reads were trimmed using TrimGalore (v0.6.5) and mapped to the mouse reference genome (GRCm38) using STAR (v2.5.3a). Read counts were normalized, and differential expression was calculated using the R packages DESeq2 (v1.22.2) and limma (v3.38.3). Gene set enrichment analysis was performed using GAGE tools (v2.44.0). The next-generation sequencing data is deposited at NCBI GEO (GSE277667).

### Whole exome sequencing (WES) and data analysis

Genomic DNA was extracted from splenocytes of control *MxCre* and *MxCre;Ptpn11*^*D61Y/+*^ S3 mice by using the DNeasy Blood &Tissue Kit (Qiagen). Skin DNA was used as a germline control. WES libraries were prepared using the Agilent SureSelectXT Mouse All Exon kit. Adapter and quality trimming were performed using Trimmomatic (v0.39), and the trimmed reads were mapped to the mouse reference genome (GRCm38) using the BWA-MEM aligner. The aligned reads were processed using Samtools and the GATK toolkit (v3.8.1). Variants were identified using Samtools mpileup and VarScan (v2.4.3) and annotated with Annovar and SnpEff (v4.3).

### BM and spleen secretome

Two femurs per mouse were flushed with 2 ml PBS to collect secretome content. Spleens were smashed and resuspended in 2 ml PBS. The supernatants were used for TNFα cytokine assay or further processed for mass spectrometry.

### Mass spectrometry-based proteomics

Tryptic peptides from secretome lysate were labeled with TMT10plex reagent, pooled and fractioned as described previously [74] [75]. Nanoflow LC-MS/MS was performed on a Dionex 3000 (Thermo) coupled online to an Orbitrap Fusion LUMOS (Thermo). Samples were measured in DDA mode with a MS3 method and 50 min linear gradient. Database search against the mouse reference proteome (UP000000589) and common contaminants was performed with MaxQuant (v. 1.6.3.3) with standard settings for reporter ion MS3 [78]. The spleen and bone marrow TMT set corrected TMT reporter intensities were total sum and row-wise normalized for statistical analysis. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (PMID 34723319) partner repository with the dataset identifier PXD055845.

### Histology

BM/sternum, spleen, liver, and lung sections from indicated mice were fixed in 4% paraformaldehyde. The samples were decalcified in EDTA for 5–10 days and embedded in paraffin. The sections were stained with haematoxylin and eosin (H&E). Images were acquired using a Zeiss microscope.

### Statistics

The unpaired/non-parametric Mann-Whitney test was used to analyze all experiments. *P* values: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Analysis was performed on GraphPad Prism.

## Results

### Monocytes and granulocytes isolated from *MxCre;Ptpn11*^*D61Y/+*^ mice show increased apoptosis resistance

Mice expressing SHP2^D61Y^ in the hematopoietic system and known to develop JMML-like myeloproliferation were generated by treating *MxCre;Ptpn11*^*D61Y/+*^ mice with PolyI:C [1]. We defined terminally ill mice as “stage 3” (S3) and earlier disease stages as “stage 1 and 2” (S1, S2), respectively (Fig. 1A). *MxCre;Ptpn11*^*D61Y/+*^ mice developed massive splenomegaly and succumbed 130–400 days post polyI:C injection (median 274 days, Fig. 1B, C). Flow cytometry revealed increasing infiltration of monocytic, granulocytic, and erythroid progenitors in the spleen, lung, and liver (Supplementary Fig. 1A–F). The number of HSPCs defined as lineage marker negative, Sca1 and cKit positive (LSK) cells, remained stable in the BM but increased in the S2–3 spleens (Supplementary Fig. 1G). Activated SHP2 signaling was confirmed by increased MEK and mTOR phosphorylation in SHP2^D61Y^ expressing myeloid cells (Supplementary Fig. 1H). Histopathology confirmed myelomonocytic organ infiltration (Supplementary Fig. 2). Flow cytometry immediately after organ isolation revealed higher viability of monocytes and neutrophils from spleen, especially in S2-3 mice (Fig. 1D). BM myeloid cells were generally more viable, with no significant differences between the genotypes (Supplementary Fig. 3A). SHP2^D61Y^ expressing LSK cells, lymphocytes and erythroid progenitors from the spleen (Fig. 1E) and BM (Supplementary Fig. 3B) showed no survival benefit.

**Fig. 1:**
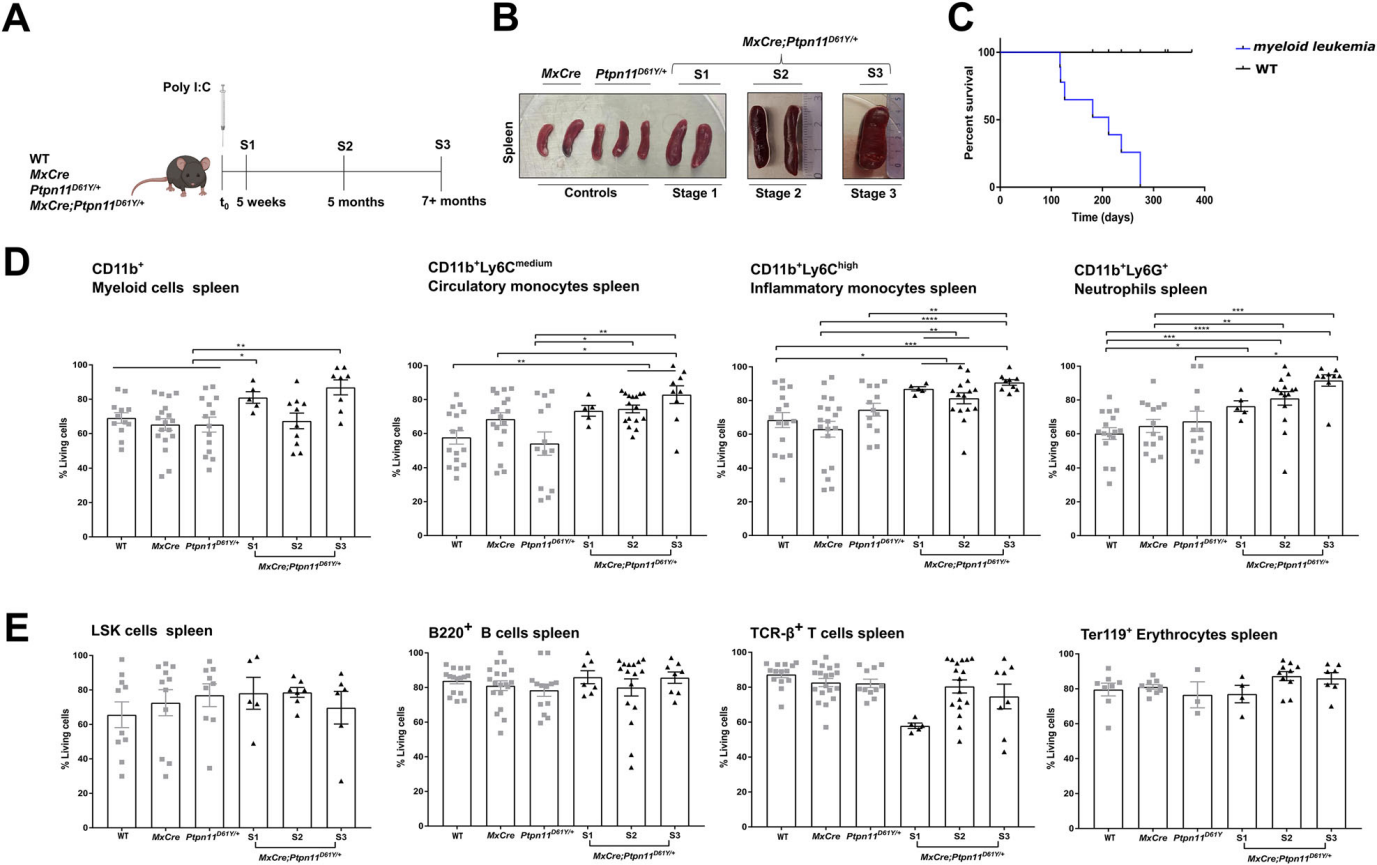
Higher viability rates are found in splenic myeloid cells from SHP2^D61Y^ mice compared to controls. **A** Schematic representation of the experimental procedure. All experimental mice (controls -WT, *MxCre*, *Ptpn11*^*D61Y/+*^ and JMML mice - *MxCre;Ptpn11*^*D61Y/+*^) were injected with 300 μg poly I:C/mouse (in 3 doses every other day) to activate the oncogenic mutation. The experimental mice were analyzed at different stages of the disease: preleukemic - defined as stage 1 - S1 (5 weeks after polyI:C injection); leukemic - defined as stage 2 - S2 (5 months after polyI:C injection) and full-blown myeloproliferative disease - defined as stage 3 - S3 (7+ months after poly I:C injection - terminally ill mice). **B** Representative spleens are shown for: control mice (*MxCre, Ptpn11*^*D61Y/+*^) and JMML mice *MxCre;Ptpn11*^*D61Y/+*^ (S1, S2, S3). **C** Survival curves are shown for control mice (WT) and JMML *MxCre;Ptpn11*^*D61Y/+*^ mice. The percentage of live cells (AV^−^ 7AAD^−^) was determined in the following splenic hematopoietic cell types: **D** CD11b^+^ myeloid cells; CD11b^+^Ly6C^medium^ - circulatory monocytes; CD11b^+^Ly6C^high^ - inflammatory monocytes and CD11b^+^Ly6G^+^ - neutrophils; **E** LSK - stem and progenitor hematopoietic cells, B220^+^ - B cells, TCR-β^+^ - T cells and Ter119^+^ - erythrocytes obtained from the spleen. All the above cell populations were determined ex vivo and assayed by flow cytometry for the indicated genotypes. The gating strategy was performed as described in Supplementary Fig. 7. All data are presented as mean ± SEM (*n* = 3–10; ≥5 independent experiments).

To confirm their reduced susceptibility to apoptosis, myeloid cells from S2 and S3 spleens were cultured for 24 and 48 h without pro-survival cytokines. Increased survival of S2-3 bulk myeloid cells (CD11b^+^), monocytes and granulocytes were observed compared to controls (Fig. 2A–C), with stronger effects in S3 cells. SHP2 mutant LSK cells showed no viability differences when cultured with or without cytokines compared to controls (Fig. 2D). Clonal evolution as the reason for the increased apoptosis resistance in late disease stages was excluded by whole exome sequencing (WES). In splenocytes of three S3 mice, no JMML-associated mutations (i.e., secondary RAS pathway lesions, mutations in *JAK2*, *JAK3*, or *SETBP1*) [37] were identified. Mutation numbers and variant allele frequencies (VAF) were similar in leukemic and control mice (Supplementary Fig. 3C, D, Supplementary Table 1).

**Fig. 2:**
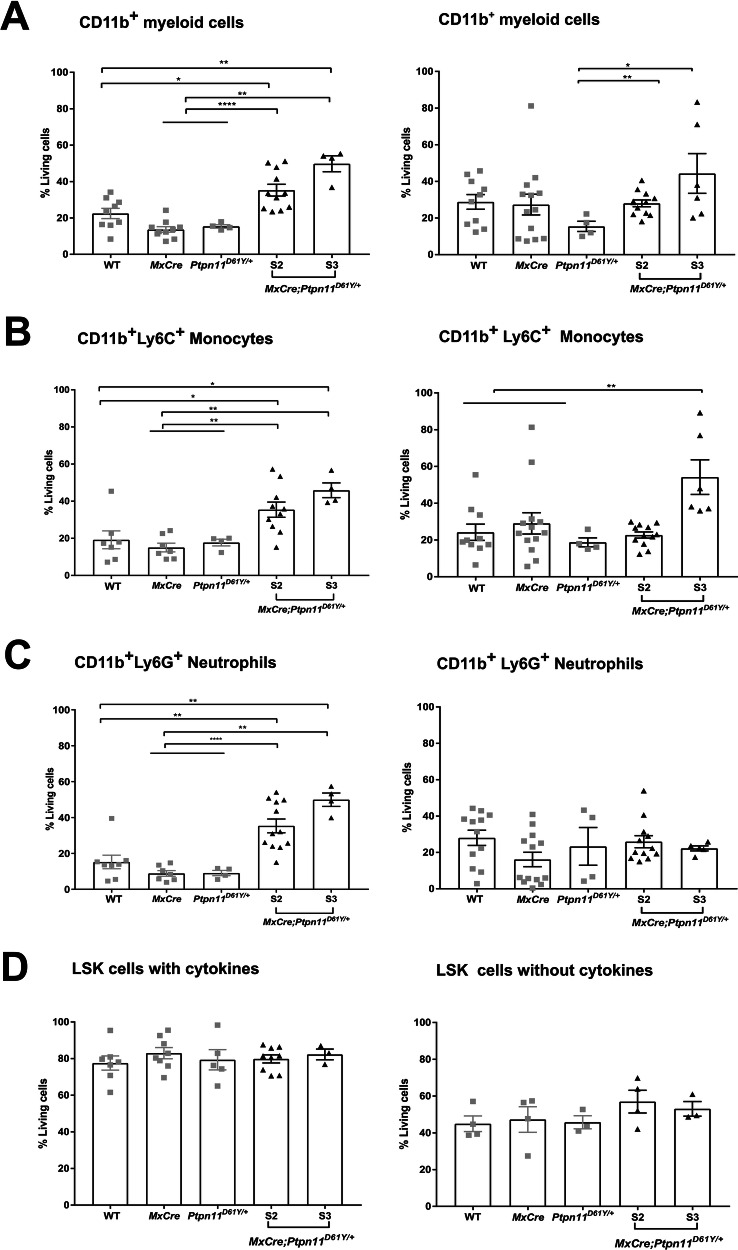
Higher survival rates are found in cultured primary murine myeloid cells expressing SHP2^D61Y^. The primary murine LSK and CD11b^+^ cells were cultured for 24 h and 48 h. The percentage of living cells (AV^-^7AAD^-^) was determined by flow cytometry for the following cell populations: **A** myeloid cells - CD11b^+^ cells; **B** monocytes - CD11b^+^Ly6C^+^; **C** neutrophils - CD11b^+^Ly6G^+^ after for 24 h (left panel) and 48 h (right panel) of culture**. D** LSK-stem and progenitor cells were cultured for 48 h in the presence and absence of cytokines (FLT3L, TPO and SCF), and living cells were determined as AV^-^7AAD^-^ by flow cytometry. The gating strategy was performed as described in Supplementary Fig. 7. All data are presented as mean ±SEM (*n* = 1–10; ≥3 independent experiments).

### BCL-X_L_ and MCL1 are upregulated in SHP2^D61Y^ expressing myeloid cells

To understand SHP2^D61Y^ mediated apoptosis resistance at the molecular level, we analyzed levels of pro- and anti-apoptotic BCL-2 proteins. RT-MLPA revealed an approximately twofold increase of *Bcl-xl* and *Mcl-1* mRNA in spleen-isolated CD11b^+^ cells. While proapoptotic antagonists *Bim*, *Bad* and *Bok* were mildly but not significantly upregulated (Fig. 3A). Increased mRNA levels of *Bcl-2*, *Bcl-xl*, *Mcl-1* and *A1*, but also *Bid* and *Bax* were observed in the non-resistant LSK cells (Supplementary Fig. 3E). BCL-X_L_ and MCL-1 protein levels were slightly but not significantly higher in CD11b^+^ and LSK cells from S1-S3 mice, when compared to controls (Fig. 3B, C). In cultured SHP2^D61Y^ monocytes, BCL-X_L_ and MCL-1 levels were higher than in controls. In neutrophils, only MCL-1 was upregulated (Fig. 3D). Western blot analysis revealed upregulation of several pro-apoptotic proteins in S1 myeloid cells but downregulation during disease progression (Fig. 3E, F).

**Fig. 3:**
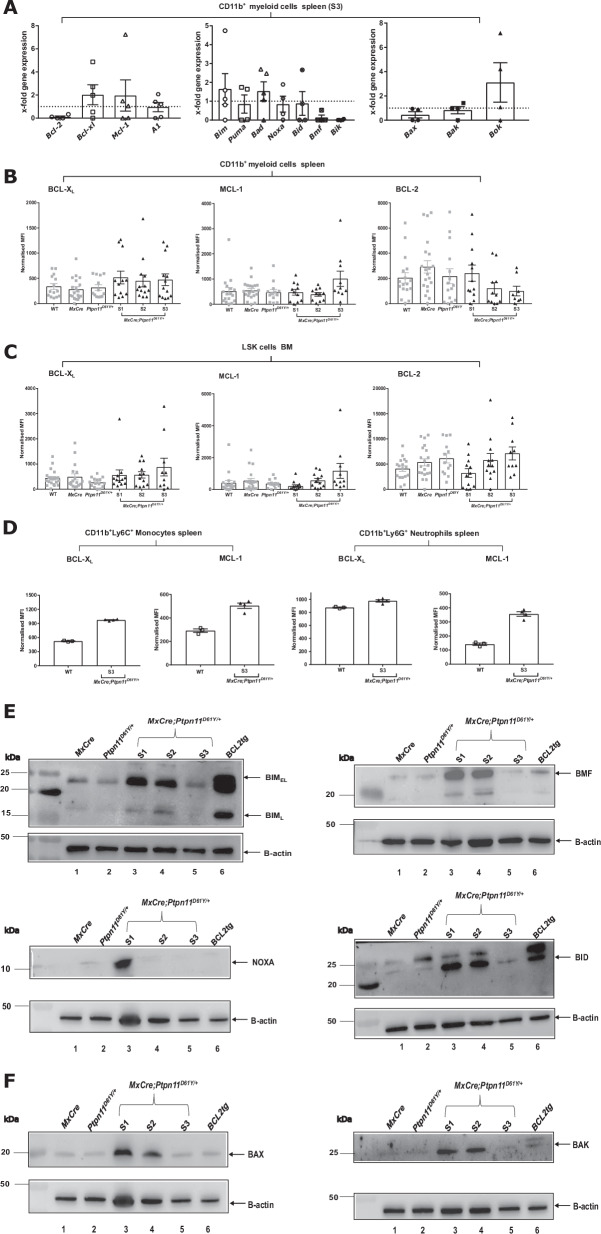
BCL-2 family proteins are deregulated in primary murine myeloid cells expressing SHP2^D61Y^. **A** The mRNA levels of BCL-2 family members (anti-apoptotic, pro-apoptotic and pore-forming) were determined by RT-MLPA in primary CD11b^+^ myeloid murine cells. Myeloid cells were isolated from S3 *MxCre;Ptpn11*^*D61Y/+*^ and control *MxCre* mice. Protein levels of pro-survival BCL-2 family proteins (BCL-X_L_, MCL-1 and BCL-2) were determined ex vivo by intracellular flow cytometry for the following cell types: **B** CD11b^+^ myeloid cells and **C** LSK–stem and progenitor cells. **D** The freshly isolated murine CD11b^+^ cells from disease stage 3 were cultured for 24 h and the pro-survival BCL-2 family proteins (BCL-X_L_, MCL-1) were determined in CD11b^+^Ly6C^+^ - monocytes and CD11b^+^Ly6G^+^ - neutrophils. Representative western blots showing the expression levels of pro-apoptotic BCL-2 proteins for the following BCL-2 family members: **E** BIM_EL_ and BIM_L_, BMF, NOXA, BID and pore-former proteins **F** BAX and BAK. BCL2 tg cells are the positive control for western blot. All data are presented as Mean ±SEM (*n* = 1–10; ≥3 independent experiments). The western blot analysis were performed on freshly isolated primary murine CD11b^+^ cells for an *n* = 2 with 5–7 mice/lysates. Antibodies used for WB are listed in Supplementary Table 2.

### Apoptosis resistance is driven by the oncogenic signaling

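RNA was sequenced from LSK cells of the BM, a sorted fraction of stem and progenitor cells, and from sorted CD11b+ myeloid cells of the BM and of the spleen. Each cell type has 2 libraries labelled MxCre, 2 labelled Ptpn11D61Y/+ and 3 of S3 MxCre;Ptpn11D61Y/+ mice, which makes 21 libraries. By their labels, S3 animals 540 and 815 gave all 3 cell types, animal 640 gave both CD11b+ fractions and animal 768 gave LSK cells. The methods name CD11b+ cells of S3 and MxCre mice with 3 mice per genotype, whereas the labels give 2 MxCre libraries per cell type, and these served as the controls here. The legend of Fig. 4 gives the controls as MxCre or WT. The heatmap of Suppl. Fig. 4 has more control columns per cell type than there are MxCre libraries. Which libraries the authors used as controls is therefore uncertain, and those labelled Ptpn11D61Y/+ may have been among them. The libraries labelled Ptpn11D61Y/+, from mice without the Cre transgene, were compared separately. Sex-linked transcripts differed between S3 and MxCre libraries in LSK and spleen CD11b+ cells, and the fits did not account for sex. The authors prepared stranded mRNA libraries, mapped the trimmed reads to GRCm38 with STAR and deposited raw counts per Ensembl gene. The paper's text does not name the counting program, its annotation or its use of strand, so the counts of genes that overlap another gene are uncertain. Total counts per library ran from 34992610 to 104509425, with a median of 69421661. In LSK cells, the median total was 76970764 for MxCre, 93906742 for the libraries labelled Ptpn11D61Y/+ and 93695708 for S3. The corresponding medians were 45402928.5, 67853951.5 and 54184860 in BM CD11b+ cells, and 64776866.5, 59423485 and 77117172 in spleen CD11b+ cells. Of all genes, 19555 passed edgeR's filter on low counts, and they were normalized by edgeR's TMM method and fitted over the 21 libraries with 1 coefficient per cell type and genotype. Levels are given as log2 CPM (counts scaled to library size) with a prior count of 2. In counts simulated from these libraries, the test recovered 44 of 200 genes that differed by a log2 fold change of 2 between 3 S3 and 2 MxCre spleen libraries, and 170 of 200 at a log2 fold change of 4. Each simulated gene had 1 mean and 1 dispersion over all cell types, so differences in spread between cell types were left out.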

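In spleen CD11b+ cells, 819 of 19555 genes differed between S3 and MxCre libraries at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 296 of them higher and 523 lower in S3. An unadjusted p under 0.05 was found for 4945 genes, against 978 given by chance. Fitting the 5 libraries of this comparison alone left 0 genes past the threshold, with 2372 at an unadjusted p under 0.05. With MxCre and Ptpn11D61Y/+ libraries together as controls the count was 0. DESeq2 called 3409 genes, 1963 higher and 1446 lower in S3, so the balance of rises and falls depended on the tool. In edgeR's fit, the count was 267 without the spleen library of S3 animal 540 and 483 without that of animal 640. It was 860 without that of animal 815, 447 higher and 413 lower. Among well-expressed genes past the threshold, the largest fall was that of Il1r2 (ENSMUSG00000026073, chromosome 1 of GRCm38, 40074079 to 40125231), which overlaps Gm37347 on the same strand. Its level was 6.56 ± 0.505 log2 CPM (SD, n = 3) in S3 and 11.81 ± 0.889 (SD, n = 2) in MxCre, a log2 fold change of -5.32 (standard error 0.8, adjusted p = 0.00532 from edgeR's quasi-likelihood test). Acod1, Csf1, Gadd45b and Clec4d followed with log2 fold changes from -4.96 to -4.40. Large rises belonged to Add2, Trim10, Alas2 and Apol11b, with log2 fold changes of 9.80, 7.87, 6.15 and 5.81. Add2 had at most 7 counts in an MxCre library, and Trim10 at most 43, so the sizes of their fold changes are uncertain. The calls of Add2, Trim10 and Apol11b were lost without S3 animal 540 or 640, and that of Acod1 without 540 or 815. Alas2, which overlaps Apex2 on the other strand, had a level of 8.14 ± 1.77 log2 CPM (SD, n = 3) in S3 and 2.69 ± 0.082 (SD, n = 2) in MxCre (standard error of the log2 fold change 1.36, adjusted p = 0.0219 from edgeR's quasi-likelihood test). The Hallmark gene sets of Fig. 4A were not used here, and 29 other lists were tested with camera at a preset correlation of 0.01. All 43 S-phase genes were higher in S3, with a median log2 fold change of 1.25 (camera, adjusted p = 3.64e-05), although 1 gene passed over all genes tested and 0 when adjusted over the list alone, with 21 at an unadjusted p under 0.05. Of 54 G2/M genes, 49 were higher, with a median of 1.31 (camera, adjusted p = 0.00124), and 0 passed either over all genes or adjusted over the list alone, with 22 higher and 1 lower at an unadjusted p under 0.05. Without S3 animal 640, the G2/M median was 0.62 (camera, adjusted p = 0.311) and the S-phase median 0.66, still past the threshold. In the Reactome set Cell Cycle, Mitotic, 306 of 395 genes were higher, with a median of 0.60 (camera, adjusted p = 0.0103), and of 0.37 without S3 animal 640 (camera, adjusted p = 0.226). Of these 395 genes, 8 were called higher and 9 lower over all genes, and 13 and 12 when adjusted over the list alone. The Reactome set Apoptosis, with 86 genes higher and 52 lower, had a median of 0.19, which camera placed lower than the other genes without calling it (adjusted p = 0.809), and of its 139 genes 1 was called higher and 6 lower over all genes, 5 and 8 when adjusted over the list alone. Its median was -0.06 without S3 animal 815. The BCL-2 family genes had a median of -0.07, with 7 higher and 9 lower (camera, adjusted p = 0.0352), and this median was 0.24 when libraries were scaled by their size alone, a choice made after the data were seen. That scaling moved the median of all genes from 0.32 to 0.77. Of 21 NF-kB target genes, 20 were lower in S3, with a median of -1.96 (camera, adjusted p = 2.17e-11), and 6 were called lower over all genes and 12 when adjusted over the list alone. Immediate-early genes had a median of -1.94, with 17 of 18 lower (camera, adjusted p = 4.35e-10), and 3 called lower over all genes or 11 when adjusted over the list alone. All 13 erythroid genes were higher, with a median of 4.81 (camera, adjusted p = 2.05e-06), of which 3 passed over all genes and 13 when adjusted over the list alone. Among S3 spleen libraries, animal 640 had the highest erythroid mean, 9.55 against 7.07 and 6.13 log2 CPM. It also had the highest S-phase and G2/M means. Which cells of the sorted fraction carry the cell cycle transcripts was not tested. Camera called 12 of the 29 lists in this comparison, and none of them held under fry, whose smallest adjusted p was 0.14, or under camera with an estimated correlation, whose smallest was 0.706.

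**Figure D1:**
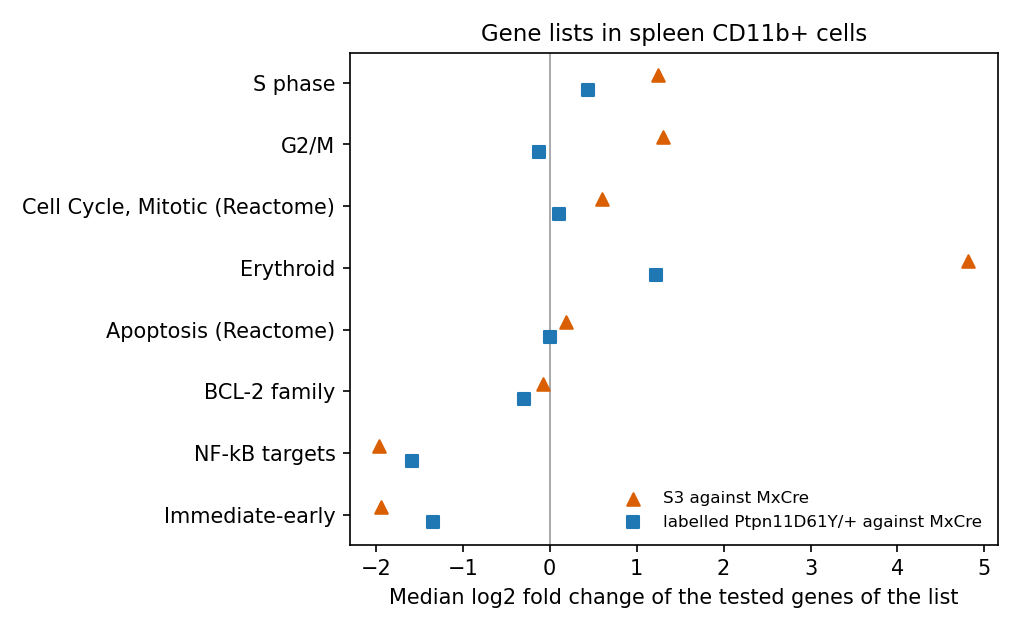
Median log2 fold change of the tested genes of each list in spleen CD11b+ cells, for S3 against MxCre libraries (triangles) and for libraries labelled Ptpn11D61Y/+ against MxCre libraries (squares). The erythroid list lies at 4.81 for S3 and at 1.22 for the libraries labelled Ptpn11D61Y/+, and the NF-kB list at -1.96 and -1.58.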

RNAseq with gene set enrichment analysis (GSEA) revealed strong enrichment of cell cycle-related gene sets and downregulation of the apoptosis gene set in S3 leukemic spleen myeloid cells when compared to *MxCre-tg* controls (Fig. 4A). 

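Ptpn11 (ENSMUSG00000043733) lies on the minus strand of chromosome 5 of GRCm38 from 121130533 to 121191397, where Gm42930 overlaps it on the same strand. In LSK cells its level was 6.82 ± 0.049 log2 CPM (SD, n = 2) in MxCre, 5.96 ± 0.058 (SD, n = 2) in the libraries labelled Ptpn11D61Y/+ and 7.21 ± 0.073 (SD, n = 3) in S3. In BM CD11b+ cells the levels in the same order were 4.94 ± 0.676, 5.65 ± 0.182 and 5.86 ± 1.09, and in spleen CD11b+ cells they were 4.57 ± 0.977, 5.55 ± 0.58 and 6.52 ± 0.614 (SD, same n). A Neo-Stop cassette silences the mutant allele in Ptpn11D61Y/+ mice (Suppl. Fig. 6), and the libraries with this label differed from MxCre by a log2 fold change of -0.86 in LSK cells but of 0.64 in BM CD11b+ and 0.89 in spleen CD11b+ cells (adjusted p = 1, 0.493 and 0.351 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Since Ptpn11 was lower under this label in 1 of 3 cell types, these libraries are named by their label throughout. Among S3 libraries, Ptpn11 was lower in spleen CD11b+ than in LSK cells by a log2 fold change of -0.61 (standard error 0.472, adjusted p = 0.351 from edgeR's quasi-likelihood test). The 3 spleen libraries ranged from 5.90 to 7.13 log2 CPM and the LSK libraries reached 7.26, and a two-sided exact permutation test gave p = 0.2, where 3 libraries against 3 cannot go below 0.1. The gap depended on the scaling. By library size alone, a choice made after the data were seen, spleen libraries ranged from 5.60 to 7.21 log2 CPM. LSK libraries then ranged from 7.62 to 7.76. With the animal or replicate number as a block, the log2 fold change was -1.10 (adjusted p = 0.0407 from edgeR's quasi-likelihood test), and leaving out each library in turn gave values from -0.96 to -0.35. This block pairs the libraries of S3 animals 540 and 815, and for animal 540 the LSK library had 1 count of Xist, a transcript of female cells, and the spleen library 712, so whether both come from 1 animal is uncertain. Among MxCre libraries the log2 fold change between the same cell types was -2.10 (standard error 0.6, adjusted p = 0.0128 from edgeR's quasi-likelihood test), with an exact permutation p of 0.333, the smallest that 2 libraries against 2 allow. The difference between these 2 contrasts was 1.5 (standard error 0.748, adjusted p = 0.394 from edgeR's quasi-likelihood test). Within spleen CD11b+ cells, Ptpn11 was higher in S3 than in MxCre by a log2 fold change of 1.88 (standard error 0.565, adjusted p = 0.0665 from edgeR's quasi-likelihood test), and every S3 library lay above both MxCre libraries (exact permutation test, p = 0.1, the smallest possible). DESeq2 gave 1.88 with an adjusted p under 0.05, and edgeR on genes with at least 10 counts in every library compared gave 1.86 with an adjusted p of 0.0487. Within LSK cells the log2 fold change was 0.39 (standard error 0.531, adjusted p = 1 from edgeR's quasi-likelihood test), with every S3 library above both MxCre libraries there as well (exact permutation test, p = 0.1, the smallest possible), and within BM CD11b+ cells it was 1.09 (standard error 0.545, adjusted p = 0.344). Each gene had 1 dispersion over all cell types in this fit. The biological coefficient of variation was 22% in LSK and 61.5% in spleen CD11b+ libraries. The quasi-likelihood p-values therefore do not measure the spread of LSK libraries alone. In LSK cells, libraries labelled Ptpn11D61Y/+ (5.92 to 6.00 log2 CPM) lay below both MxCre libraries (6.79 to 6.86). A fit of only the S3 and MxCre LSK libraries called Ptpn11 higher in S3.

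**Figure D2:**
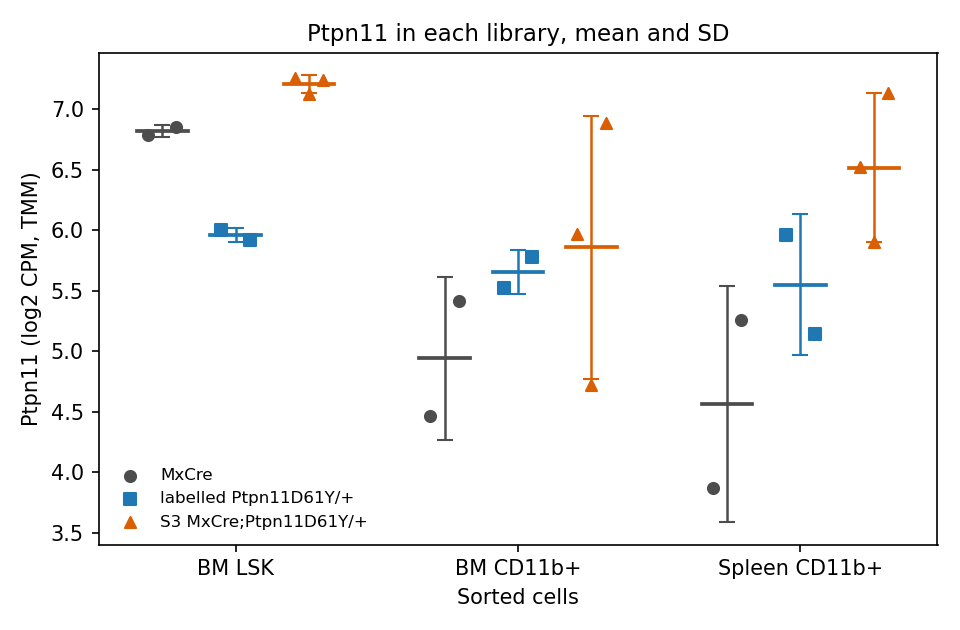
Level of Ptpn11 in log2 CPM for each of the 21 libraries, by sorted cell type and genotype label, with the mean (line) and SD (bars) of each group. Spleen CD11b+ S3 libraries lie between 5.90 and 7.13 log2 CPM and spleen CD11b+ MxCre libraries between 3.87 and 5.26.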

Unexpectedly, the levels of PTPN11 mRNA were higher in BM LSK than in splenic myeloid cells, this not correlating with the increased apoptosis resistance (Fig. 4B). Upregulated KRAS signaling (HALLMARK_KRAS_SIGNALING_UP) in myeloid cells versus immature LSK cells suggests that RAS/MAPK activity downstream of SHP2 explains their differing apoptosis susceptibility (Fig. 4C, Supplementary Fig. 4). 

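Between S3 spleen CD11b+ and S3 LSK libraries, 5349 of 19555 genes differed at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3090 higher and 2259 lower in the myeloid cells. The count fell to 3006, 3349 and 3251 without the LSK library of animal 540, 815 and 768, and to 3463 without the spleen library of animal 540. When libraries were scaled by their size alone, a choice made after the data were seen, the median log2 fold change of all genes moved from 0.02 to -0.59 and the share of higher genes among those called from 57.8% to 29.3%. A list of 10 transcripts that follow ERK activity had a median of -0.55 between S3 spleen CD11b+ and S3 LSK cells, with 5 genes higher and 5 lower (camera, adjusted p = 0.898), and of -0.84 without the spleen library of animal 540, -0.36 without that of 815 and -0.28 without that of 640. In this list Phlda1 was called higher, with a log2 fold change of 3.91, and Etv4, Epha2 and Spry2 were called lower, with -3.68, -2.04 and -1.73, and the same genes passed when adjusted over the list alone. In the 6 fits that each left out 1 S3 library, Phlda1 and Spry2 passed in each, whereas Etv4 and Epha2 passed in none (adjusted p from 0.0582 to 0.124 and from 0.0601 to 0.157, edgeR's quasi-likelihood test).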

To confirm that SHP2 and the RAS/MAPK signaling directly regulate BCL-X_L_ and MCL-1 expression, we inhibited MEK and, additionally the transcription factor RUNX1, which has been shown to drive myeloproliferation downstream of SHP2 [38]. BCL-X_L_ expression was reduced in bulk CD11b+ cells and specifically in monocytes, when both MEK and RUNX1 were inhibited (Fig. 4D). In contrast, MCL-1 expression was most profoundly reduced by MEK inhibition alone (Fig. 4E). Only combined MEK and RUNX1 inhibition induced apoptosis in both cell types (Fig. 4F).

**Fig. 4:**
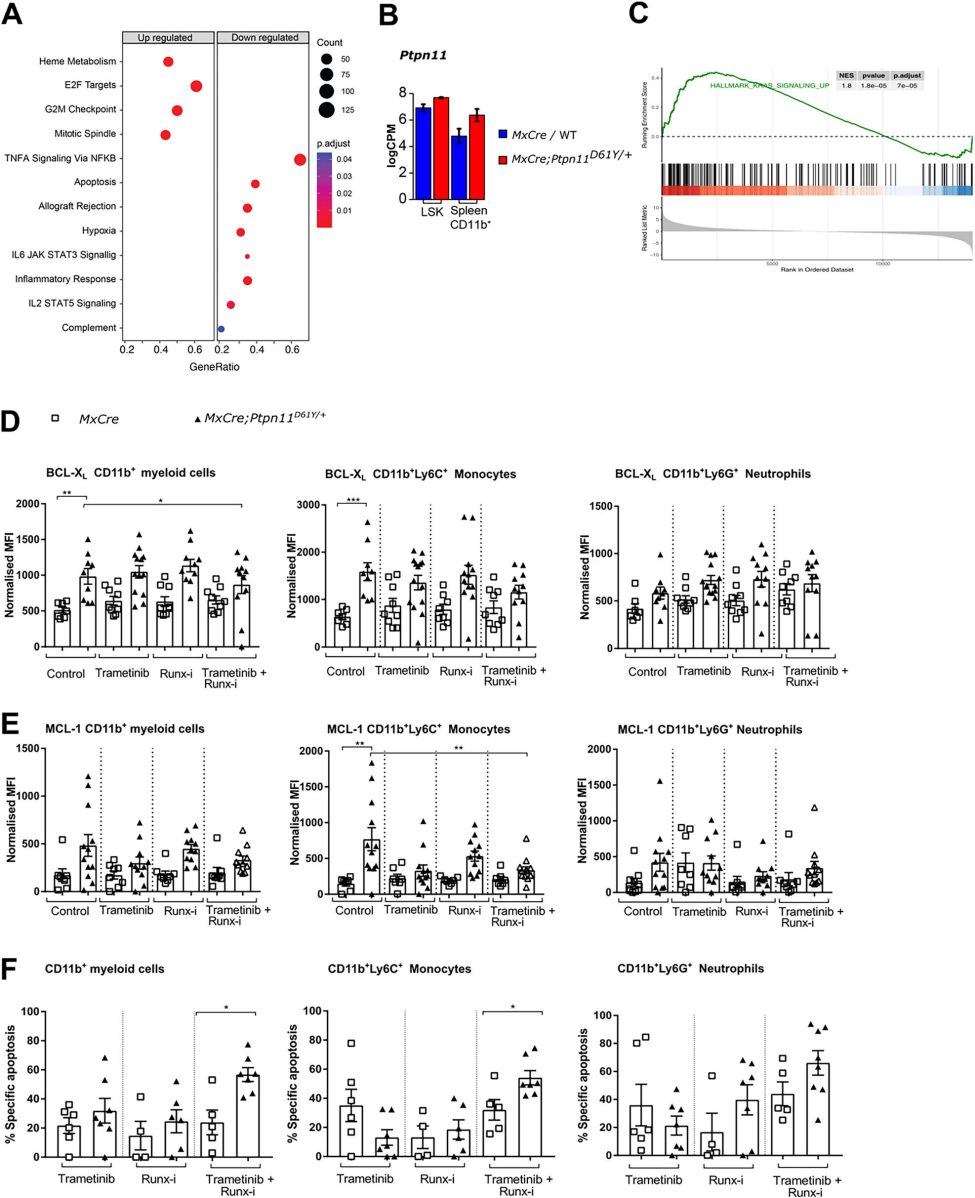
Combined treatment with MEK and RUNX1 inhibitors reduced BCL-X_L_ and MCL-1 expression in CD11b^+^ myeloid cells. **A** The bubble plot representing the top up-(left) and downregulated (top) hallmark gene sets in the comparison of S3 CD11b^+^ leukemic cells with the control (*Mxcre* or WT) cells. The gene ratio is represented on the y-axis, the bubble size corresponds to the gene count and the color map represents the adjusted *p* value. **B** The *Ptpn11* mRNA expression level in the bone marrow LSK and spleen CD11b^+^ cells in the S3 leukemic (*MxCre;Ptpn11*^*D61Y/+*^*)* and control (*MxCre or* WT) cells. The y-axis represents the logCPM (CPM- counts per million reads). **C** The gene set enrichment analysis of hallmark KRAS signaling up-regulated gene sets in the comparison of S3 spleen CD11b^+^ leukemic cells and LSK leukemic cells. The genes are ranked based on the fold change and the y-axis represents the running enrichment score (top) and the ranked list metric (bottom). The normalized enrichment score (NES), *p* value and adjusted p-value are shown in the table. Myeloid CD11b^+^ cells isolated from leukemic S2 mice or *MxCre controls* were treated with trametinib and/or Runx inhibitor for 24 h and then analyzed for expression of pro-survival proteins: **D** BCL-X_L_ and **E** MCL-1 and **F** % of specific apoptosis for myeloid cells (CD11b^+^ cells), monocytes (CD11b^+^Ly6C^+^) and neutrophils (CD11b^+^Ly6G^+^). All data are presented as Mean ±SEM (*n* = 1–10; ≥3 independent experiments).

### Microenvironmental signals contribute to apoptosis resistance in vivo

The generally higher viability of myeloid cells in BM than in the spleen prompted us to study the microenvironmental contribution to cell death decisions in leukemia. First, we transplanted leukemic mice into CD45.1 + WT recipients to generate chimeras (Fig. 5A, left). Suppl Fig. 5A shows the proportion of leukemic cells. Again, BM cells were more viable than spleen cells (Supplementary Fig. 5B). In chimeric spleens, increased survival rates were noted for both leukemic and recipient WT cells (Fig. 5B). Next, we performed co-culture experiments with WT and leukemic cells (Fig. 5A, right). We observed survival advantages (Fig. 5C) and elevated BCL-X_L_ and MCL-1 levels in leukemic myeloid cells, both in the absence and presence of WT cells (Fig. 5D, E). Interestingly, also WT cells and, particularly, neutrophils showed elevated BCL-X_L_ levels comparable to the ones of leukemic cells (Fig. 5D). Yet, they were not apoptosis-resistant (Fig. 5C), indicating that SHP2^D61Y^ expressing myeloid cells influence the survival of adjacent WT cells only in vivo. To identify pro-survival molecules in the leukemic microenvironment, we performed secretome mass spectrometry. Spleen supernatants contained more proteins than the BM supernatant (Fig. 5F). We identified proteins with known anti-apoptotic function at high abundance in leukemic spleens (i.e.ITGAM/CD11b, TNFα and CD74) and confirmed these findings by flow cytometry and cytokine assay (Fig. 5G, Supplementary Fig. 5C–F). Blocking either ITGAM or CD74 or adding TNFα in vitro did not induce apoptosis in WT or S3 myeloid cells (Supplementary Fig. 5G–I), indicating that other not yet identified microenvironmental signals affect cell survival within the leukemic spleen.

**Fig. 5:**
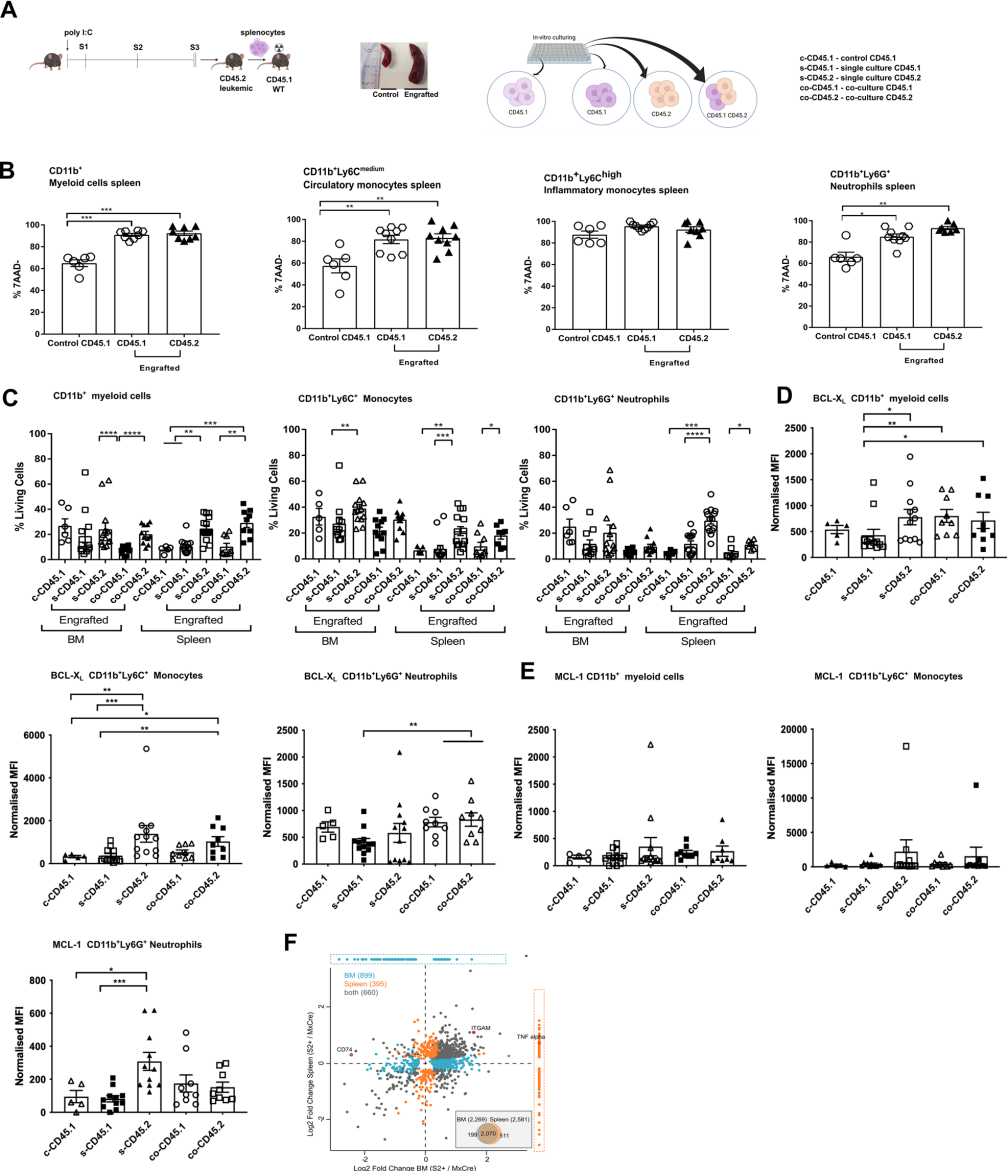
Cell-intrinsic and extrinsic signals drive the survival advantages of myeloid cells. **A** Schematic representation of the experimental procedure. *S*ub-lethally irradiated (3 Gy) WT (CD45.1) mice were transplanted with splenocytes (1 × 10^6^ cells) from S3 - terminally ill *MxCre;Ptpn11*^*D61Y/+*^ mice (CD45.2) (left panel). Representative spleens are shown for the control and the engrafted mice (middle panel). Schematic representation of the 24 h single cultures and co-cultures of leukemic - CD45.2 and WT - CD45.1 myeloid CD11b^+^ cells (right panel). The single cultures consisted of control CD45.1 - designated as c-CD45.1; single culture CD45.1- designated as s-CD45.1; single culture CD45.2 - designated as s-CD45.2. The co-culture conditions consisted of co-culture of CD45.1 and CD45.2 - designated as co-CD45.1 or co-CD45.2. The cells used for the condition: single cultures CD45.1 and CD45.2 were sorted from successfully engrafted recipient mice, while the control CD45.1 was obtained from not transplanted mice. Leukemic CD45.2 and WT CD45.1 myeloid cells were determined via flow cytometry. **B** Percentages of live cells (7AAD^-^) within the spleen residing CD45.1 and CD45.2 determined in engrafted and control mice for CD11b^+^ - myeloid cells, CD11b^+^Ly6C^medium^ - circulatory monocytes, CD11b^+^Ly6C^high^ - inflammatory monocytes, CD11b^+^Ly6G^+^ - neutrophils, was assessed ex vivo. **C** The CD11b^+^ cells were cultured for 24 h in single cultures or co-cultures. The percentage of living cells (AV^−^7AAD^−^) was determined by flow cytometry for: CD11b^+^ - myeloid cells; CD11b^+^Ly6C^+^ - monocytes and CD11b^+^Ly6G^+^ - neutrophils from BM and spleen. In vitro expression of pro-survival proteins: **D** BCL-X_L_ and **E** MCL-1 was determined in the myeloid compartment isolated from spleen, CD11b^+^ - myeloid cells, CD11b^+^Ly6C^+^ - monocytes and CD11b^+^Ly6G^+^ - neutrophils via intracellular staining after 24 h culture. **F** Significantly differently expressed proteins identified by mass spectrometry were selected and plotted based on log2 fold change obtained for BM or spleen supernatant from S3 leukemic vs MxCre. Significant changes in BM (turquoise), spleen (orange), or both (gray). Significant proteins only identified in either BM or spleen are marked by dashed boxes. The total number of identified proteins for BM and spleen are depicted as box insert. The gating strategy was performed as described in Supplementary Fig. 7. All data are presented as Mean ± SEM (*n* = 7–9; ≥3 independent experiments).

### BCL-X_L_ inhibition has potent anti-leukemic activity in vivo

To identify the anti-apoptotic BCL-2 protein(s) required for leukemic cell survival, we used selective BH3-mimetics in vitro [39–44]. Splenic myeloid cells were most sensitive to BCL-X_L_ inhibition (Fig. 6A). Leukemic monocytes were sensitive to both combined and selective inhibition of BCL-X_L_ and BCL-2 (Fig. 6B), while neutrophils were most sensitive to MCL-1 inhibition (Fig. 6C). Greatest sensitivity to BH-3 mimetics was found in the terminal S3 stage. BM-derived LSK cells did not show increased sensitivity to BH3-mimetics when cultured in the presence of cytokines (Fig. 6D). Under cytokine deprivation, they became slightly sensitive to BCL-X_L_ and MCL-1 inhibition (Fig. 6E). Based on the promising in vitro effects, we used the BCL-X_L_ inhibitor A1155463 in vivo (Fig. 7A). Treatment for 28 days resulted in significant reduction of the spleen size in S2 mice (Fig. 7B). Analysis of all hematopoietic cells revealed significant decrease in monocytes and neutrophils but also HSPCs and erythroid progenitors in the spleen of treated mice (Fig. 7C–G), along with reduced infiltration in the blood and lungs (Fig. 7E). Interestingly, no effects were observed in BM or liver (Fig. 7D, E).

**Fig. 6:**
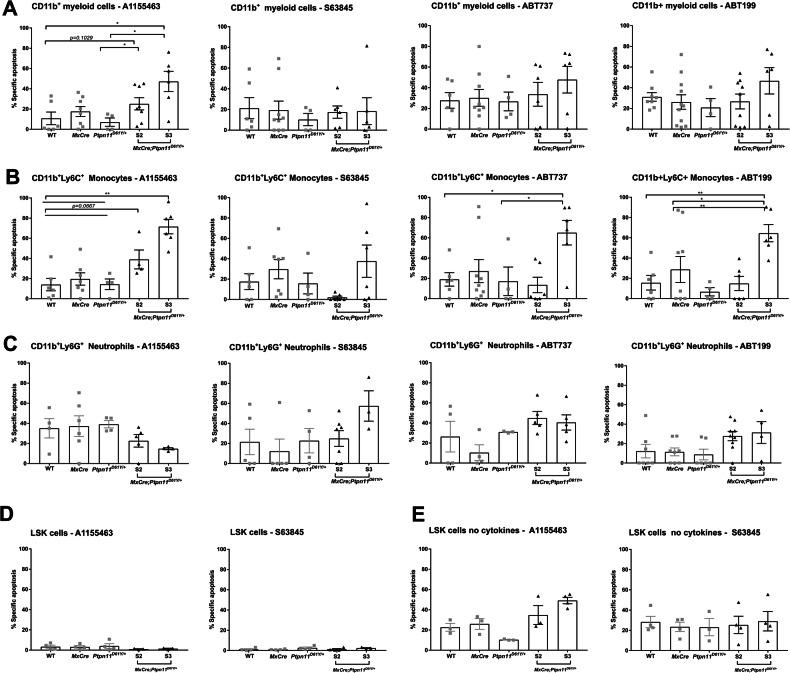
BH3 mimetics effectively kill myeloid SHP2^D61Y^ expressing cells in vitro. CD11b^+^ myeloid cells were treated with BH-3 mimetics, A1155463 (10 μM), S63845 (1 μM), ABT737 (3 μM), ABT199 (5 μM) for 48 h. Then, cells were stained for the surface markers CD11b^+^, Ly6G^+^, and Ly6C^+^ followed by staining for AV and 7AAD, and the viable cells were determined as AV^-^7AAD^-^ on flow cytometry. The percentage of specific apoptosis induced by BH3 mimetics was calculated for the specific cell types: **A** CD11b^+^ - myeloid cells, **B** CD11b^+^Ly6C^+^ - monocytes and **C** CD11b^+^Ly6G^+^ - neutrophils. Freshly isolated LSK stem and progenitor cells (cultured with or without cytokines) were treated with the BCL-X_L_ (A1155463) or MCL-1 (S63845) inhibitor for 48 h. The percentage of specific apoptosis was calculated for LSK cells: **D** in the presence (of TPO, FLT3, and SCF) and **E** in the absence of cytokines. The gating strategy was performed as described in Supplementary Fig. 7. All data are presented as Mean ±SEM (*n* = 1–3; ≥3 independent experiments).

**Fig. 7:**
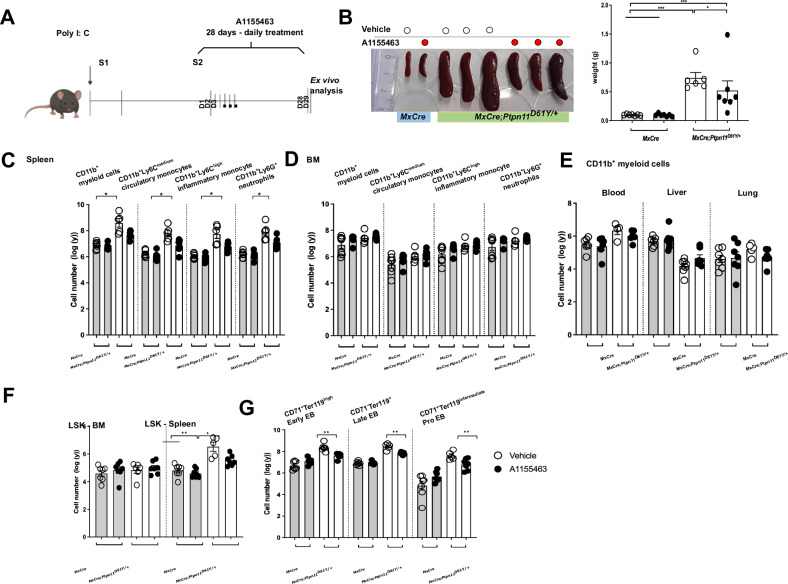
BCL-X_L_ inhibitor A1155463 significantly reduces myeloproliferation in JMML mice. **A** Schematic representation of experimental procedure. Mice were treated with the BCL-X_L_ inhibitor A1155463 (5 mg/kg/day) for 28 days (daily); on day 29 the mice were sacrificed and analyzed, and the leukemic burden was assessed. **B** Representative spleens (figure and weight) after in vivo treatment with the A1155463 or vehicle mice. Absolute cell counts are shown for the following cell populations of the BCL-X_L_ inhibitor A1155463 or vehicle-treated mice: myeloid cells - CD11b^+^ - myeloid cells; CD11b^+^Ly6C^medium^ – circulatory monocytes; CD11b^+^Ly6C^high^ – inflammatory monocytes; CD11b^+^Ly6G^+^ – neutrophils residing in the **C** spleen and **D** BM. **E** Number of CD11b+ myeloid cells residing in the blood, liver and lung. **F** LSK stem and progenitor hematopoietic cells. **G** Erythrocytes: - CD71^+^Ter119^high^ - Early erythroblasts (EB); (EB) - CD71^+^Ter119^intermediate^ - Pro-erythroblasts; CD71^-^Ter119^+^ - late EB. All data are presented as Mean ±SEM (*n* = 3–7; =3 independent experiments).

## Discussion

Our study aimed to characterize and target BCL-2-regulated apoptosis signaling, with the ultimate goal of identifying novel therapeutic approaches for high-risk JMML. Constitutively active RAS signaling, downstream of SHP2, was shown to exert anti-apoptotic effects [34, 35]. In hematopoietic cells, SHP2^D61Y^ or SHP2^E76K^ mutants were shown to have increased viability by upregulation of BCL-2 and BCL-X_L_ and downregulation of BIM. Similarly, *Ptpn11*^*E76K/+*^ transformed erythroleukemic TF-1 cells showed BCL-X_L_ upregulation [45]. Here, we compare different primary cell types at the same time, using a mouse model reminiscent of JMML and different culture conditions. We found that oncogenic SHP2^D61Y^ conferred survival advantages specifically to myeloid cells but not to HSPCs, despite high *Ptpn11* mRNA levels in LSK cells. Survival advantages were accompanied by BCL-X_L_ and/or MCL-1 upregulation in *Ptpn11* mutant myeloid cells and reversed by inhibition of the SHP2 downstream signaling, establishing a direct link between the oncogene and these anti-apoptotic proteins. This suggests that apoptosis resistance, alongside increased proliferation and differentiation, drives SHP2 myeloproliferation [13, 15]. The increased activation of RAS signaling in mature but not immature cells may explain why *PTPN11* mutations, when acquired as a first hit, lead to differentiating myelomonocytic leukemia rather than acute myeloid leukemia. It raises, however, the question, of why PTPN11 and/or KRAS mutations in HSCs allow relapse after transplantation. Most likely, PTPN11 and/or KRAS mutated HSCs acquire features providing selective fitness not linked to cell death signaling (i.e. immune escape mechanisms, metabolic fitness or others). Understanding the specific reasons for higher KRAS signaling in mature cells and the selective fitness of HSCs requires further detailed studies of the differentiation process, the regulatory networks involved, and the functional demands placed on both immature and mature cells.

In monocytes, both BCL-X_L_ and MCL-1 expression were directly linked to SHP2^D61Y^ but regulated differently: BCL-X_L_ expression was regulated by both MEK and RUNX1, whereas MCL-1 was regulated by MEK alone. In neutrophils, no clear link between SHP2^D61Y^ and the anti-apoptotic proteins was established. In addition, cell death decisions were affected by extracellular signals, which increased survival even in WT bystander cells. It was shown earlier that an abnormal microenvironment contributes to myeloproliferation in JMML mouse models, with CCL3/MIP-1 α playing an important role [46–48]. Here, we identified BCL-X_L_ as a novel player in this setting.

Our model revealed a cell type-specific “BCL-2 protein addiction”, where BCL-X_L_ and BCL-2 expression were essential for monocyte survival, whereas MCL-1 was crucial for neutrophils. Further analysis is needed to elucidate the regulation and engagement of these proteins. Differences in SHP2 signaling itself (i.e. activation levels and abundance of downstream signaling components), and other cell type-specific pathways, such as lineage-specific transcription factors, may influence the expression of BCL-2 family members. Potential candidates include NFkB and ETS, which were shown to influence BCL-2 protein expression, or the master transcription factors for myelomonocytic differentiation GATA2, PU.1 and GFI1 [49–51]. Similarly, the abundance of pro-apoptotic BH3-only proteins activated by developmental cues may differ between monocytes and granulocytes. Transcriptomic analyses and co-immunoprecipitation assays using highly purified cell populations will be necessary to fully delineate the apoptosis signaling pathways for each cell type.

Interestingly, apoptosis resistance increased during disease progression, with the most resistant granulocytes and monocytes at the lethal leukemia stage. Since there was no evidence of clonal evolution, we hypothesize that this is due to a gradual expansion of *Ptpn11*-mutant cells following polyI:C induction, combined with their selective advantages. However, we observed a strong downregulation of pro-apoptotic BH3-only and effector BCL-2 proteins in the late disease stage. At the same time, the response to BH3-mimetics changed, with a newly acquired BCL-2 dependency at the late disease stage. Most likely, niche-derived signals influence not only the abundance of BCL-X_L_ but also of pro-apoptotic proteins. Along this line, apoptosis resistance could be transferred to bystander WT cells in vivo but was not maintained in culture, suggesting a complex interplay of cell types and soluble factors contributing to apoptosis resistance. Indeed, several proteins with known anti-apoptotic function in granulocytes (i.e., CD74, TNFα, and ITGAM/CD11b) [52–55] were enriched in the microenvironment of leukemic mice. While these signals may cooperate to increase the viability of bystander cells in vivo, oncogene-driven cell-intrinsic signals are sufficient to ensure the survival of leukemic SHP2^D61Y^ cells.

Finally, we asked whether JMML could be cured by the BCL-X_L_ inhibitor, based on our in vitro data. Treatment significantly reduced leukemic burden and interestingly affected cells not sensitive in vitro (i.e HSPcs and erythroid progenitors). Again, this supports the hypothesis that niche-derived signals change apoptosis signaling in vivo [46–48] and highlights the need for disease-relevant in vivo models. Not unexpectedly, BCL-X_L_ inhibition used as monotherapy did not cure the mice. In patient-derived JMML cells, we recently identified synergistic effects of BCL-X_L_ and MCL-1 inhibitors. Along this line, azacitidine reduced MCL-1 levels, explaining its synergy with BCL-X_L_ inhibition in PDX mice [56]. Alternatively, therapeutic modulation of the microenvironment might increase the susceptibility of JMML cells towards BCL-x_L_ inhibition. Future strategies could focus on disrupting LSK-niche interactions using small molecule inhibitors, integrin blockers to modulate ECM dynamics, or interventions targeting niche-derived survival cytokines. Anti-CXCR4 therapies, such as plerixafor, used in AML [57] to disrupt interactions with the bone marrow microenvironment, could be explored as a potential treatment in JMML.

The JMML PDX and genetically modified mouse models provide complementary insights into RAS dysregulation on apoptotic signaling. While the PDX model excels in translational relevance by mimicking key JMML features in patients (including methylation signatures), its reliance on immunodeficient mice limits the study of RAS effects on the complete hematopoietic and immune system. The genetically modified mouse model used in this study, in contrast, preserves immune interactions and enables detailed investigation of leukemogenesis in an immunocompetent setting, offering a more comprehensive view of disease progression on the full hematopoietic compartment. A more comprehensive understanding of apoptosis and other cell death forms, such as necroptosis and pyroptosis [58] in both models are crucial for harnessing cell death in therapeutic applications and to develop effective combination therapies.

## Supplementary information

Supplementary material

WB_original pictures.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (PMID 34723319) partner repository with the dataset identifier PXD055845. The next-generation sequencing data is deposited at NCBI GEO (GSE277667). All other data generated and analyzed during this study are included in this published article and supplementary information.

# Supplementary material for: Oncogenic and microenvironmental signals drive cell type specific apoptosis resistance in juvenile myelomonocytic leukemia
**Source:** Cell Death Dis. 2025 Mar 8;16(1):165. doi: 10.1038/s41419-025-07479-2
**Supplement:** Supplementary file 1 — Supplementary material

## Slide 1
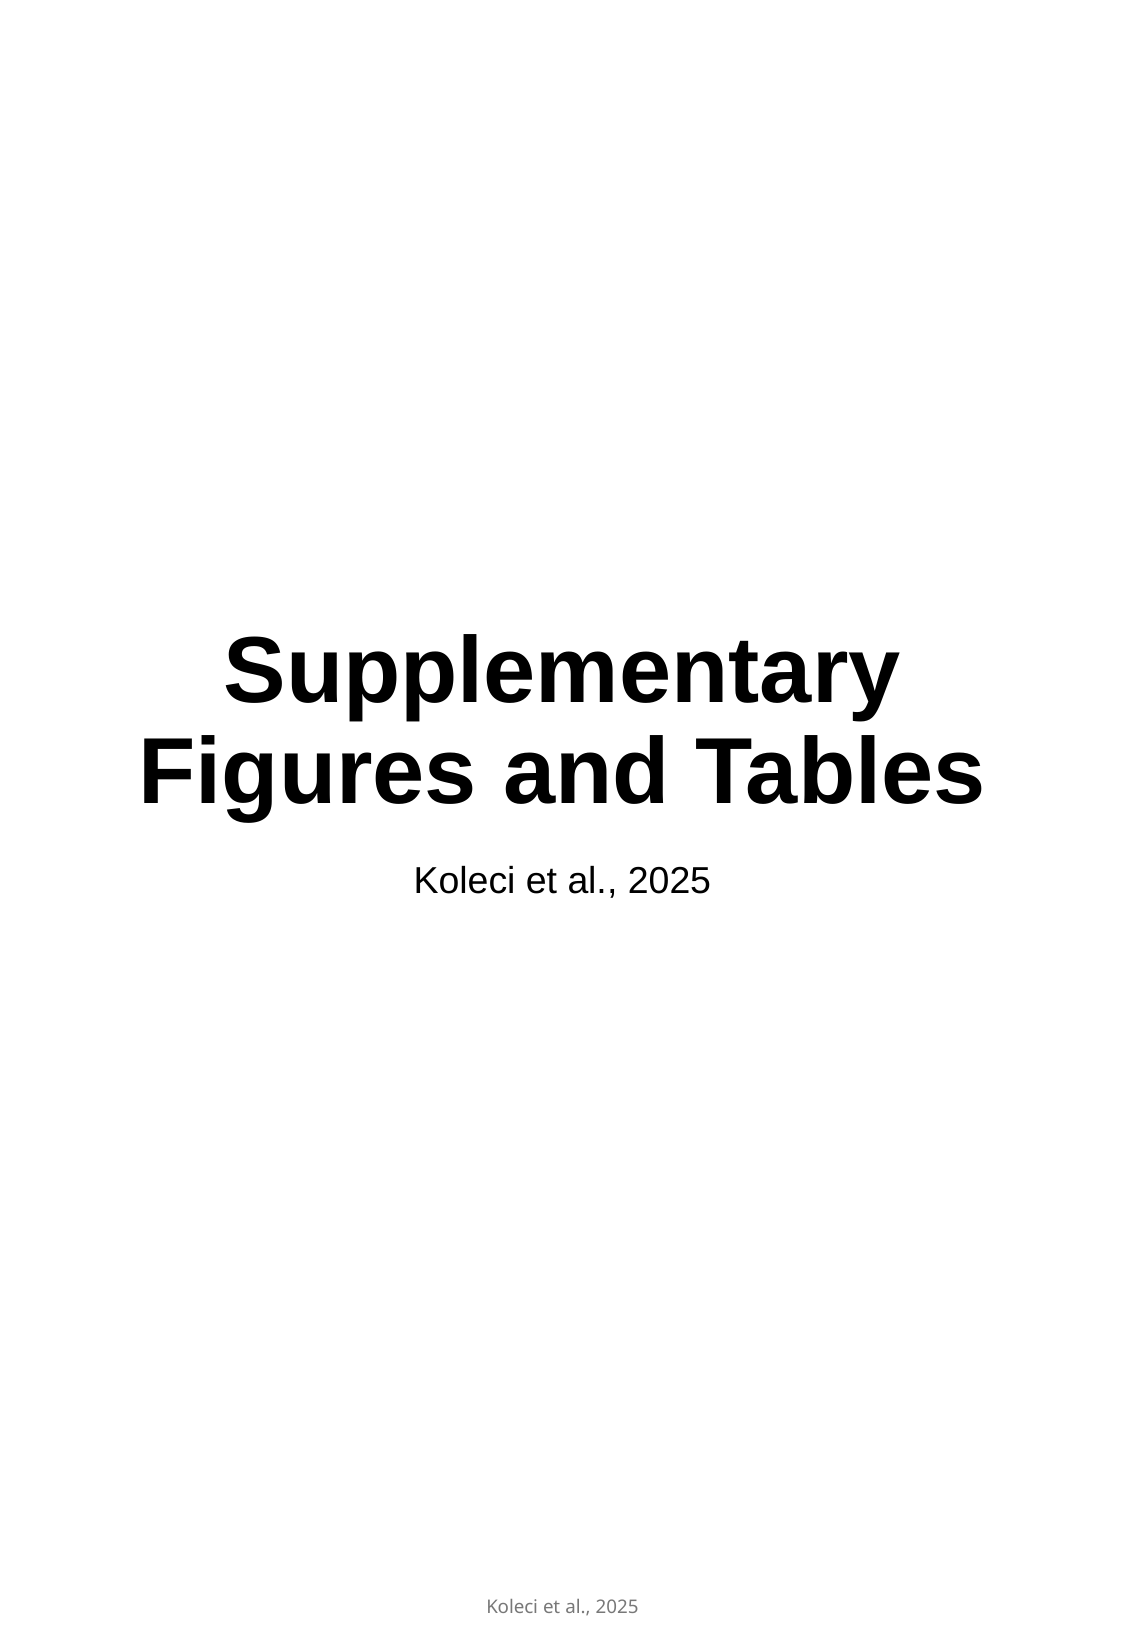

# Supplementary Figures and Tables
Koleci et al., 2025
Koleci et al., 2025

## Slide 2
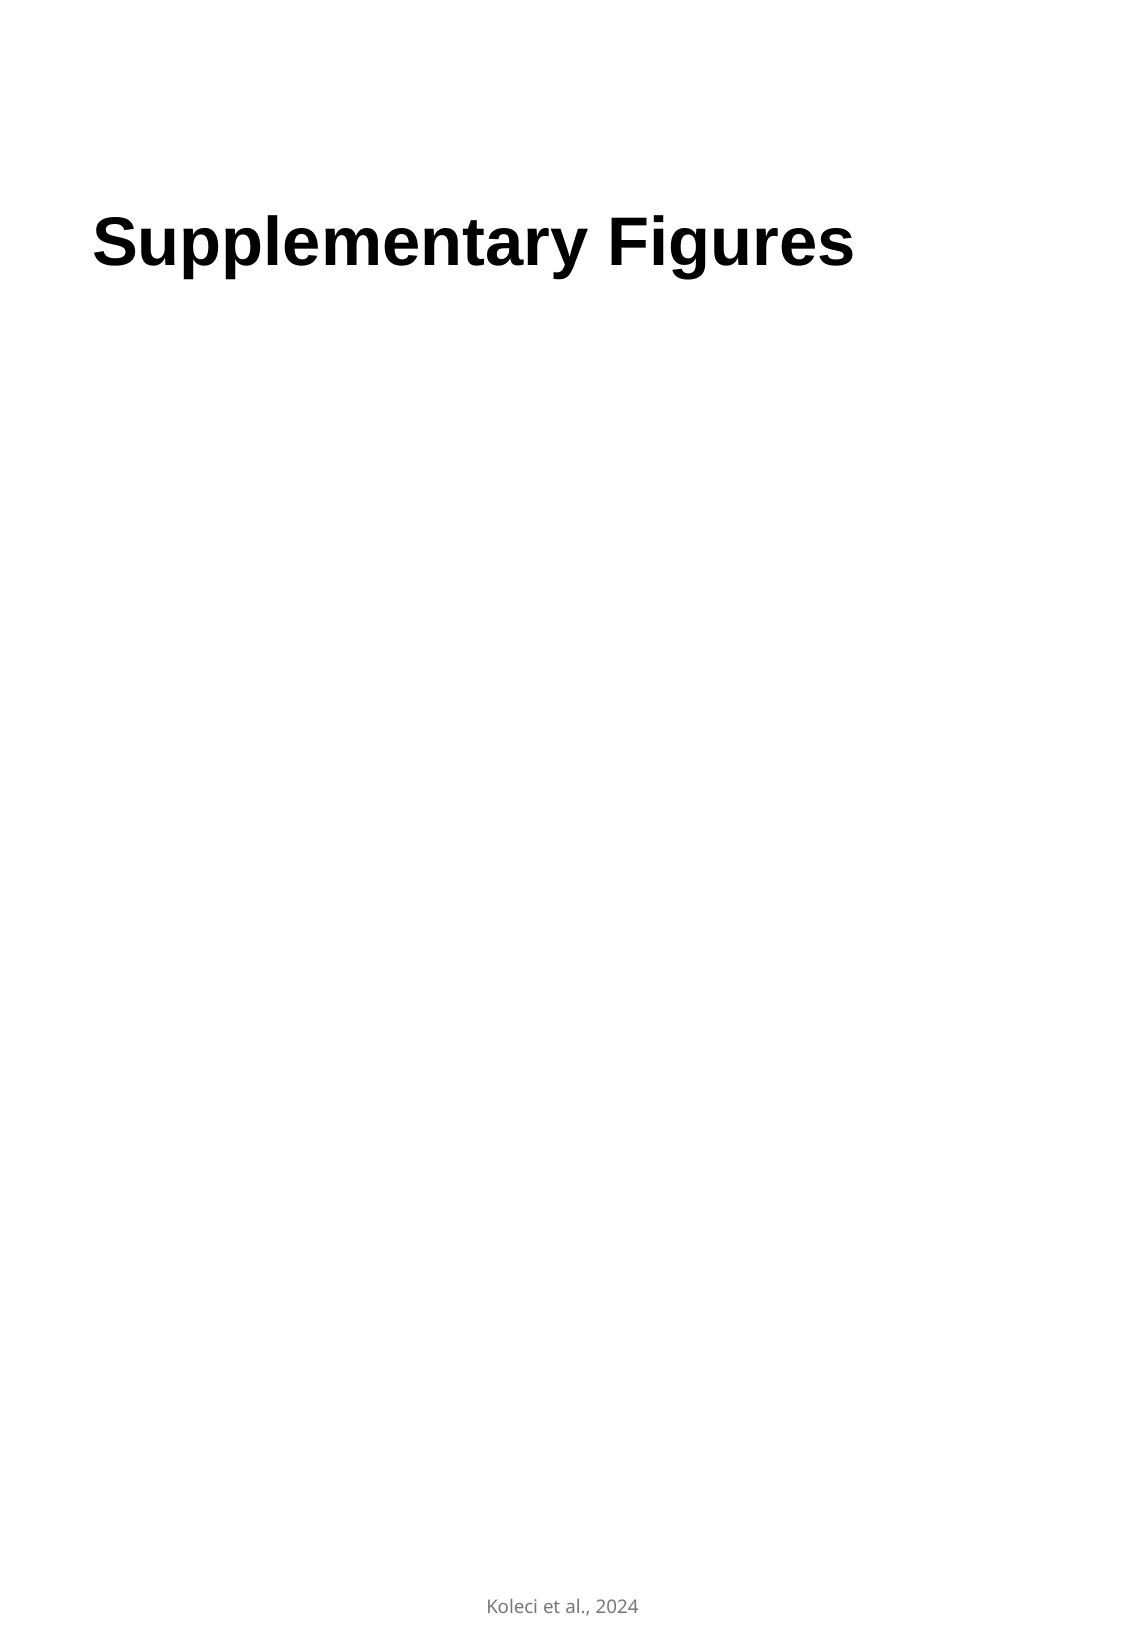

# Supplementary Figures
Koleci et al., 2024

## Slide 3
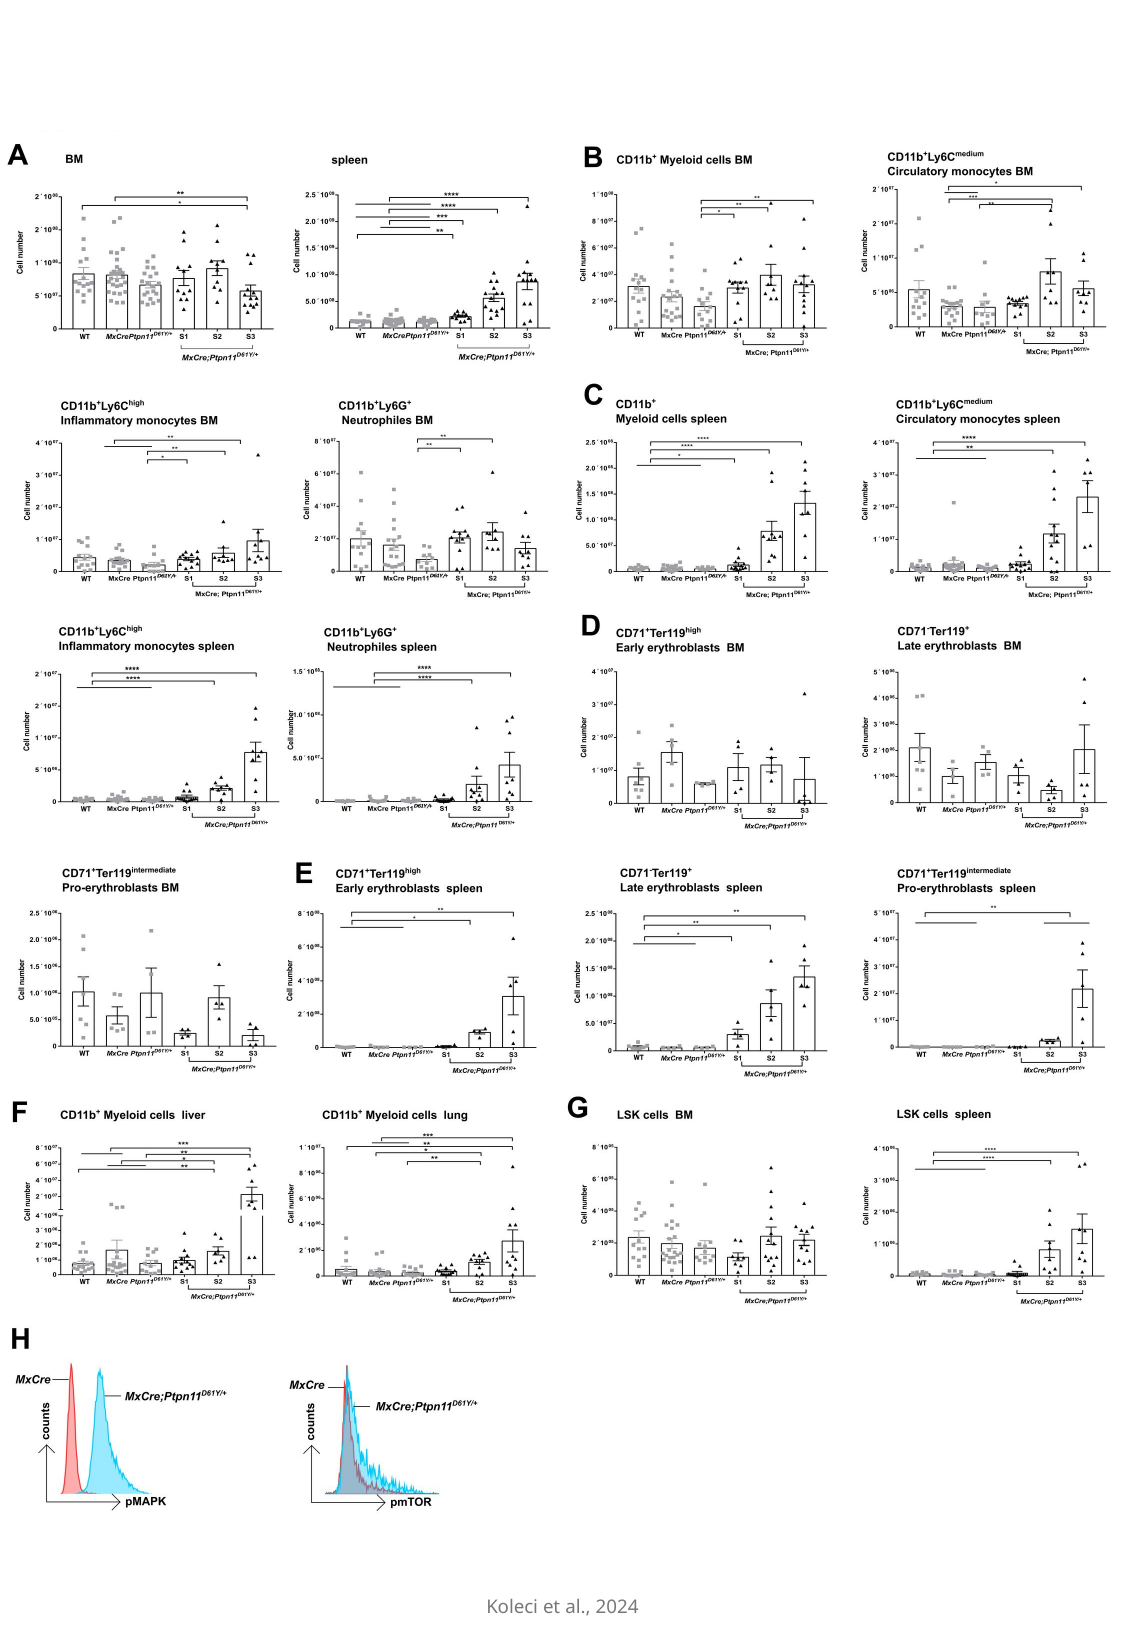

Koleci et al., 2024

## Slide 4
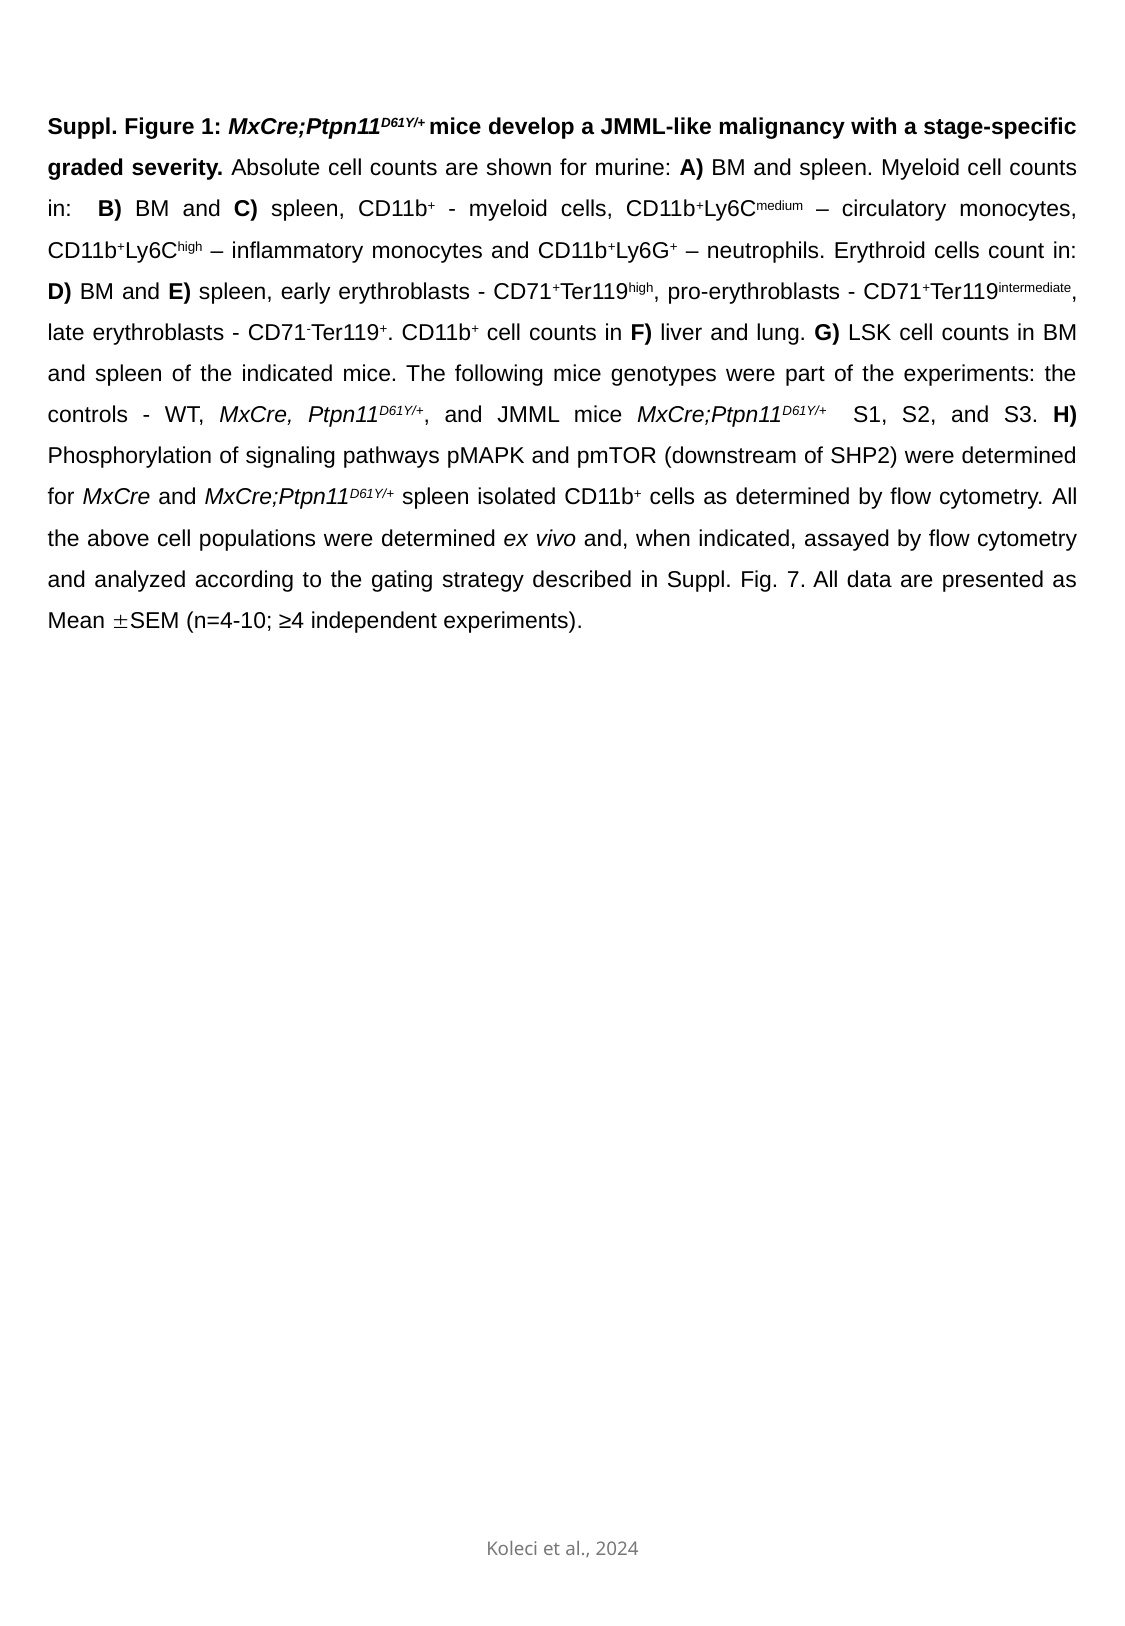

Suppl. Figure 1: MxCre;Ptpn11D61Y/+ mice develop a JMML-like malignancy with a stage-specific graded severity. Absolute cell counts are shown for murine: A) BM and spleen. Myeloid cell counts in: B) BM and C) spleen, CD11b+ - myeloid cells, CD11b+Ly6Cmedium – circulatory monocytes, CD11b+Ly6Chigh – inflammatory monocytes and CD11b+Ly6G+ – neutrophils. Erythroid cells count in: D) BM and E) spleen, early erythroblasts - CD71+Ter119high, pro-erythroblasts - CD71+Ter119intermediate, late erythroblasts - CD71-Ter119+. CD11b+ cell counts in F) liver and lung. G) LSK cell counts in BM and spleen of the indicated mice. The following mice genotypes were part of the experiments: the controls - WT, MxCre, Ptpn11D61Y/+, and JMML mice MxCre;Ptpn11D61Y/+ S1, S2, and S3. H) Phosphorylation of signaling pathways pMAPK and pmTOR (downstream of SHP2) were determined for MxCre and MxCre;Ptpn11D61Y/+ spleen isolated CD11b+ cells as determined by flow cytometry. All the above cell populations were determined ex vivo and, when indicated, assayed by flow cytometry and analyzed according to the gating strategy described in Suppl. Fig. 7. All data are presented as Mean SEM (n=4-10; ≥4 independent experiments).
Koleci et al., 2024

## Slide 5
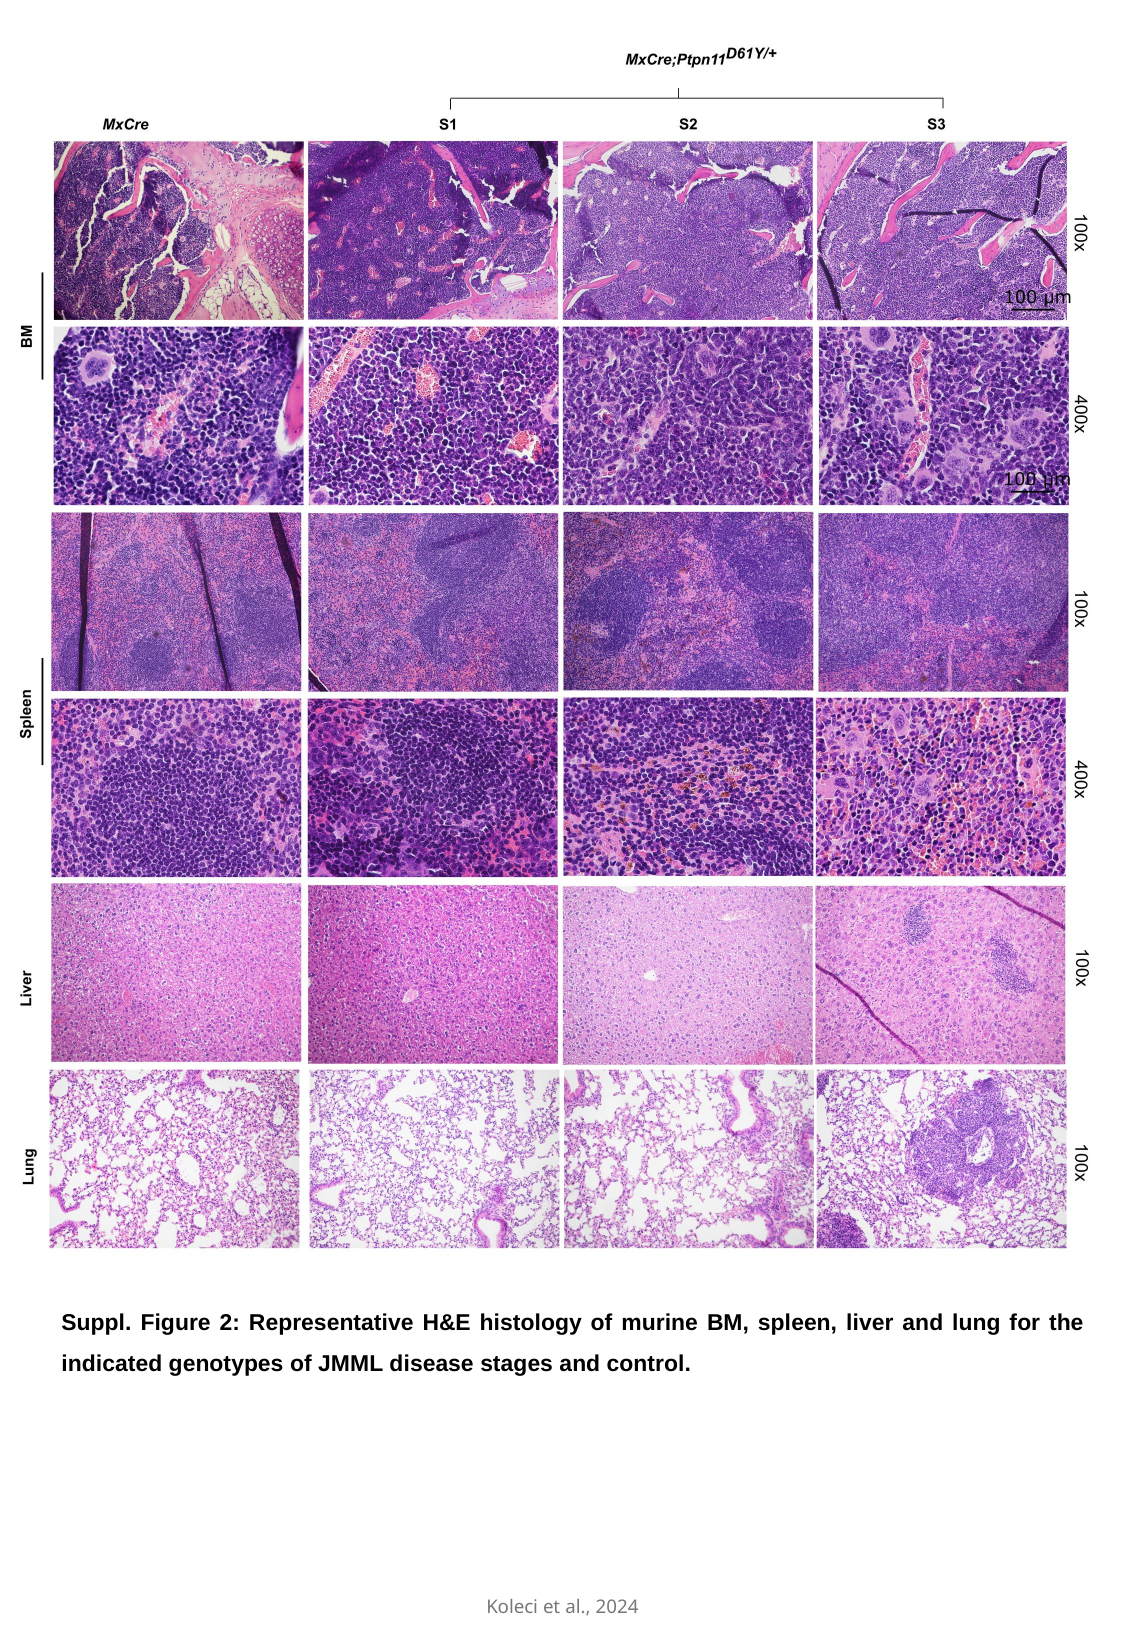

Suppl. Figure 2: Representative H&E histology of murine BM, spleen, liver and lung for the indicated genotypes of JMML disease stages and control.
Koleci et al., 2024

## Slide 6
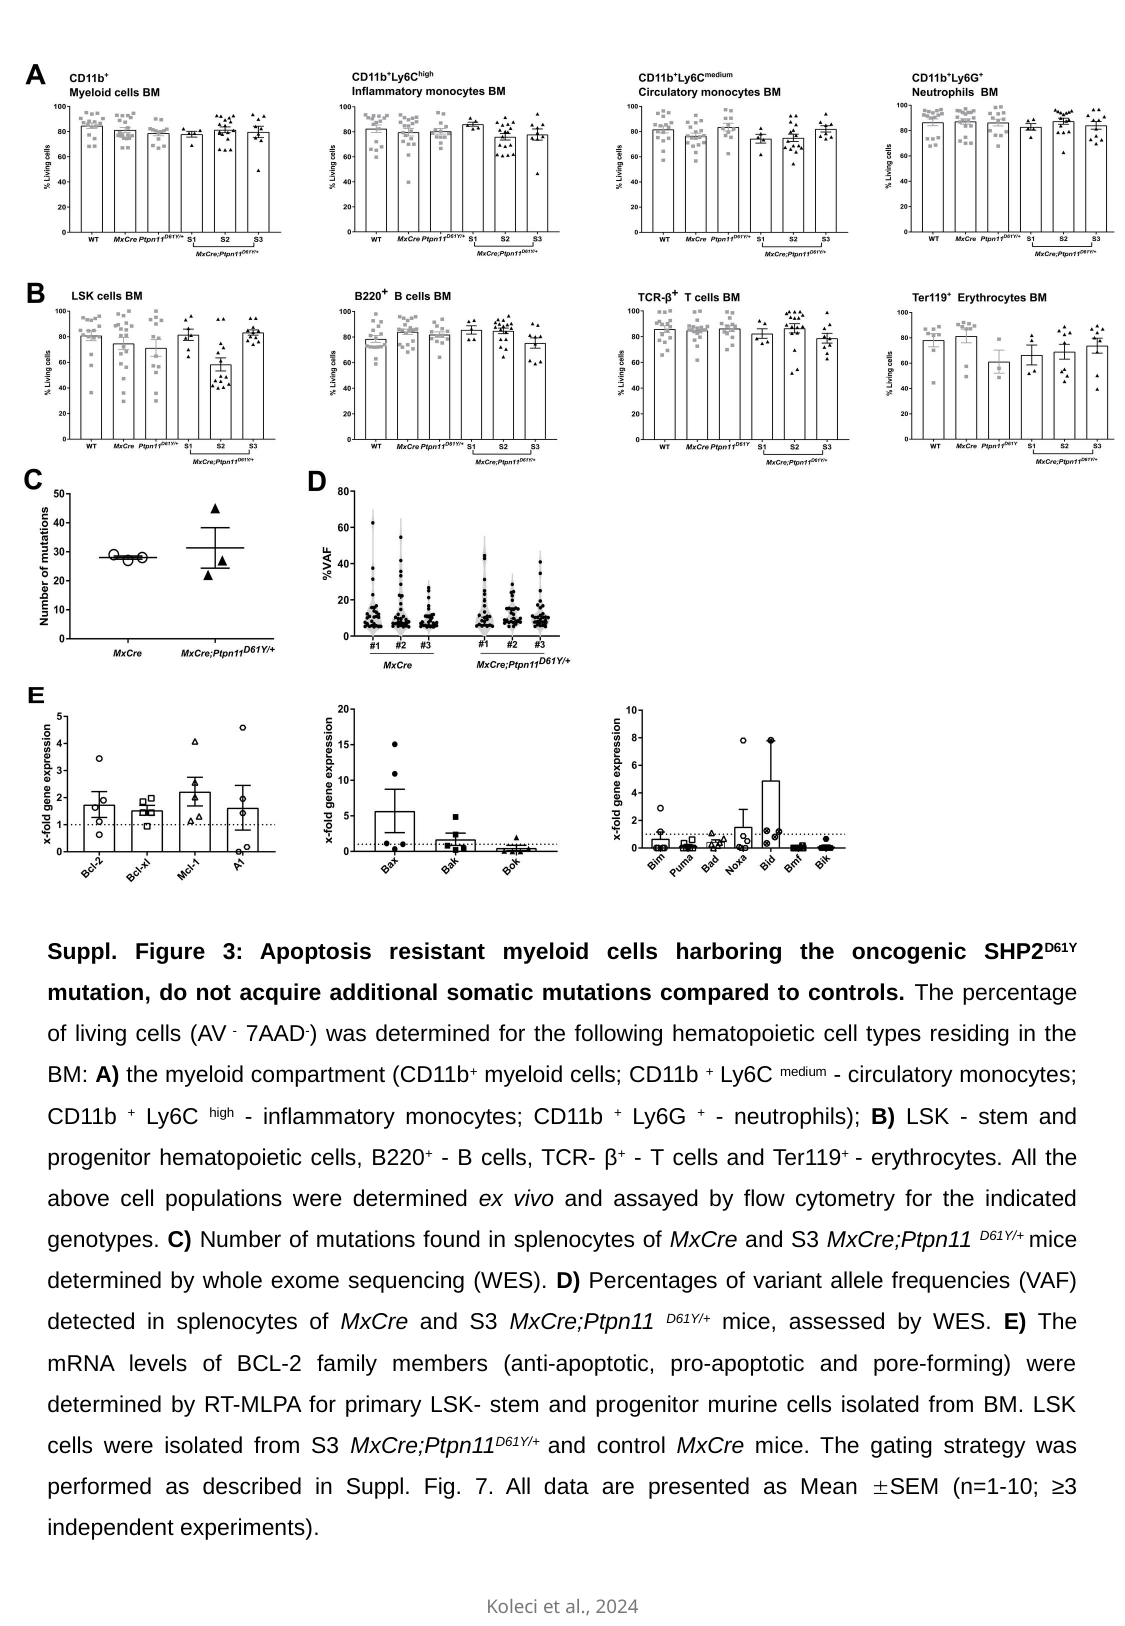

Suppl. Figure 3: Apoptosis resistant myeloid cells harboring the oncogenic SHP2D61Y mutation, do not acquire additional somatic mutations compared to controls. The percentage of living cells (AV - 7AAD-) was determined for the following hematopoietic cell types residing in the BM: A) the myeloid compartment (CD11b+ myeloid cells; CD11b + Ly6C medium - circulatory monocytes; CD11b + Ly6C high - inflammatory monocytes; CD11b + Ly6G + - neutrophils); B) LSK - stem and progenitor hematopoietic cells, B220+ - B cells, TCR- β+ - T cells and Ter119+ - erythrocytes. All the above cell populations were determined ex vivo and assayed by flow cytometry for the indicated genotypes. C) Number of mutations found in splenocytes of MxCre and S3 MxCre;Ptpn11 D61Y/+ mice determined by whole exome sequencing (WES). D) Percentages of variant allele frequencies (VAF) detected in splenocytes of MxCre and S3 MxCre;Ptpn11 D61Y/+ mice, assessed by WES. E) The mRNA levels of BCL-2 family members (anti-apoptotic, pro-apoptotic and pore-forming) were determined by RT-MLPA for primary LSK- stem and progenitor murine cells isolated from BM. LSK cells were isolated from S3 MxCre;Ptpn11D61Y/+ and control MxCre mice. The gating strategy was performed as described in Suppl. Fig. 7. All data are presented as Mean SEM (n=1-10; ≥3 independent experiments).
Koleci et al., 2024

## Slide 7
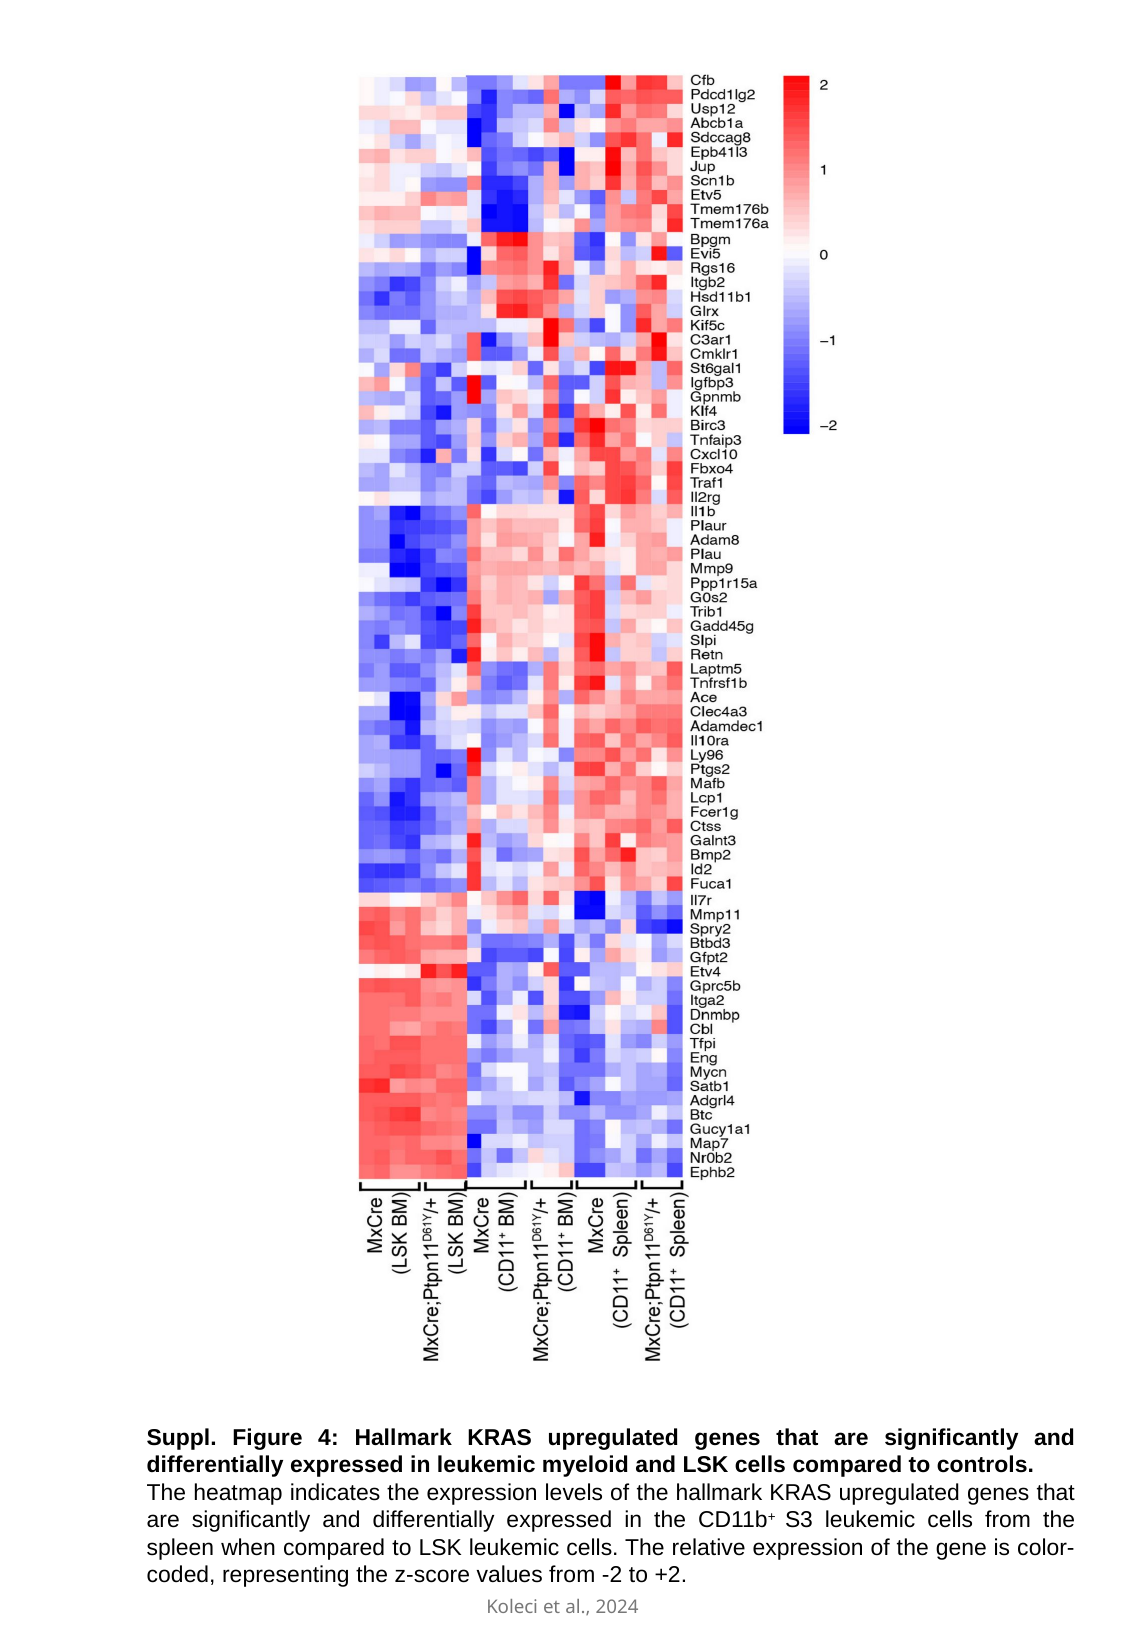

Suppl. Figure 4: Hallmark KRAS upregulated genes that are significantly and differentially expressed in leukemic myeloid and LSK cells compared to controls.
The heatmap indicates the expression levels of the hallmark KRAS upregulated genes that are significantly and differentially expressed in the CD11b+ S3 leukemic cells from the spleen when compared to LSK leukemic cells. The relative expression of the gene is color-coded, representing the z-score values from -2 to +2.
Koleci et al., 2024

## Slide 8
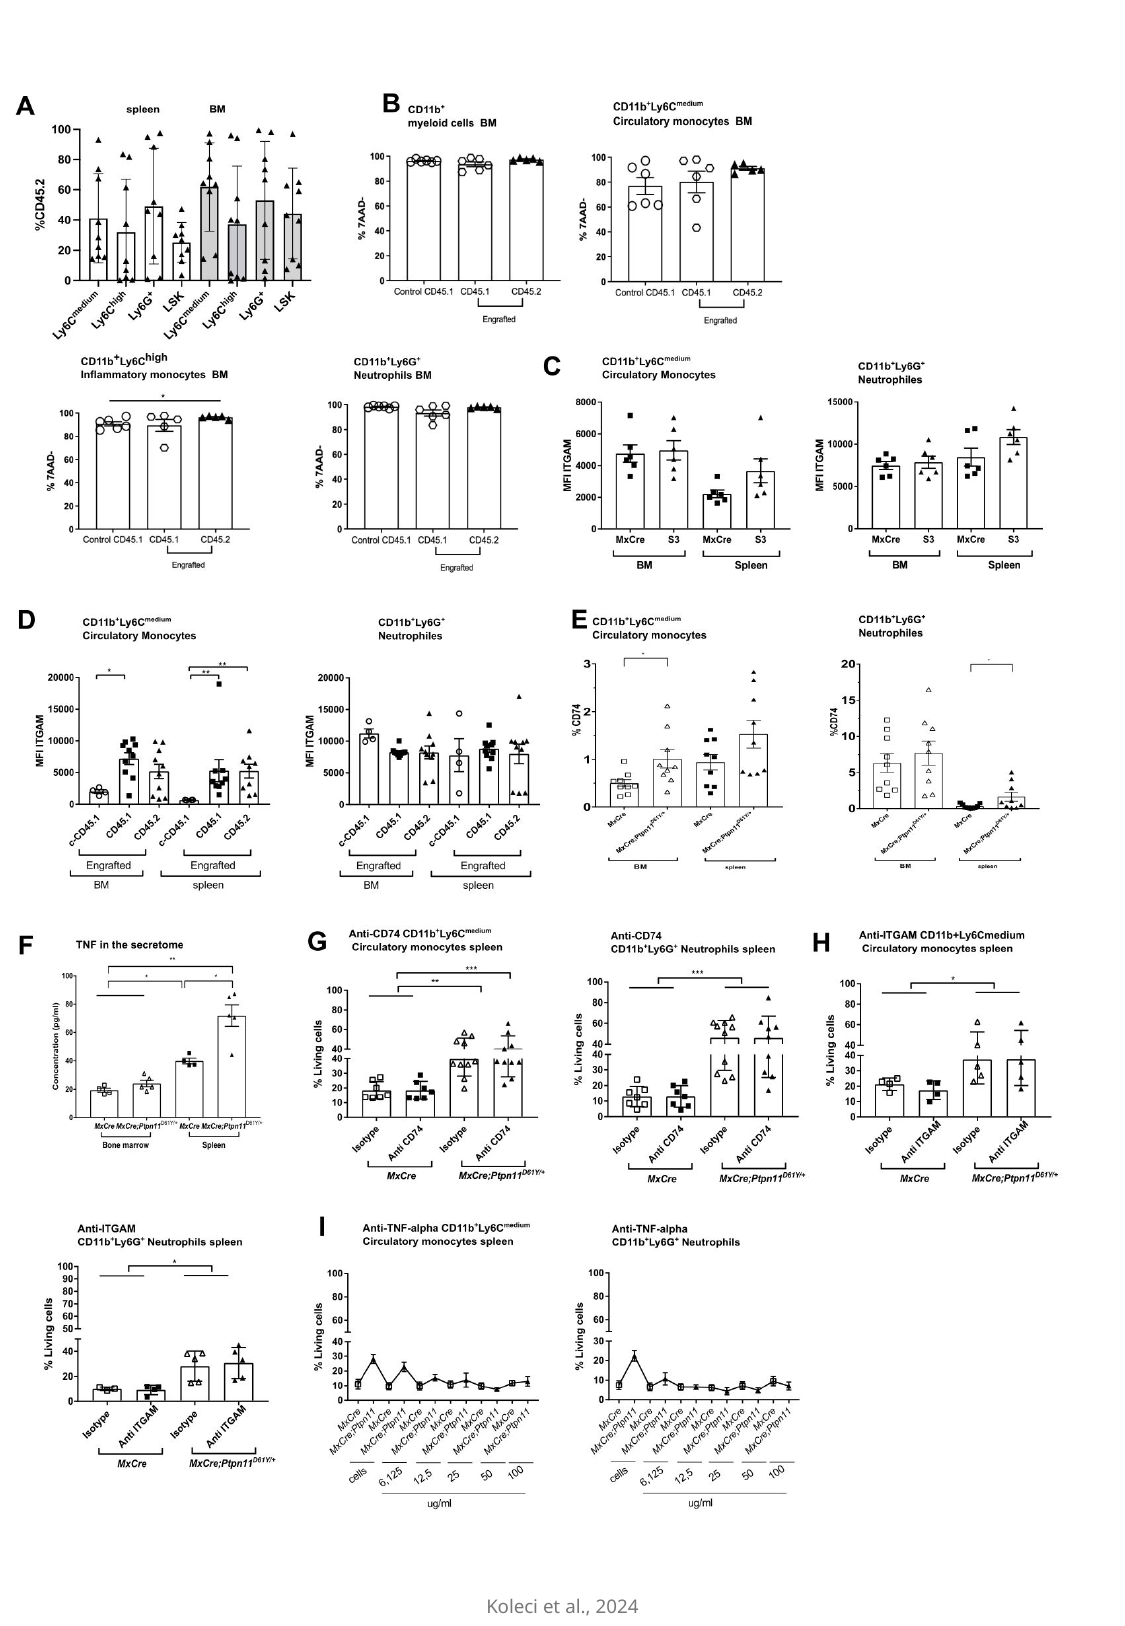

Koleci et al., 2024

## Slide 9
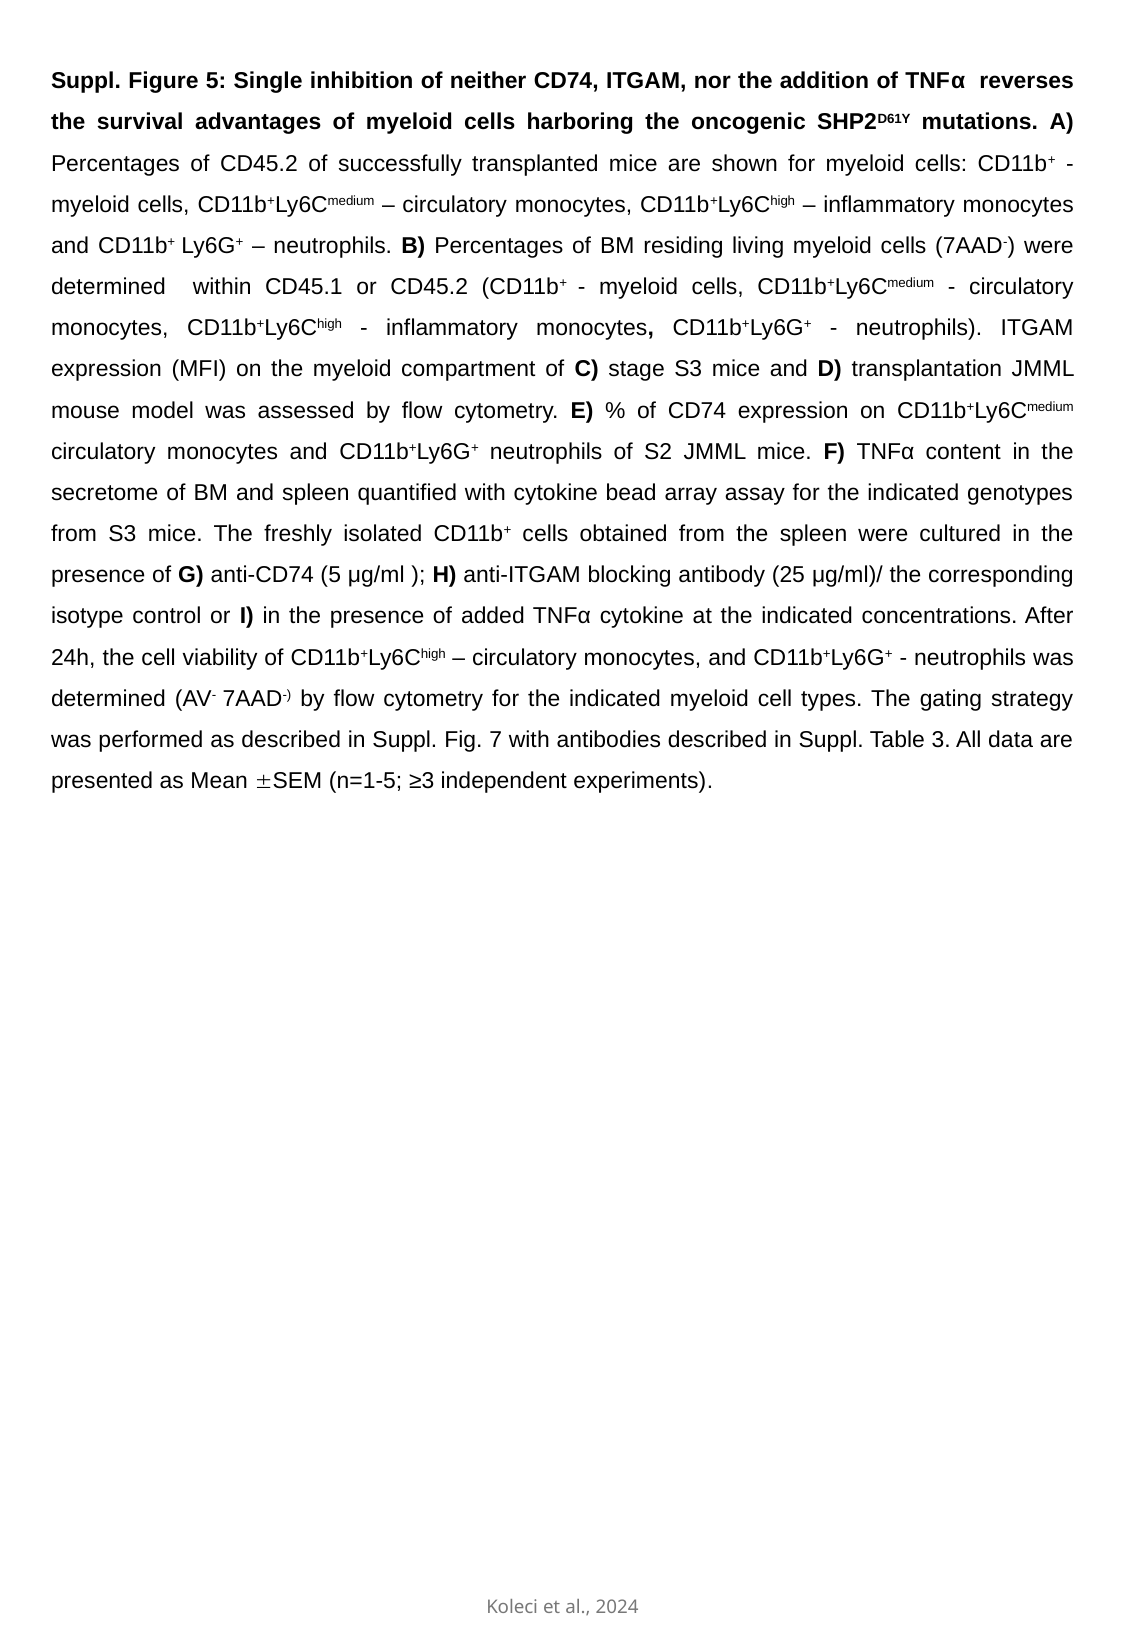

Suppl. Figure 5: Single inhibition of neither CD74, ITGAM, nor the addition of TNFα reverses the survival advantages of myeloid cells harboring the oncogenic SHP2D61Y mutations. A) Percentages of CD45.2 of successfully transplanted mice are shown for myeloid cells: CD11b+ - myeloid cells, CD11b+Ly6Cmedium – circulatory monocytes, CD11b+Ly6Chigh – inflammatory monocytes and CD11b+ Ly6G+ – neutrophils. B) Percentages of BM residing living myeloid cells (7AAD-) were determined within CD45.1 or CD45.2 (CD11b+ - myeloid cells, CD11b+Ly6Cmedium - circulatory monocytes, CD11b+Ly6Chigh - inflammatory monocytes, CD11b+Ly6G+ - neutrophils). ITGAM expression (MFI) on the myeloid compartment of C) stage S3 mice and D) transplantation JMML mouse model was assessed by flow cytometry. E) % of CD74 expression on CD11b+Ly6Cmedium circulatory monocytes and CD11b+Ly6G+ neutrophils of S2 JMML mice. F) TNFα content in the secretome of BM and spleen quantified with cytokine bead array assay for the indicated genotypes from S3 mice. The freshly isolated CD11b+ cells obtained from the spleen were cultured in the presence of G) anti-CD74 (5 μg/ml ); H) anti-ITGAM blocking antibody (25 μg/ml)/ the corresponding isotype control or I) in the presence of added TNFα cytokine at the indicated concentrations. After 24h, the cell viability of CD11b+Ly6Chigh – circulatory monocytes, and CD11b+Ly6G+ - neutrophils was determined (AV- 7AAD-) by flow cytometry for the indicated myeloid cell types. The gating strategy was performed as described in Suppl. Fig. 7 with antibodies described in Suppl. Table 3. All data are presented as Mean SEM (n=1-5; ≥3 independent experiments).
Koleci et al., 2024

## Slide 10
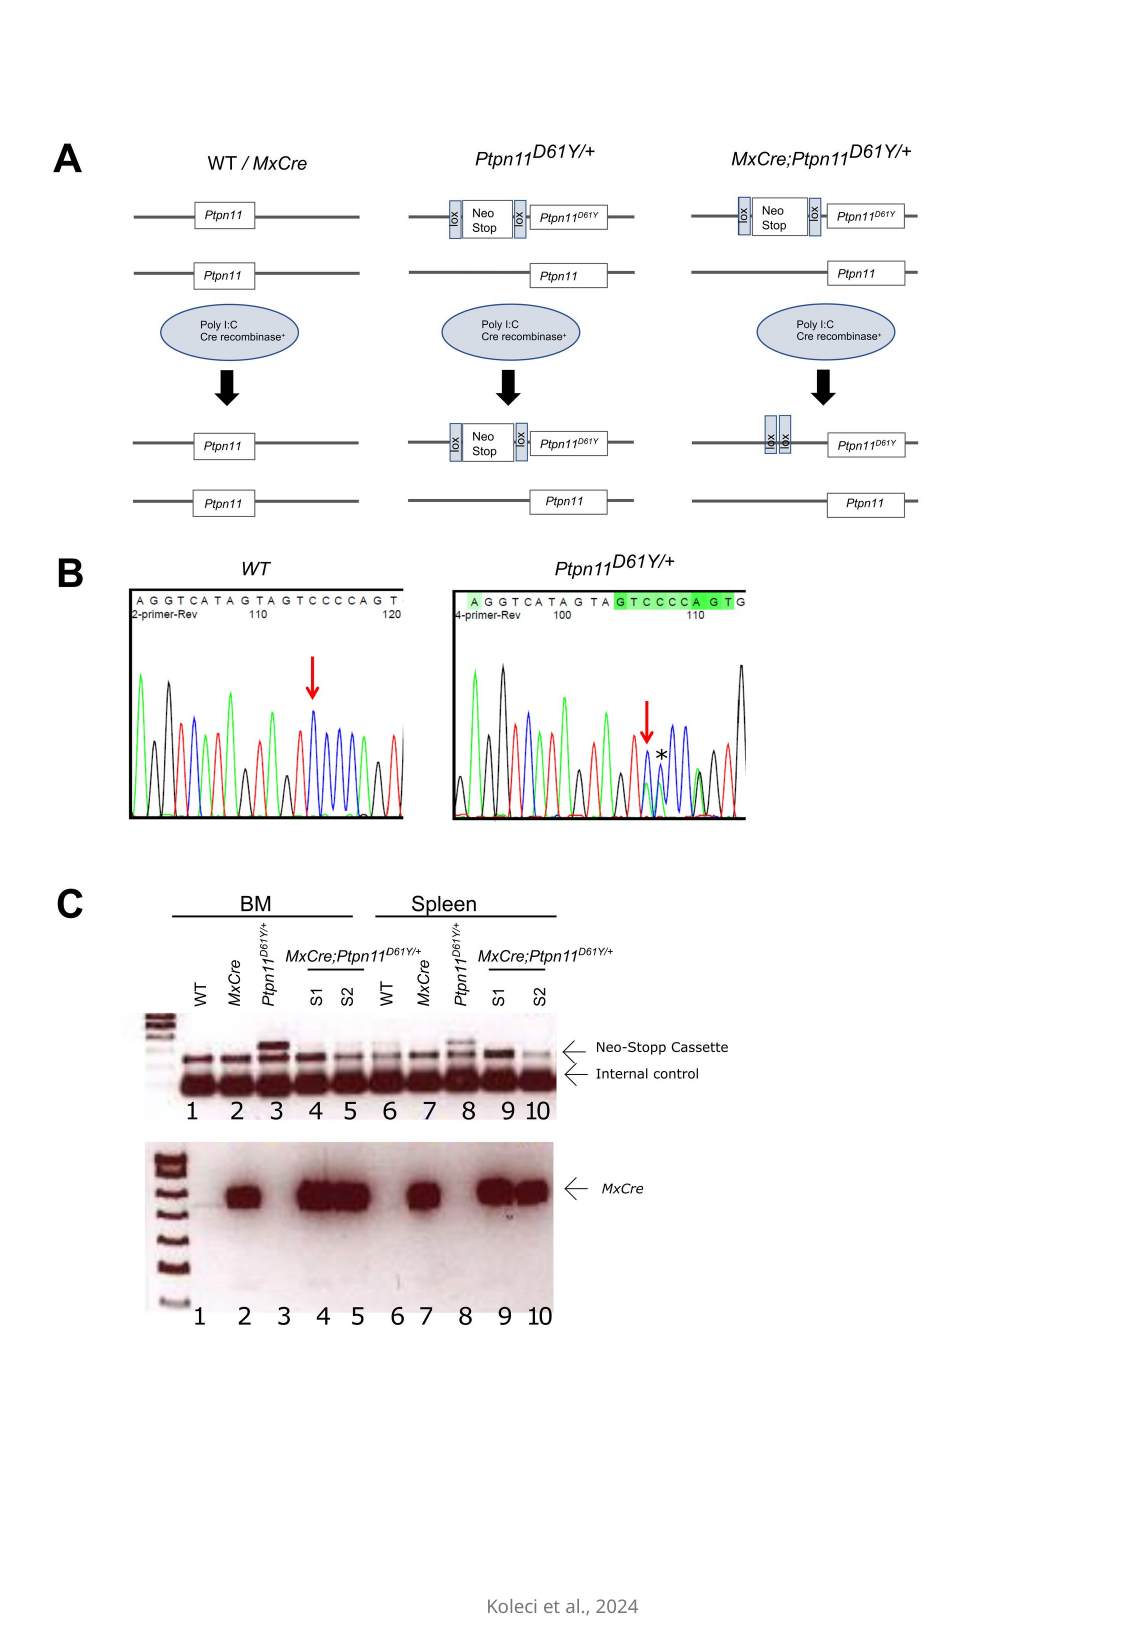

Koleci et al., 2024

## Slide 11
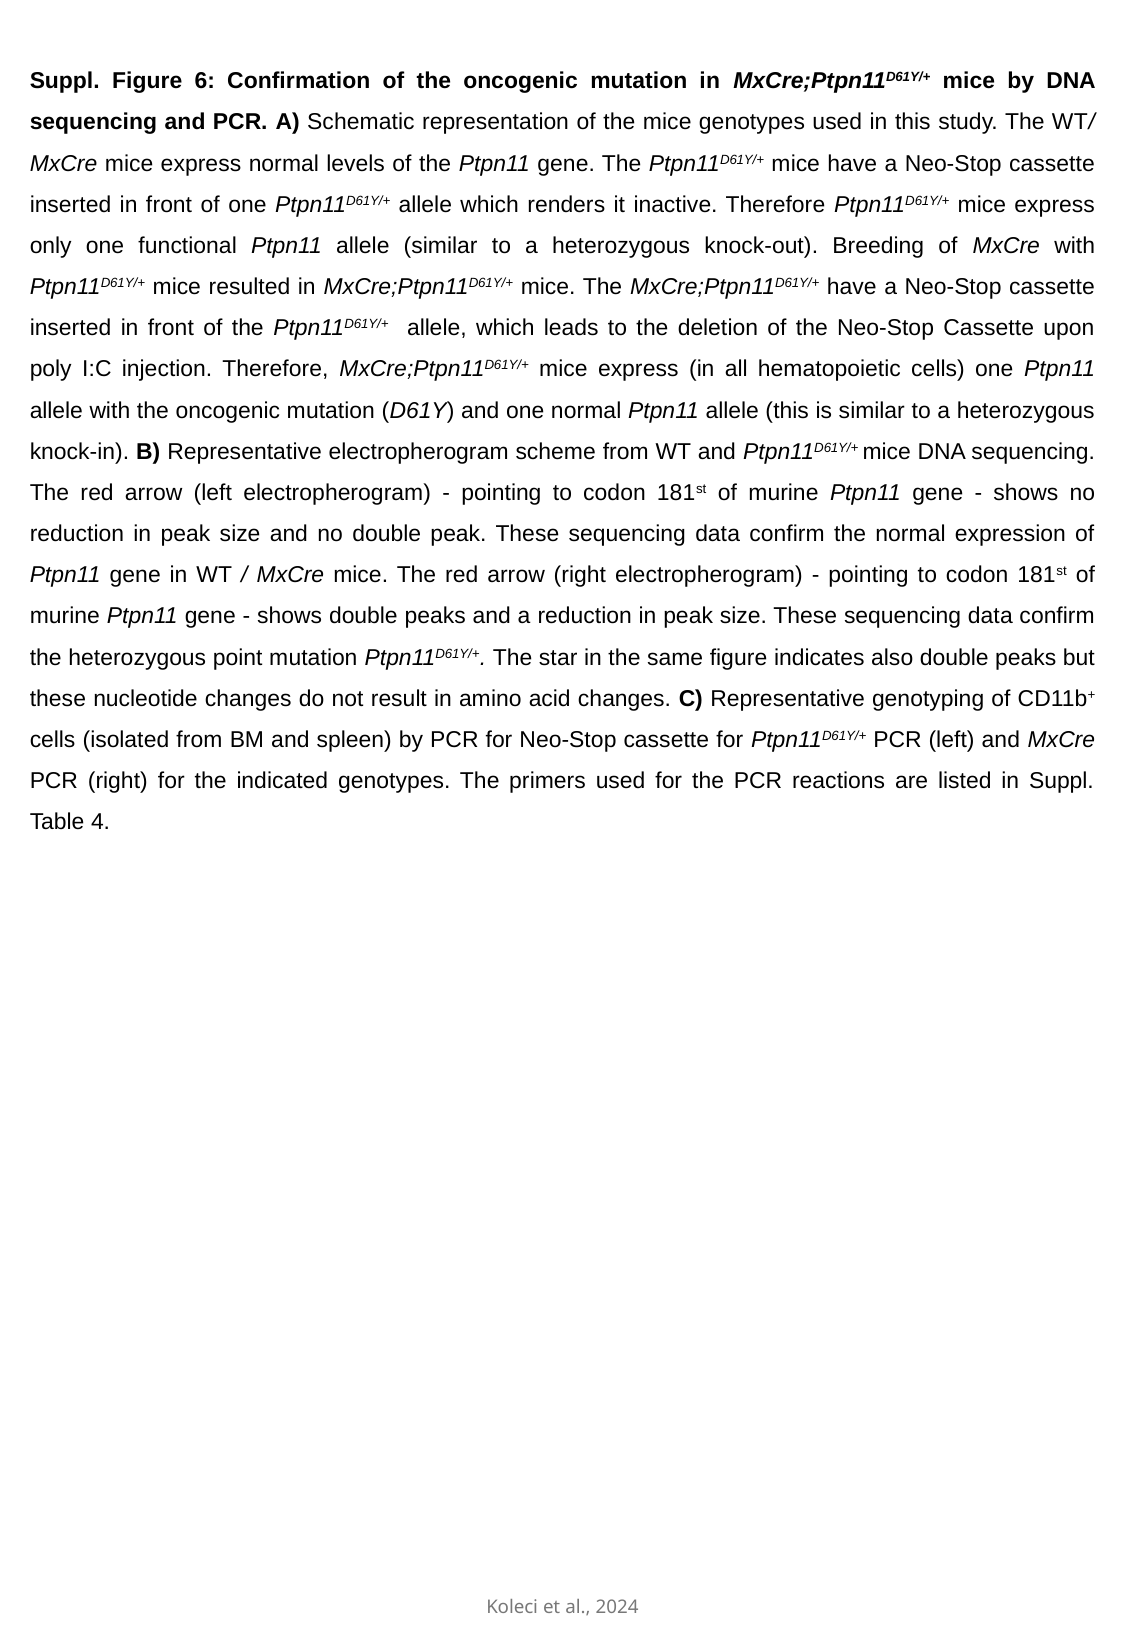

Suppl. Figure 6: Confirmation of the oncogenic mutation in MxCre;Ptpn11D61Y/+ mice by DNA sequencing and PCR. A) Schematic representation of the mice genotypes used in this study. The WT/ MxCre mice express normal levels of the Ptpn11 gene. The Ptpn11D61Y/+ mice have a Neo-Stop cassette inserted in front of one Ptpn11D61Y/+ allele which renders it inactive. Therefore Ptpn11D61Y/+ mice express only one functional Ptpn11 allele (similar to a heterozygous knock-out). Breeding of MxCre with Ptpn11D61Y/+ mice resulted in MxCre;Ptpn11D61Y/+ mice. The MxCre;Ptpn11D61Y/+ have a Neo-Stop cassette inserted in front of the Ptpn11D61Y/+ allele, which leads to the deletion of the Neo-Stop Cassette upon poly I:C injection. Therefore, MxCre;Ptpn11D61Y/+ mice express (in all hematopoietic cells) one Ptpn11 allele with the oncogenic mutation (D61Y) and one normal Ptpn11 allele (this is similar to a heterozygous knock-in). B) Representative electropherogram scheme from WT and Ptpn11D61Y/+ mice DNA sequencing. The red arrow (left electropherogram) - pointing to codon 181st of murine Ptpn11 gene - shows no reduction in peak size and no double peak. These sequencing data confirm the normal expression of Ptpn11 gene in WT / MxCre mice. The red arrow (right electropherogram) - pointing to codon 181st of murine Ptpn11 gene - shows double peaks and a reduction in peak size. These sequencing data confirm the heterozygous point mutation Ptpn11D61Y/+. The star in the same figure indicates also double peaks but these nucleotide changes do not result in amino acid changes. C) Representative genotyping of CD11b+ cells (isolated from BM and spleen) by PCR for Neo-Stop cassette for Ptpn11D61Y/+ PCR (left) and MxCre PCR (right) for the indicated genotypes. The primers used for the PCR reactions are listed in Suppl. Table 4.
Koleci et al., 2024

## Slide 12
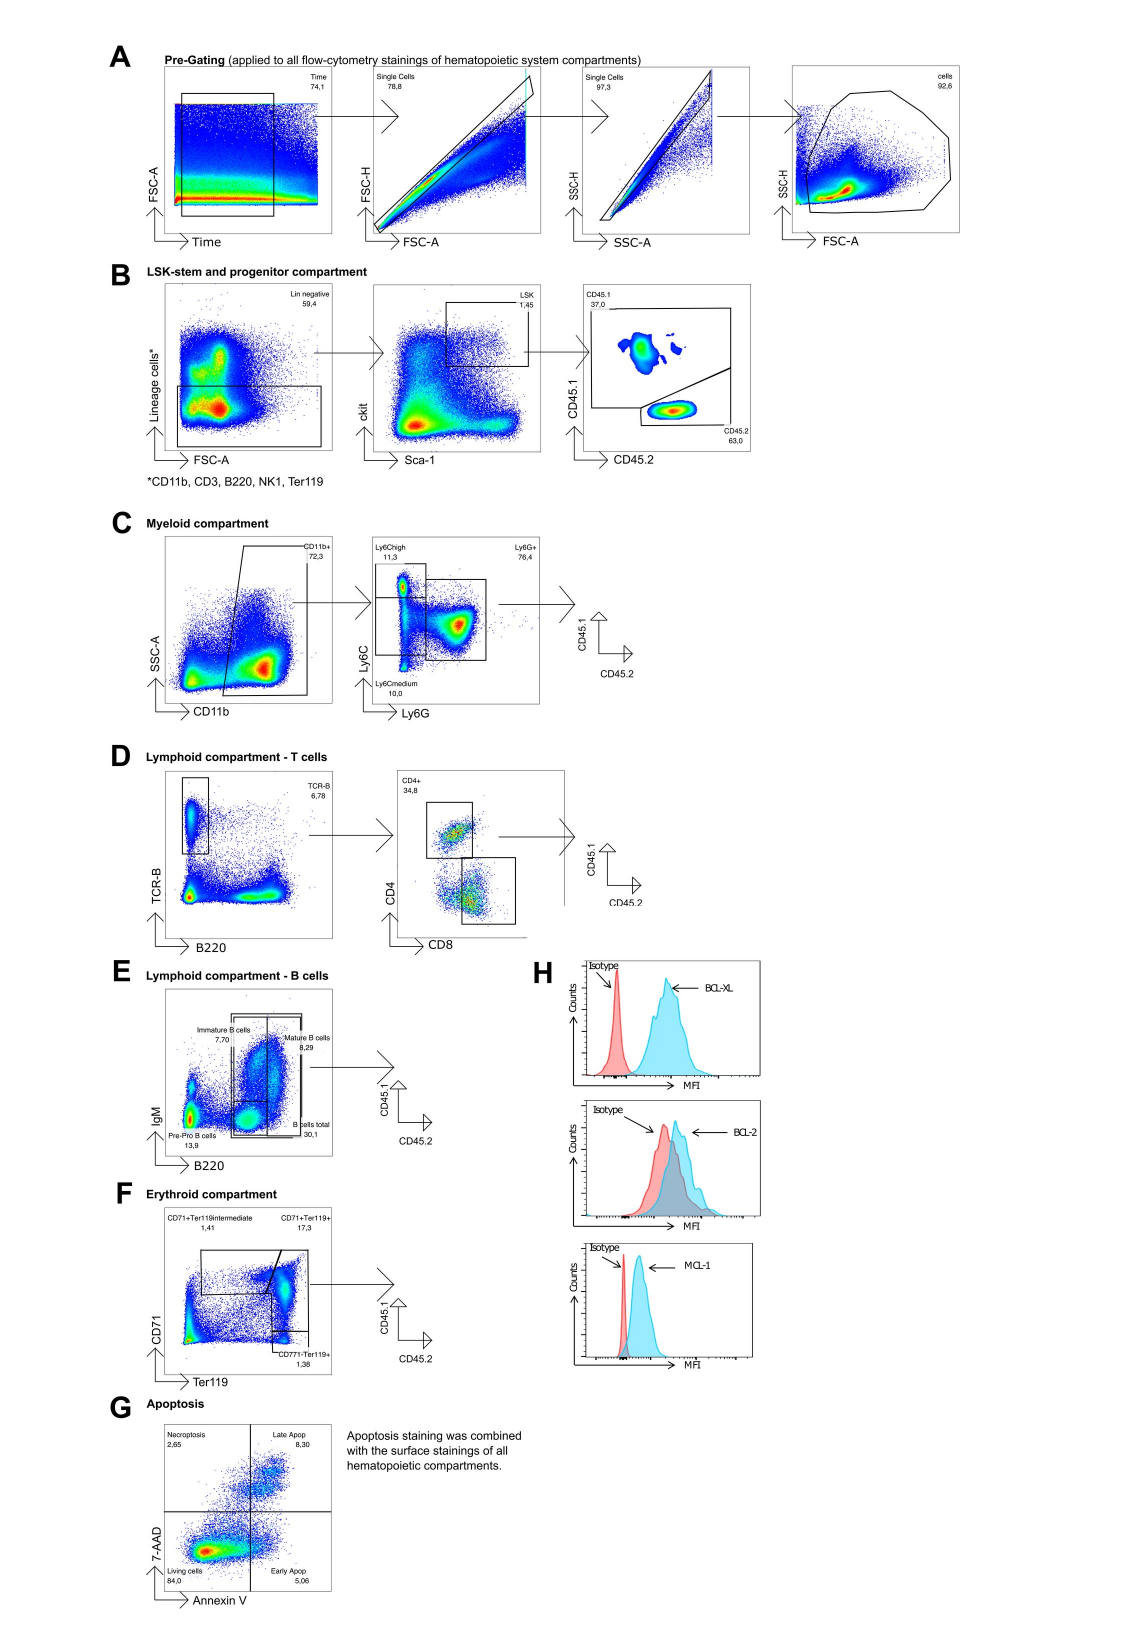

Koleci et al., 2024

## Slide 13
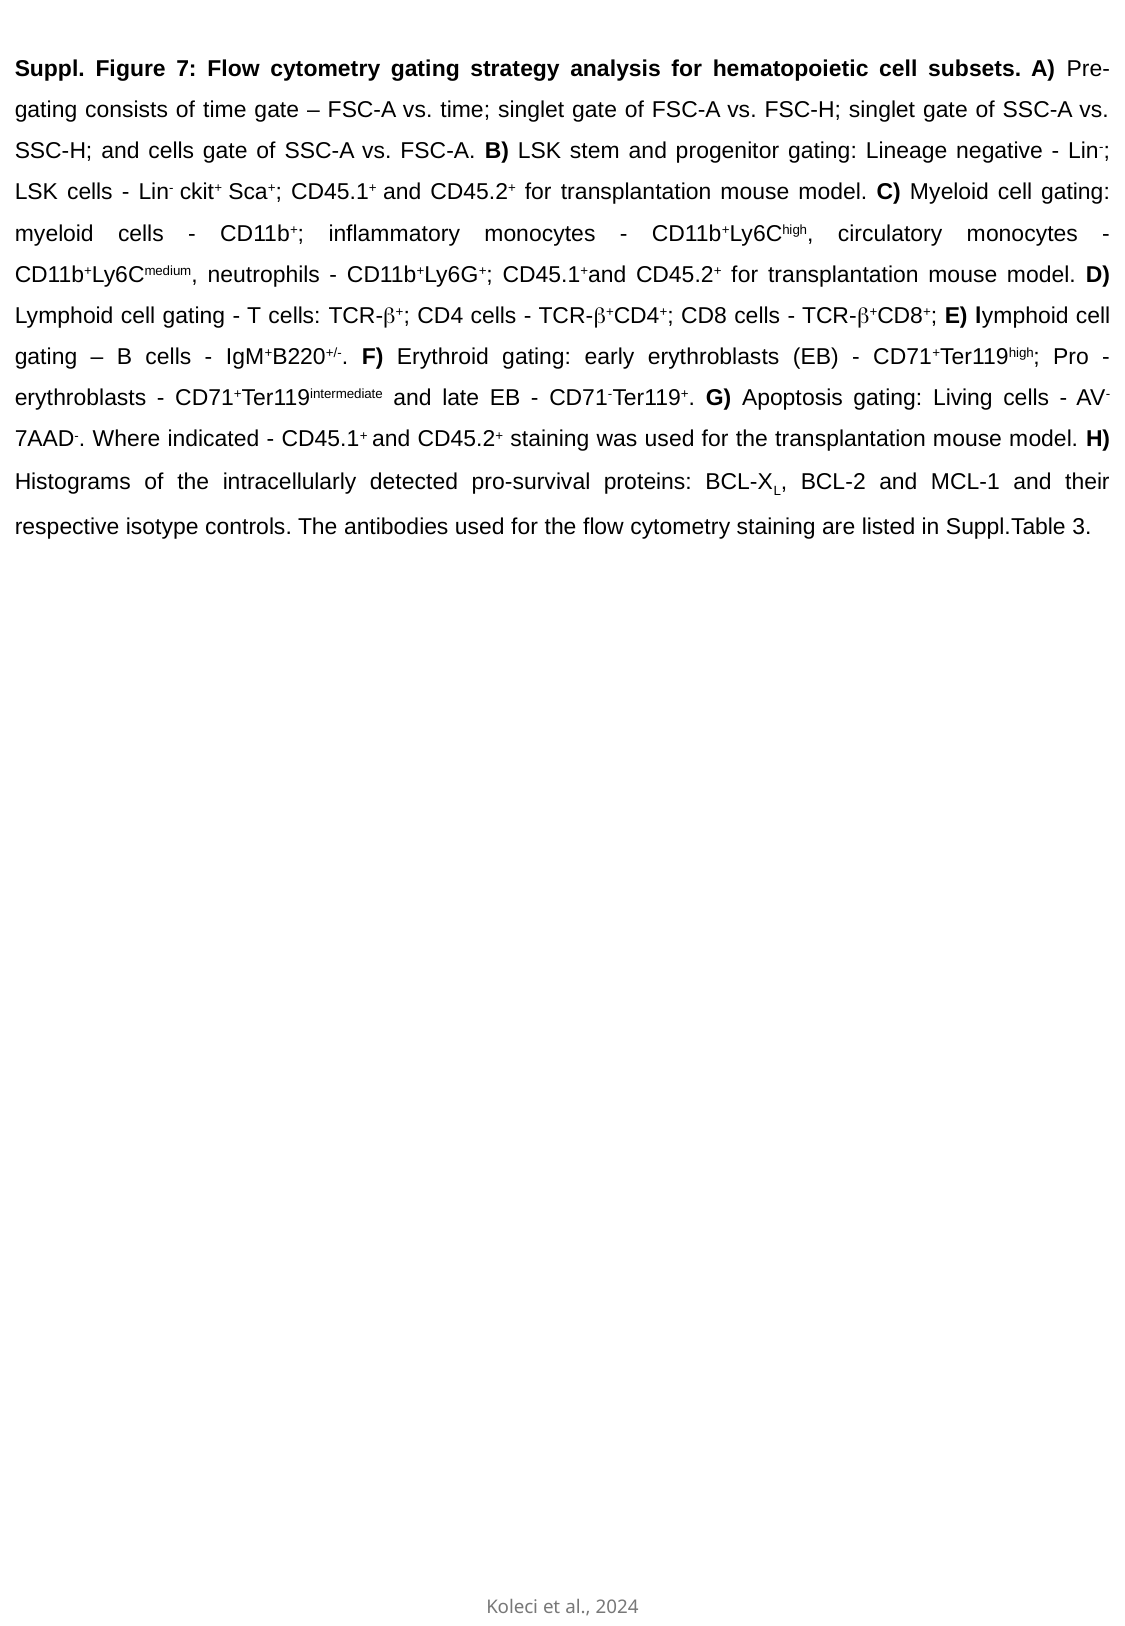

Suppl. Figure 7: Flow cytometry gating strategy analysis for hematopoietic cell subsets. A) Pre-gating consists of time gate – FSC-A vs. time; singlet gate of FSC-A vs. FSC-H; singlet gate of SSC-A vs. SSC-H; and cells gate of SSC-A vs. FSC-A. B) LSK stem and progenitor gating: Lineage negative - Lin-; LSK cells - Lin- ckit+ Sca+; CD45.1+ and CD45.2+ for transplantation mouse model. C) Myeloid cell gating: myeloid cells - CD11b+; inflammatory monocytes - CD11b+Ly6Chigh, circulatory monocytes - CD11b+Ly6Cmedium, neutrophils - CD11b+Ly6G+; CD45.1+and CD45.2+ for transplantation mouse model. D) Lymphoid cell gating - T cells: TCR-+; CD4 cells - TCR-+CD4+; CD8 cells - TCR-+CD8+; E) lymphoid cell gating – B cells - IgM+B220+/-. F) Erythroid gating: early erythroblasts (EB) - CD71+Ter119high; Pro - erythroblasts - CD71+Ter119intermediate and late EB - CD71-Ter119+. G) Apoptosis gating: Living cells - AV-7AAD-. Where indicated - CD45.1+ and CD45.2+ staining was used for the transplantation mouse model. H) Histograms of the intracellularly detected pro-survival proteins: BCL-XL, BCL-2 and MCL-1 and their respective isotype controls. The antibodies used for the flow cytometry staining are listed in Suppl.Table 3.
Koleci et al., 2024

## Slide 14
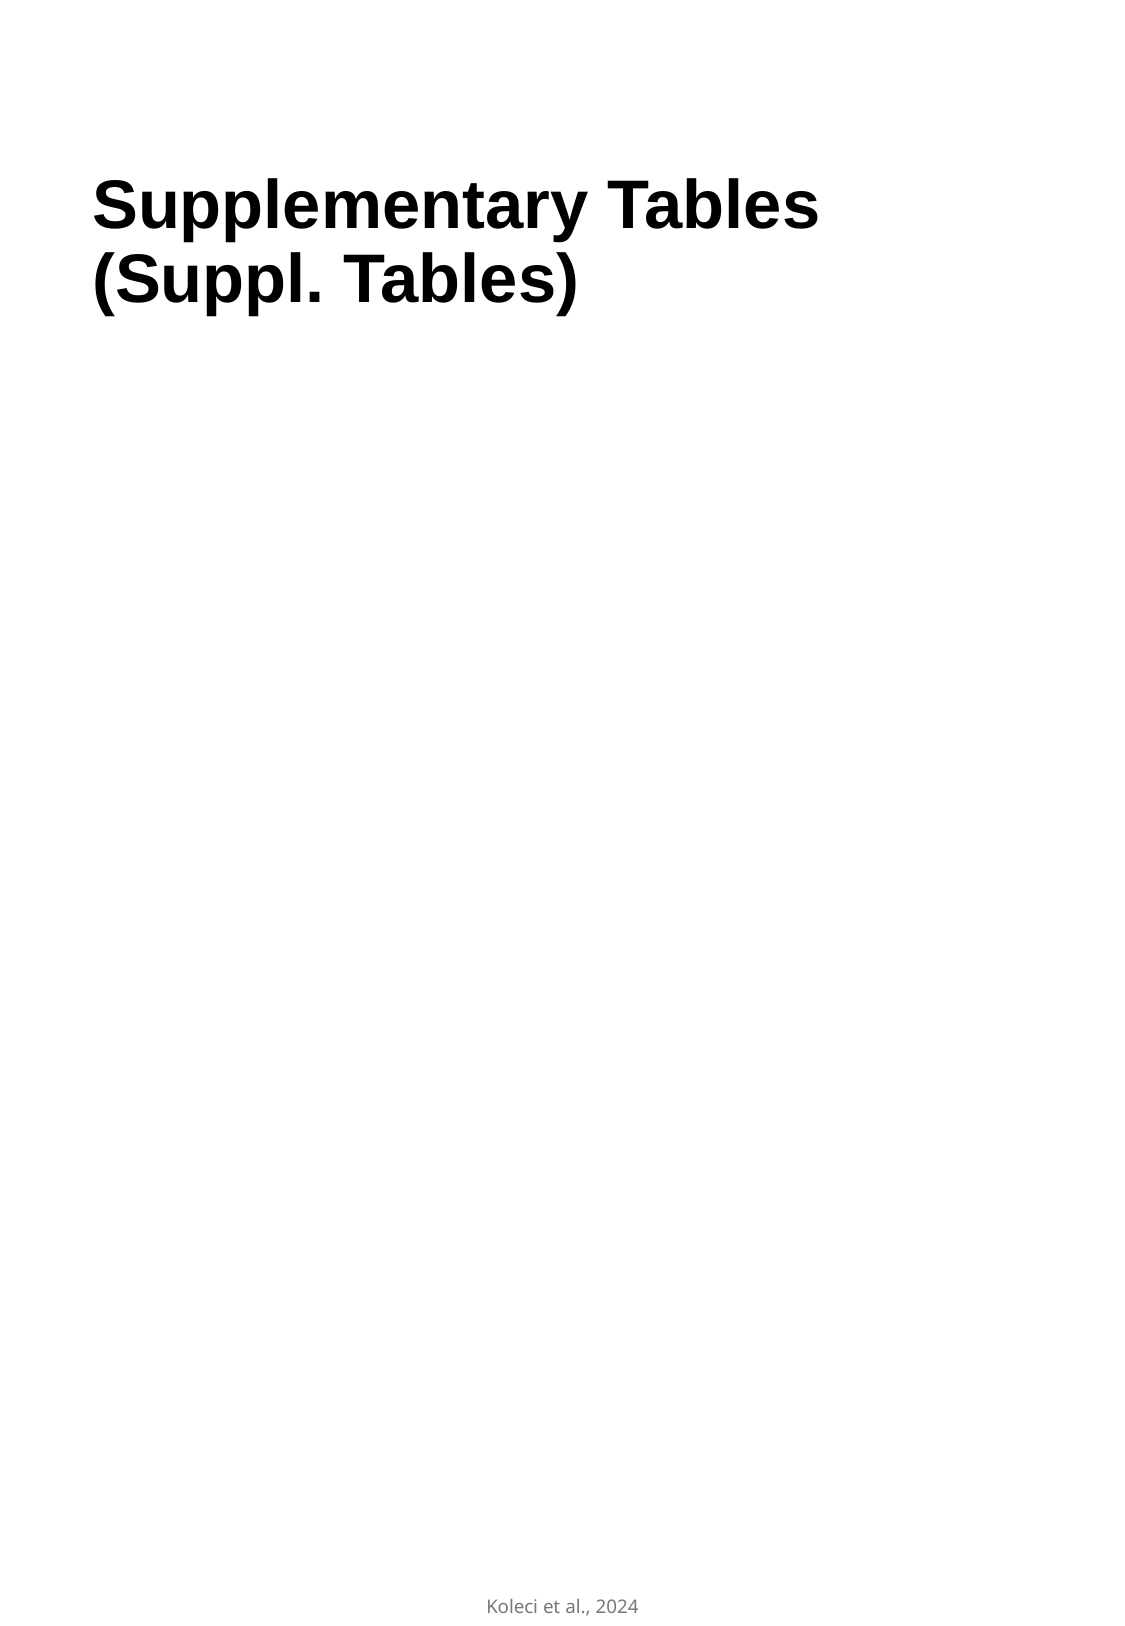

# Supplementary Tables (Suppl. Tables)
Koleci et al., 2024

## Slide 15
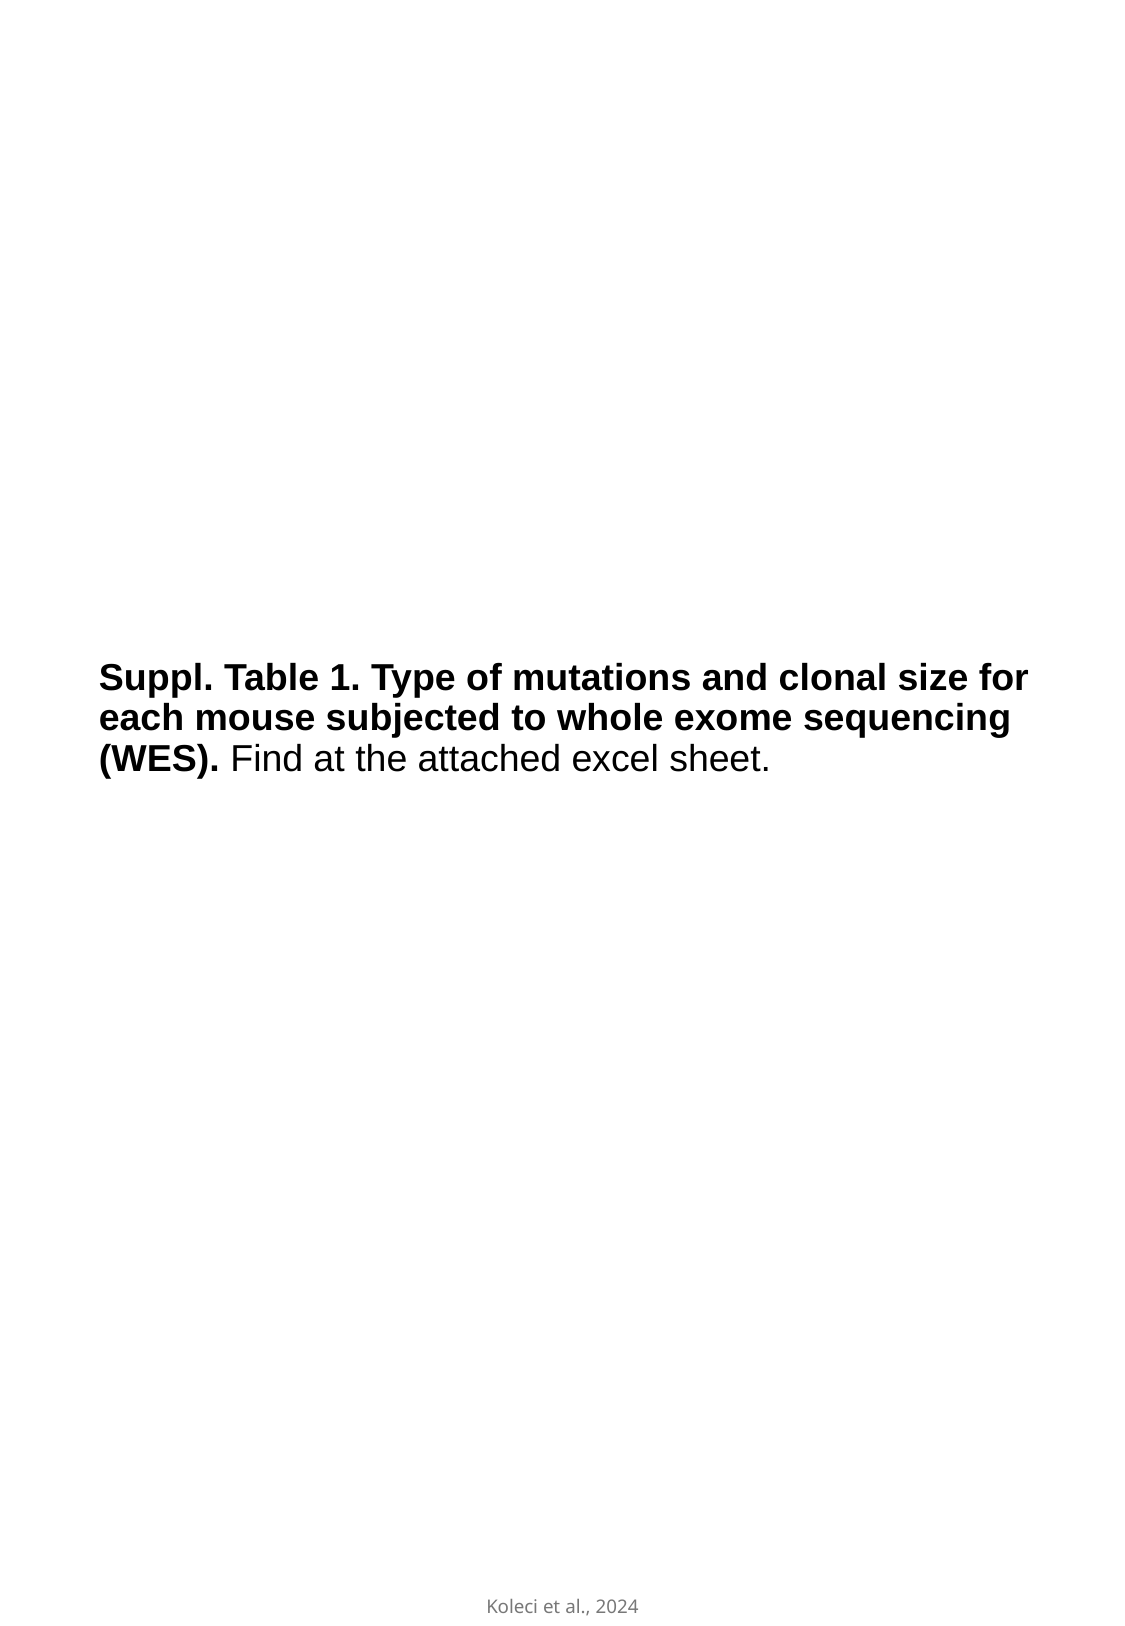

# Suppl. Table 1. Type of mutations and clonal size for each mouse subjected to whole exome sequencing (WES). Find at the attached excel sheet.
Koleci et al., 2024

## Slide 16
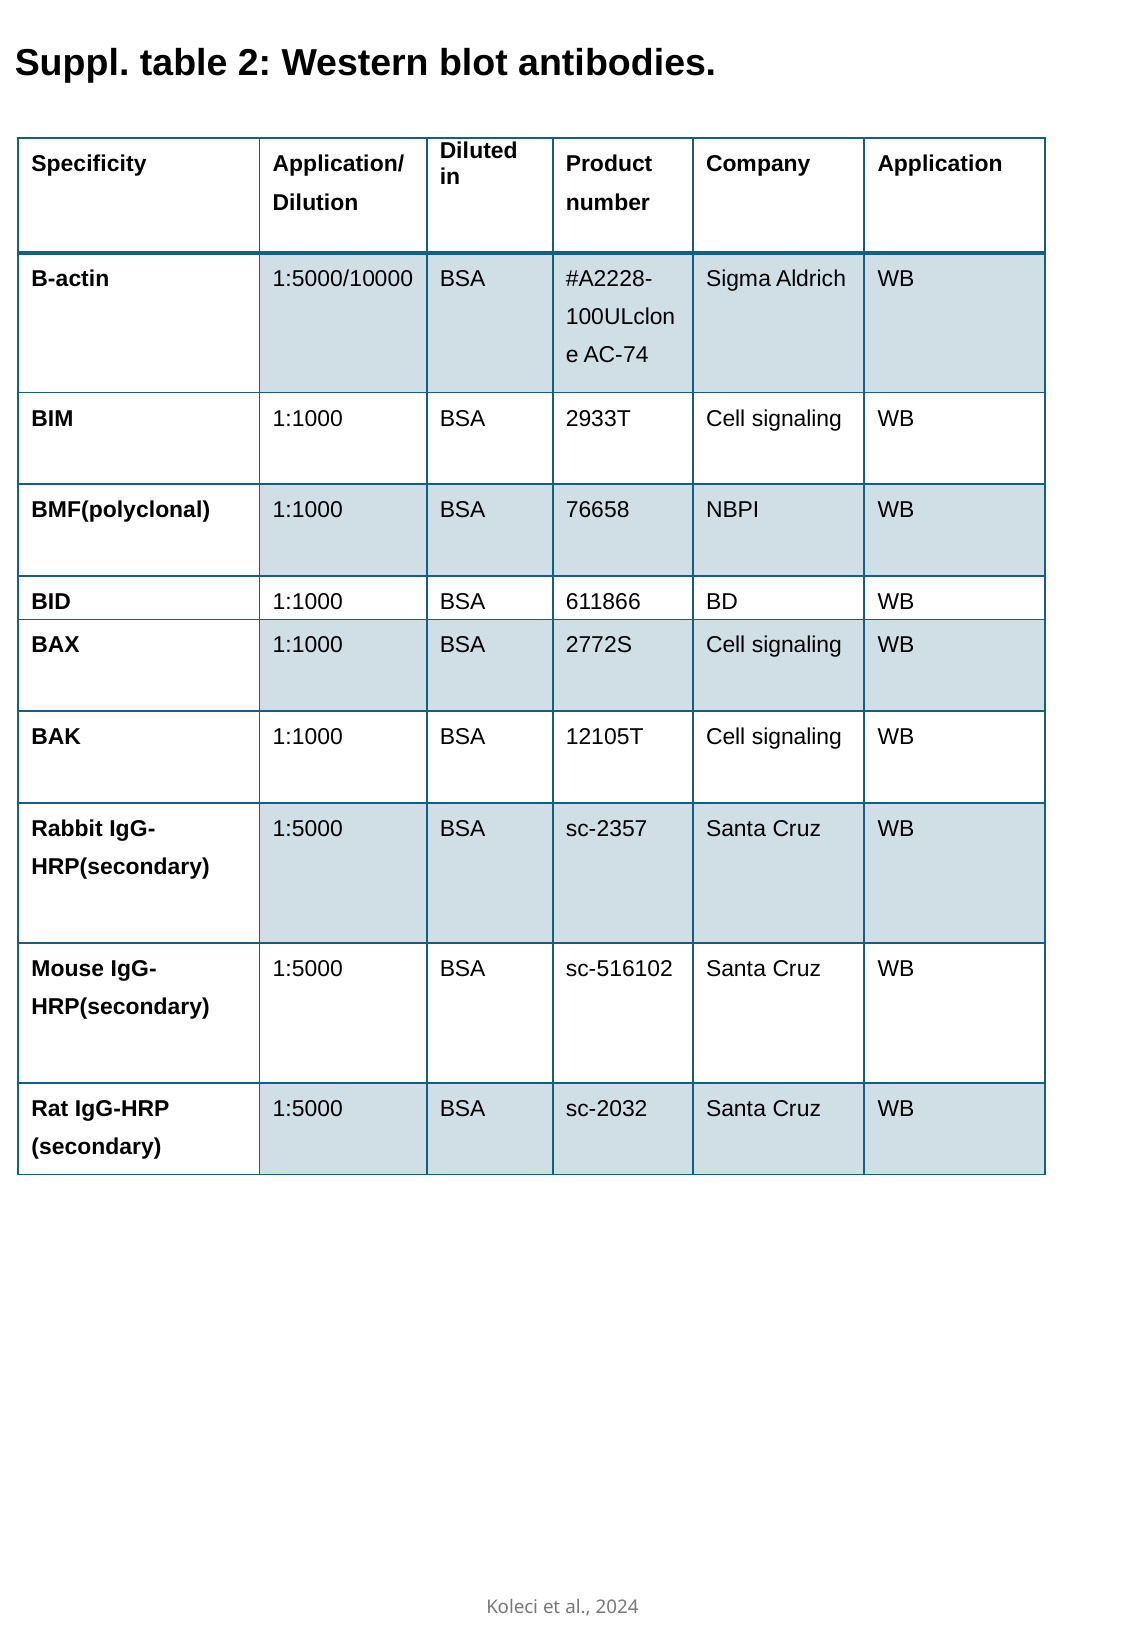

Suppl. table 2: Western blot antibodies.
| Specificity | Application/ Dilution | Diluted in | Product number | Company | Application |
| --- | --- | --- | --- | --- | --- |
| B-actin | 1:5000/10000 | BSA | #A2228-100ULclone AC-74 | Sigma Aldrich | WB |
| BIM | 1:1000 | BSA | 2933T | Cell signaling | WB |
| BMF(polyclonal) | 1:1000 | BSA | 76658 | NBPI | WB |
| BID | 1:1000 | BSA | 611866 | BD | WB |
| BAX | 1:1000 | BSA | 2772S | Cell signaling | WB |
| BAK | 1:1000 | BSA | 12105T | Cell signaling | WB |
| Rabbit IgG-HRP(secondary) | 1:5000 | BSA | sc-2357 | Santa Cruz | WB |
| Mouse IgG-HRP(secondary) | 1:5000 | BSA | sc-516102 | Santa Cruz | WB |
| Rat IgG-HRP (secondary) | 1:5000 | BSA | sc-2032 | Santa Cruz | WB |
Koleci et al., 2024

## Slide 17
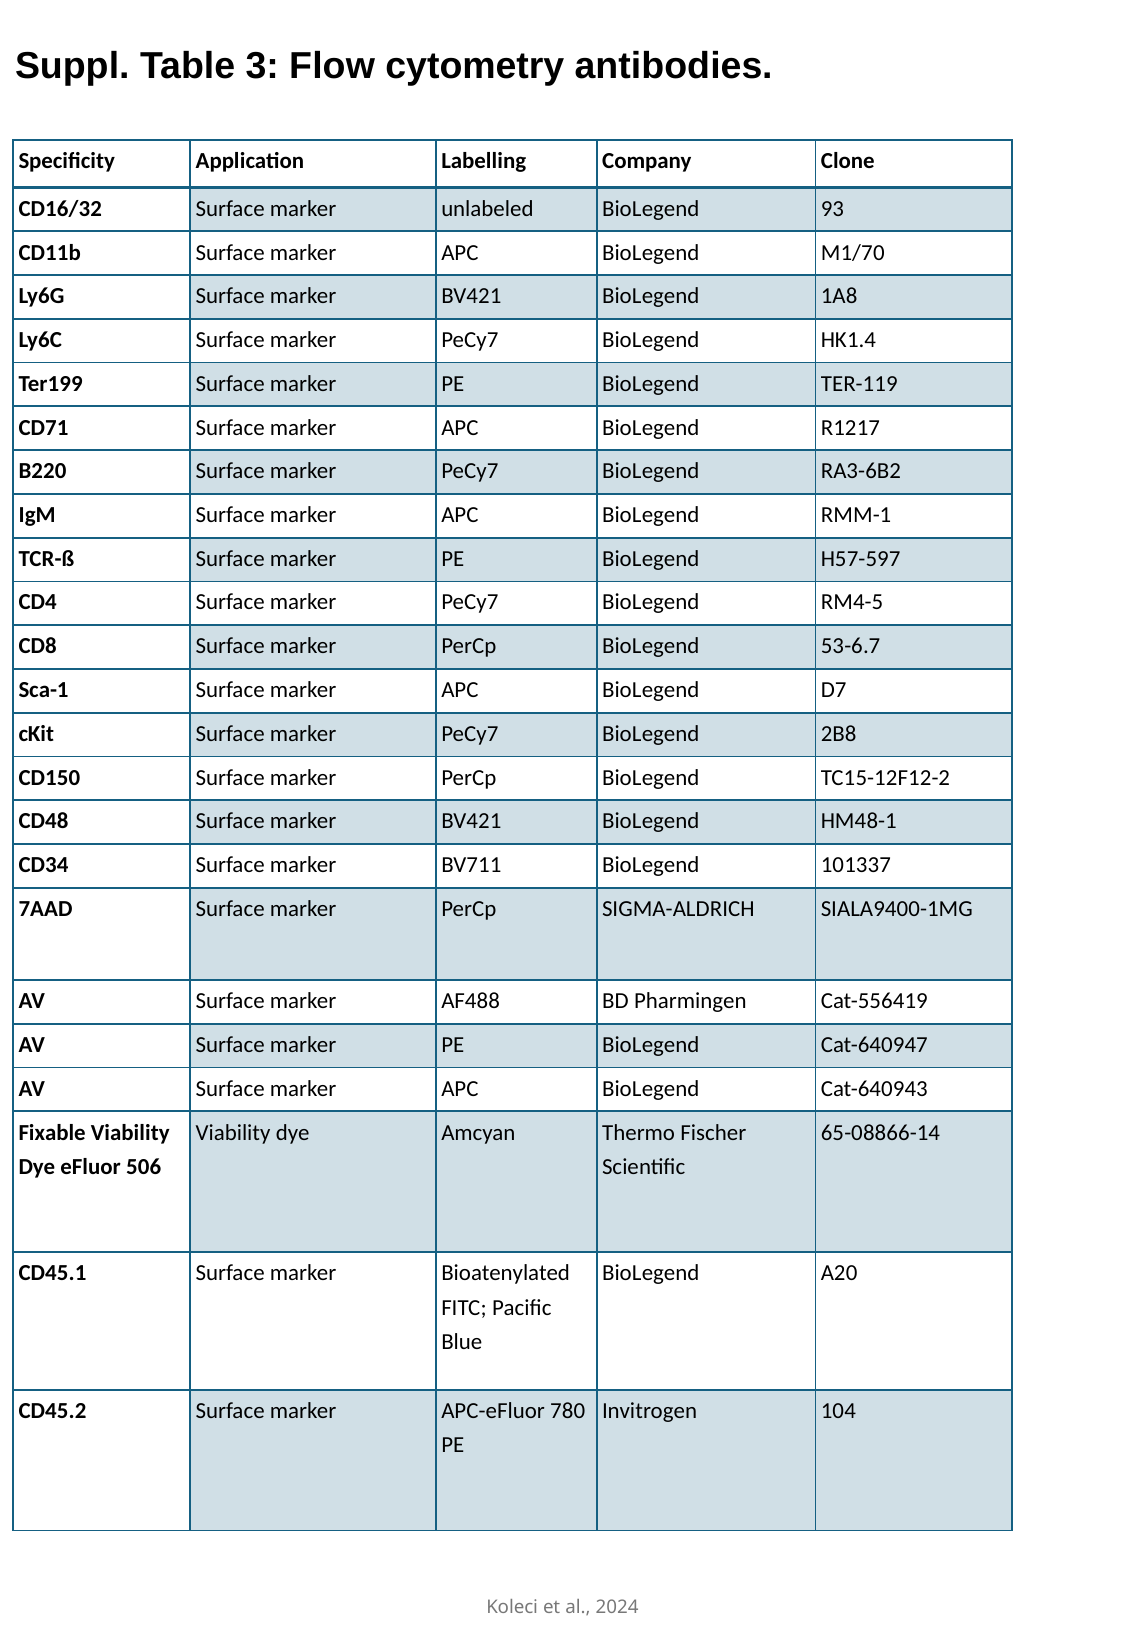

# Suppl. Table 3: Flow cytometry antibodies.
| Specificity | Application | Labelling | Company | Clone |
| --- | --- | --- | --- | --- |
| CD16/32 | Surface marker | unlabeled | BioLegend | 93 |
| CD11b | Surface marker | APC | BioLegend | M1/70 |
| Ly6G | Surface marker | BV421 | BioLegend | 1A8 |
| Ly6C | Surface marker | PeCy7 | BioLegend | HK1.4 |
| Ter199 | Surface marker | PE | BioLegend | TER-119 |
| CD71 | Surface marker | APC | BioLegend | R1217 |
| B220 | Surface marker | PeCy7 | BioLegend | RA3-6B2 |
| IgM | Surface marker | APC | BioLegend | RMM-1 |
| TCR-ß | Surface marker | PE | BioLegend | H57-597 |
| CD4 | Surface marker | PeCy7 | BioLegend | RM4-5 |
| CD8 | Surface marker | PerCp | BioLegend | 53-6.7 |
| Sca-1 | Surface marker | APC | BioLegend | D7 |
| cKit | Surface marker | PeCy7 | BioLegend | 2B8 |
| CD150 | Surface marker | PerCp | BioLegend | TC15-12F12-2 |
| CD48 | Surface marker | BV421 | BioLegend | HM48-1 |
| CD34 | Surface marker | BV711 | BioLegend | 101337 |
| 7AAD | Surface marker | PerCp | SIGMA-ALDRICH | SIALA9400-1MG |
| AV | Surface marker | AF488 | BD Pharmingen | Cat-556419 |
| AV | Surface marker | PE | BioLegend | Cat-640947 |
| AV | Surface marker | APC | BioLegend | Cat-640943 |
| Fixable Viability Dye eFluor 506 | Viability dye | Amcyan | Thermo Fischer Scientific | 65-08866-14 |
| CD45.1 | Surface marker | Bioatenylated FITC; Pacific Blue | BioLegend | A20 |
| CD45.2 | Surface marker | APC-eFluor 780 PE | Invitrogen | 104 |
Koleci et al., 2024

## Slide 18
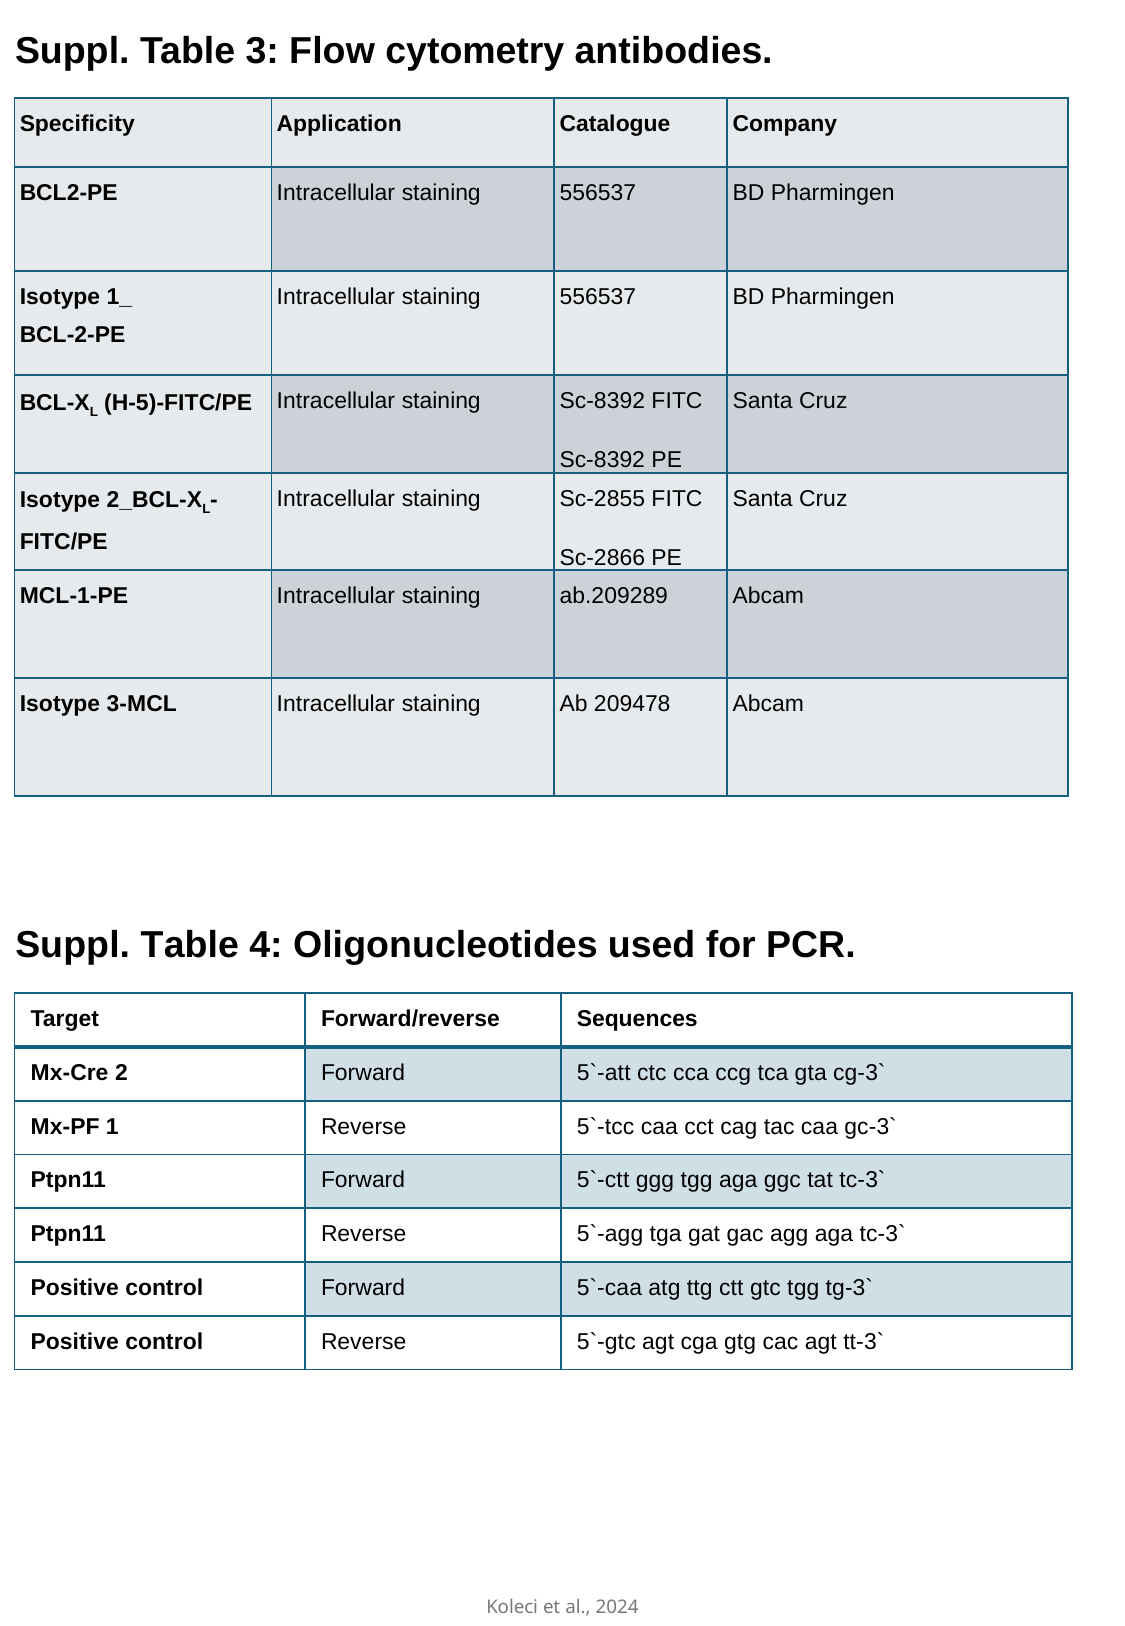

# Suppl. Table 3: Flow cytometry antibodies.
| Specificity | Application | Catalogue | Company |
| --- | --- | --- | --- |
| BCL2-PE | Intracellular staining | 556537 | BD Pharmingen |
| Isotype 1\_ BCL-2-PE | Intracellular staining | 556537 | BD Pharmingen |
| BCL-XL (H-5)-FITC/PE | Intracellular staining | Sc-8392 FITC Sc-8392 PE | Santa Cruz |
| Isotype 2\_BCL-XL-FITC/PE | Intracellular staining | Sc-2855 FITC Sc-2866 PE | Santa Cruz |
| MCL-1-PE | Intracellular staining | ab.209289 | Abcam |
| Isotype 3-MCL | Intracellular staining | Ab 209478 | Abcam |
Suppl. Table 4: Oligonucleotides used for PCR.
| Target | Forward/reverse | Sequences |
| --- | --- | --- |
| Mx-Cre 2 | Forward | 5`-att ctc cca ccg tca gta cg-3` |
| Mx-PF 1 | Reverse | 5`-tcc caa cct cag tac caa gc-3` |
| Ptpn11 | Forward | 5`-ctt ggg tgg aga ggc tat tc-3` |
| Ptpn11 | Reverse | 5`-agg tga gat gac agg aga tc-3` |
| Positive control | Forward | 5`-caa atg ttg ctt gtc tgg tg-3` |
| Positive control | Reverse | 5`-gtc agt cga gtg cac agt tt-3` |
Koleci et al., 2024

# Supplementary material for: Oncogenic and microenvironmental signals drive cell type specific apoptosis resistance in juvenile myelomonocytic leukemia
**Source:** Cell Death Dis. 2025 Mar 8;16(1):165. doi: 10.1038/s41419-025-07479-2
**Supplement:** Supplementary file 2 — WB_original pictures.

WB  
original pictures

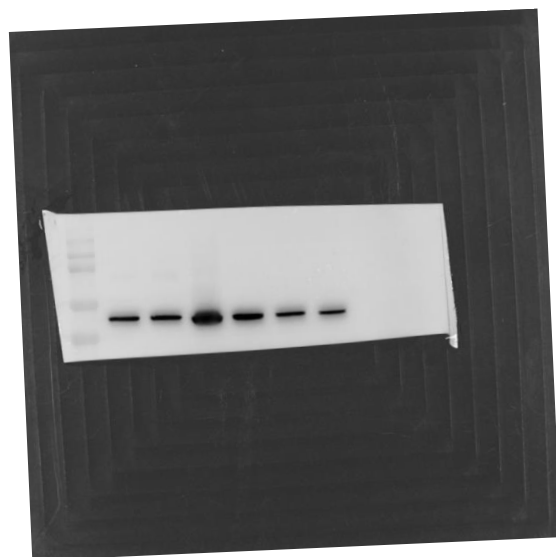

$\beta$ -actin

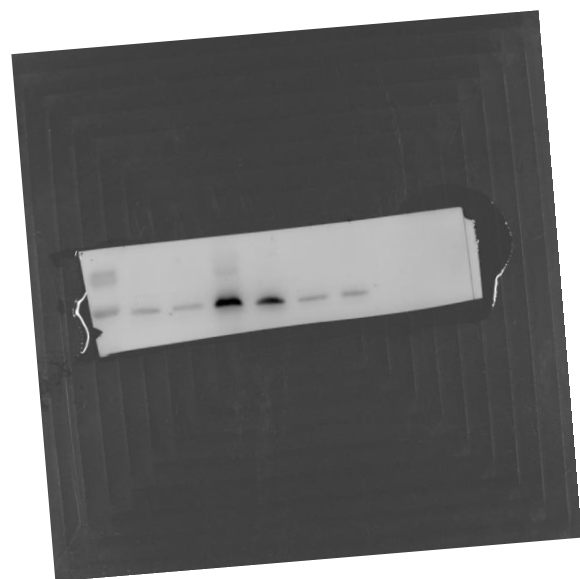

BAX

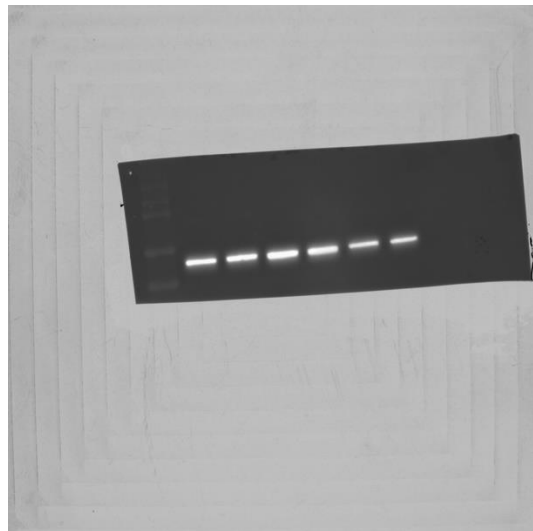

$\beta$ -actin

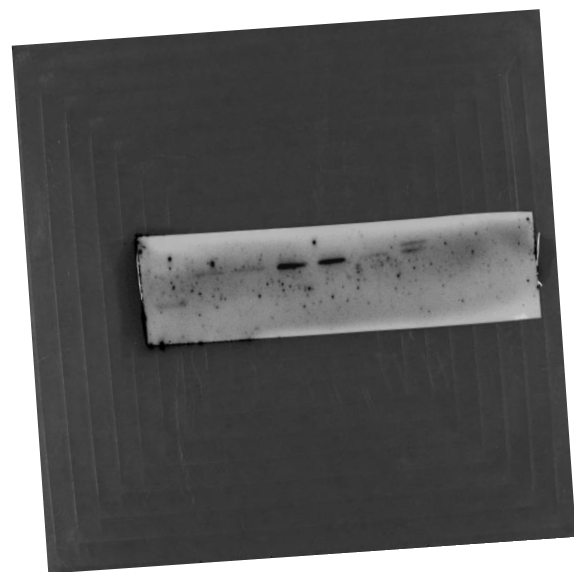

BAK

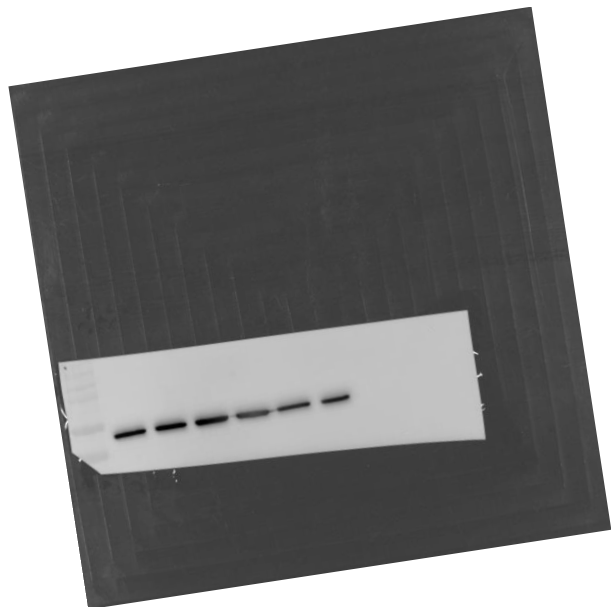

$\beta$ -actin

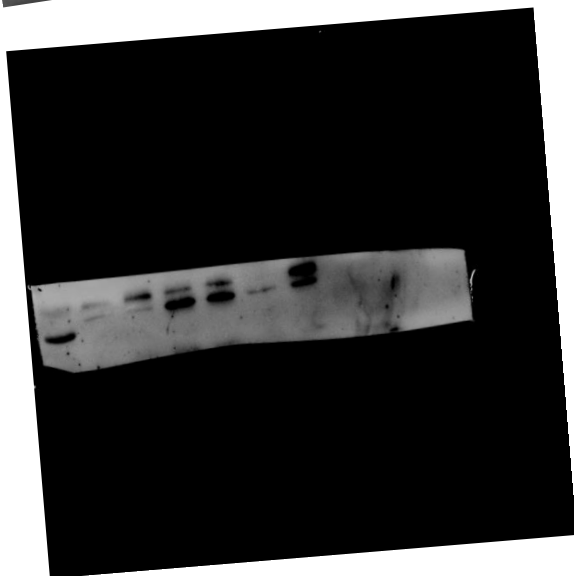

BID

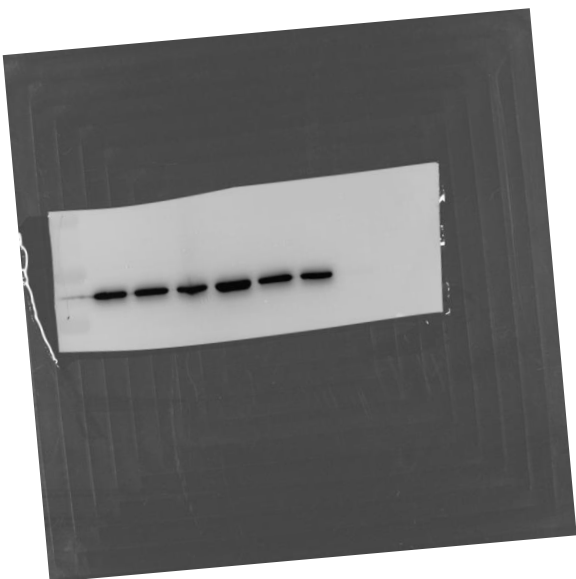

$\beta$ -actin

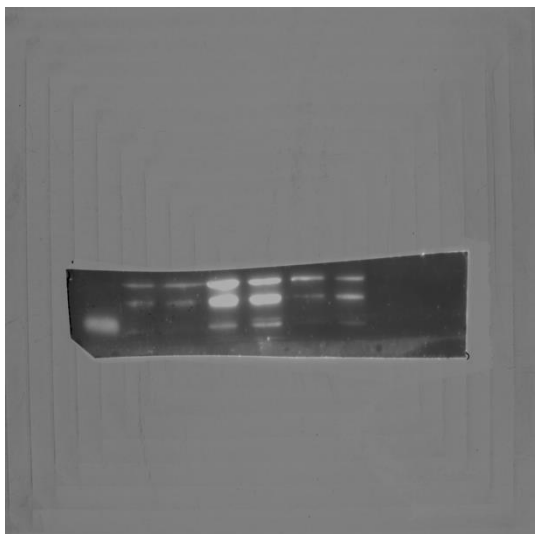

BMF

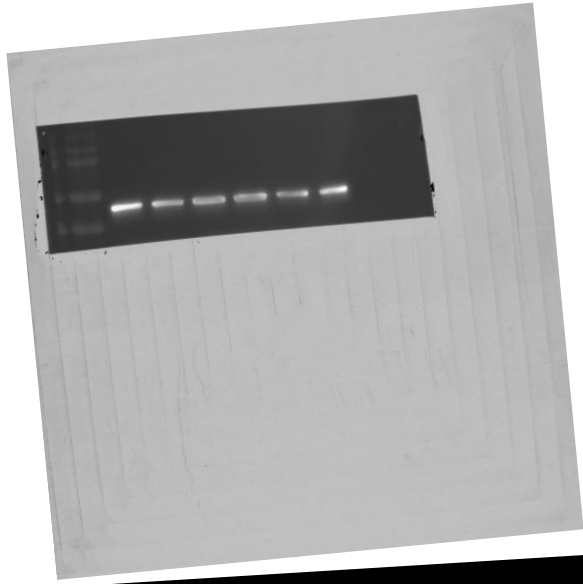

$\beta$ -actin

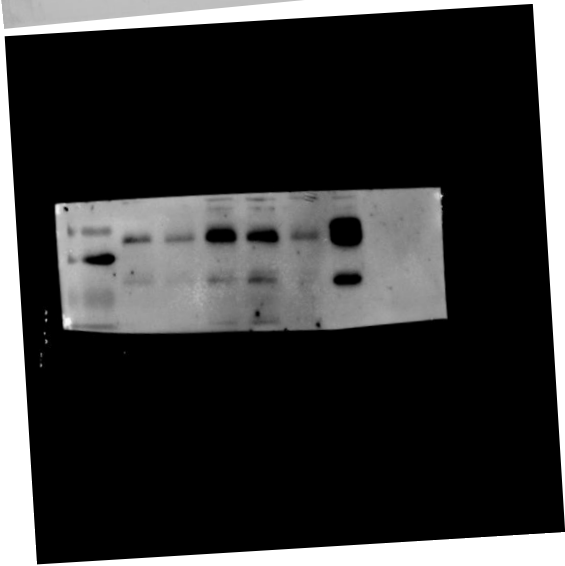

BIM

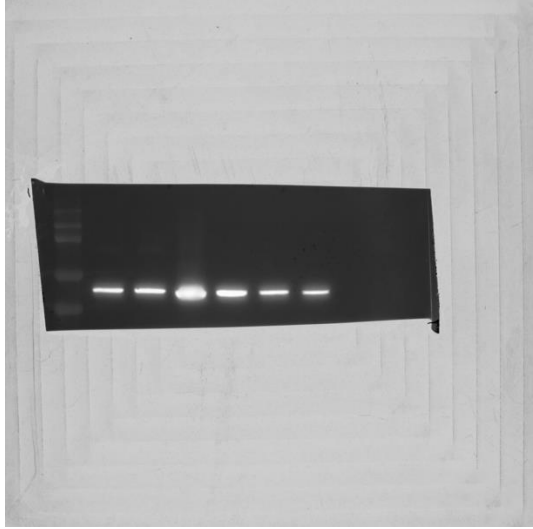

$\beta$ -actin

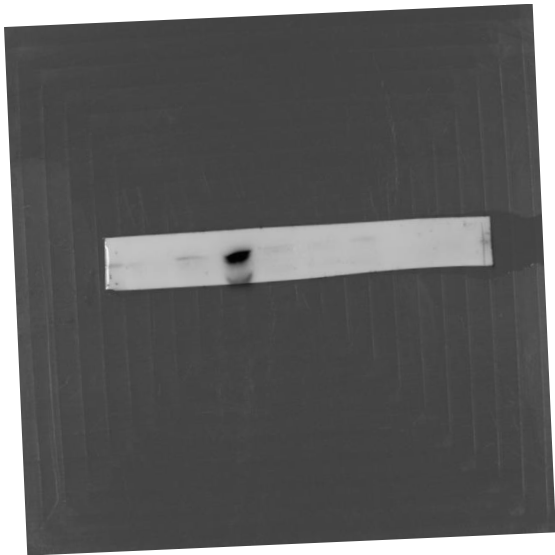

NOXA

How the deposited data were processed for this re-analysis (not part of the article)

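RNA was measured in sorted LSK cells of the BM, CD11b+ cells of the BM and CD11b+ cells of the spleen of mice, with 2 libraries labelled MxCre, 2 labelled Ptpn11D61Y/+ and 3 of terminally ill S3 MxCre;Ptpn11D61Y/+ mice for each cell type. The authors isolated RNA with the RNeasy Micro kit, prepared libraries with the TruSeq Stranded mRNA kit, trimmed the paired-end reads with TrimGalore and mapped them to GRCm38 with STAR. They analysed them with DESeq2, limma and GAGE. The authors deposited 1 table per library with the raw count of each Ensembl gene, without normalization, and the 21 tables were used here. The paper's text does not name the program that counted the reads, the annotation release, the use of strand or the handling of reads that map to several places. The values were checked to be whole numbers with library totals that differ, and the gene identifiers to be the same in all tables. Symbols were found for 45143 of the identifiers and not for 563. Positions and overlapping genes were read from a GRCm38 annotation.

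Total counts ran from 34992610 to 104509425 per library, so the deepest library had 2.99 times the counts of the shallowest. The 10 most abundant genes held between 4.67% and 27.1% of a library's counts. The number of genes detected was lowest in 3 CD11b+ libraries, at 14885 in BM MxCre replicate 1, 14641 in spleen MxCre replicate 1 and 14761 in BM S3 animal 815. Of the genes with a median of at least 2 CPM (counts scaled to library size) in their cell type, these libraries had 190 of 10714, 102 of 10931 and 59 of 10714 at a count of 0. Genes with at most 3 counts in every library of a group were treated as at the floor, where a fold change is a bound.

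The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr over the 9 combinations of cell type and genotype, with its minimum count of 10 and minimum total of 15, which left 19555 genes that hold 99.99% of all counts. Libraries were normalized by TMM, and 1 robust quasi-likelihood fit with a coefficient per combination covered all 21 libraries, so that the dispersion rests on 12 residual degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Levels are log2 CPM with a prior count of 2. Standard errors of log2 fold changes were taken from the estimate and its F statistic. The comparisons were S3 against MxCre in each cell type, spleen CD11b+ against LSK cells in S3 and in MxCre, the difference between these contrasts, and the libraries labelled Ptpn11D61Y/+ against MxCre and S3. Within a cell type, S3 libraries share no replicate numbers with MxCre libraries or those labelled Ptpn11D61Y/+, so no paired analysis was possible for S3 against either, while the MxCre libraries and those labelled Ptpn11D61Y/+ come from different animals that share only a number. Between cell types, S3 animals 540 and 815 gave LSK and spleen libraries by their labels, and the deviations of these libraries from their group means correlated at 0.086 and 0.053. For the MxCre libraries that share a number this correlation was -0.0041 between LSK and spleen cells. Ptpn11 was also tested by two-sided exact permutation tests.

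The samples, the comparisons, the gene lists and most alternatives were set before the data were examined. The genes to be named were every BCL-2 family gene and every other gene the paper names, and the 5 largest rises and falls among called genes with a mean of at least 3 log2 CPM and every S3 library on the same side of every MxCre library. ERK genes past the threshold could be named in order of the size of their change. The lists named here are 17 BCL-2 family genes and their anti-apoptotic, BH3-only and effector members, S-phase and G2/M genes, transcripts that follow ERK activity, NF-kB targets, immediate-early genes, interferon-stimulated genes, and markers of erythroid cells, B cells, T cells, NK cells, mature and immature neutrophils, monocytes and macrophages, dendritic cells, stem and progenitor cells, megakaryocytes and stroma. The Reactome sets are Cell Cycle, Mitotic; Apoptosis; Intrinsic Pathway for Apoptosis; Cytokine Signaling in Immune system; Heme biosynthesis and Interferon Signaling. Results for some lists and genes set beforehand are not reported here. The Hallmark sets that the paper used, and GAGE, were not used here.

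Lists with at least 3 tested genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 29 lists per comparison, and with fry, with camera at an estimated correlation and with fgsea 1.28.0 on genes ranked by log2 fold change. Median log2 fold changes describe a list. Reactome identifiers were read with jsonlite 2.0.0.

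The alternatives set beforehand were DESeq2 1.42.0, limma-voom, RLE factors in place of TMM, no filter on low counts, a minimum of 10 counts in every library compared, a fit of only the groups compared, MxCre and Ptpn11D61Y/+ libraries together as controls, the animal or replicate number as a block, an absolute log2 fold change of at least 1, a prior count of 0.5, the other set tests and leaving out each library in turn. Library size alone in place of TMM and the libraries labelled Ptpn11D61Y/+ alone as controls were added after the data were seen. For GC content and length, genes were placed in 10 bins of each and the median of each bin was removed. The correlation that shared controls give was estimated from 20 simulations. Sex transcripts were called at 100 counts.

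The analysis was tested on simulated data with the sizes of the real libraries. Each gene had 1 mean and 1 dispersion over all cell types there, apart from the changes put in. Of 200 genes changed by a log2 fold change of 2, 22% were recovered for 3 S3 against 2 MxCre spleen libraries and 35.5% for 3 against 3, and at a log2 fold change of 4 these were 85% and 88%. Between 1 and 10 unchanged genes among 19555 were called. The biological coefficient of variation was 22% in LSK and 61.5% in spleen CD11b+ libraries, a difference the simulation left out. It therefore cannot show how the test behaves where cell types differ in spread.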

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

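In this part, the use of a value as a test of an explanation was chosen only after the result it bears on was seen. The comparisons between labels within a cell type, and the fits that left out a library, were themselves set before the data were examined.

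The change from MxCre to S3 differed between spleen CD11b+ and LSK cells for 14 of 29 gene lists under camera and for 1 gene, by a test of the difference itself. The median of this difference in log2 fold change was 0.87 for S-phase genes, with 38 of 43 genes higher (camera, adjusted p = 0.0344), -0.14 for the Reactome set Apoptosis, with 85 of 139 lower (camera, adjusted p = 0.0113), -0.56 for the BCL-2 family, with 14 of 16 lower (camera, adjusted p = 0.0125), -1.13 for NF-kB targets, with 17 of 21 lower (camera, adjusted p = 0.000151), 6.8 for erythroid genes, with 13 of 13 higher (camera, adjusted p = 3.77e-15), and -1.19 for transcripts that follow ERK activity, with 7 of 10 lower (camera, adjusted p = 0.0344). The same test gave medians of -0.79 for BH3-only genes (camera, adjusted p = 0.0344), 2.49 for B cell genes (0.00589), 2.43 for T cell genes (0.0303), -2.34 for NK cell genes (0.00505), 2.34 for stroma genes (0.0364), -0.14 for the Reactome set Cytokine Signaling in Immune system (0.0173) and 1.83 for the Reactome set Heme biosynthesis (0.0113), with camera's adjusted p in brackets. None of the 14 lists passed under fry, whose smallest adjusted p in this comparison was 0.189, or under an estimated correlation, whose smallest was 0.417. The Apoptosis median was 0.36 when libraries were scaled by their size alone, a setting that moved the median of all genes from 0.31 to 0.84. Hbb-bs was the 1 gene called, with a log2 fold change of 8.86 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0469), and no gene was called with the replicate block, with 1763 at an unadjusted p under 0.05. In fits without 1 S3 library, Hbb-bs was not called without LSK animal 540, 815 or 768 or spleen animal 540. Several lists rest in part on single libraries. The ERK median was -0.60 without spleen MxCre replicate 2, -0.81 without replicate 1 and -0.72 without the LSK library of S3 animal 815, and its call was lost without that library or the spleen library of animal 815 or 640. Without the spleen library of S3 animal 640, calls were also lost for S-phase genes (median 0.33), the BCL-2 family (median -0.26) and Apoptosis (median -0.07), and without the LSK library of animal 815 for S-phase genes (median 0.85). The Apoptosis median was -0.05 without spleen MxCre replicate 2, -0.27 without the spleen library of animal 815 and -0.08 without the LSK library of animal 540. The NF-kB median was -0.74 without spleen MxCre replicate 2. A trend over GC content and length was tested within cell types only, and for S-phase genes its removal moved the median between S3 and MxCre from 1.25 to 0.86 in spleen CD11b+ and from 0.36 to 0.29 in LSK cells (camera, adjusted p = 7.89e-05 and 0.00471). For lists other than S-phase, NF-kB and erythroid genes, no technical explanation was tested for this difference apart from these settings. The same difference for libraries labelled Ptpn11D61Y/+ against MxCre was called for 7 of 29 lists by camera and for 0 by fry. In it, 8 of 10 B cell and 6 of 10 T cell genes were higher at an unadjusted p under 0.05, whereas 0 of 7 NK cell genes were lower. Both differences share the MxCre libraries, so this cannot decide whether the cell types differ in how they respond to the mutation, which stays open.

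Erythroid genes were higher in spleen CD11b+ S3 than in MxCre libraries. Free globin RNA as the whole cause is excluded, since the median of the 9 genes other than globins was 6.05 and all 9 were higher. Animal 640 alone is not the cause either, since the median without it was 3.23. After removal of the trend over GC content and length, which 19455 of 19555 genes allowed, the median was 4.45, which argues against that bias. Erythroid cells in the sorted fraction stay open, since the rise of all 13 tested genes, with a median of 4.81, is the pattern itself and decides nothing about its source. The most abundant of them, Hbb-bs and Hba-a1, reached 930663 and 693431 counts in an S3 library, and 10 of the 13 genes also reached 2 CPM in MxCre spleen cells. By flow cytometry, the paper found that erythroid progenitors infiltrate the spleen of these mice. Whether such cells were co-sorted or carry CD11b was not tested.

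NF-kB target genes were lower in spleen CD11b+ S3 than in MxCre libraries. The values argue against a change that S3 animals alone show, without excluding it. The median between the libraries labelled Ptpn11D61Y/+ and MxCre was -1.58, with list means of 7.38 ± 0.534 log2 CPM (SD, n = 2) and 8.96 ± 0.433 (SD, n = 2), against 6.94 ± 0.198 (SD, n = 3) in S3. Both comparisons share the 2 MxCre libraries, and camera's call of this median (adjusted p = 6.4e-06) did not hold under fry (adjusted p = 0.16). This median was -0.99 without MxCre replicate 2 and -1.31 without replicate 1 of the label, a library whose sex transcripts differ from those of the same number in the other cell types, and both libraries of the label lay below both MxCre libraries. Mature neutrophil genes were lower in S3 than in MxCre too, with a median of -1.03 and 8 of 8 genes lower, which was -0.35 without MxCre replicate 2 and -1.79 without S3 animal 540. Between S3 libraries and those labelled Ptpn11D61Y/+, these genes had a median of 2.82, and the NF-kB list did not rise with them (median -0.46). This goes against fewer mature neutrophils as the whole cause but cannot exclude it. The reference libraries differ from MxCre in other cells too, with a median of 3.46 for B cell genes. A part played by mature neutrophils stays open. GC content or length is excluded, with a median of -2.28 after that trend was removed. MxCre replicate 1, in which fewer genes were detected, is excluded, since the median was -2.25 without it. A difference in how the cells of MxCre animals were handled stays open. Immediate-early genes, which rise when cells are handled, were lower in S3 than in MxCre LSK cells too, with a median of -2.08 and 18 of 18 genes lower. In LSK cells their list mean was 8.62 ± 0.177 log2 CPM (SD, n = 2) in MxCre, 7.71 ± 0.204 (SD, n = 2) in the libraries labelled Ptpn11D61Y/+ and 6.17 ± 1.11 (SD, n = 3) in S3, where animal 768 lay at 4.90 and the others at 6.69 and 6.93, so both MxCre libraries lay above every other LSK library, while the 2 other labels differed from each other as well. In BM CD11b+ cells the median was -1.21 between S3 and MxCre but 0.33 without MxCre replicate 1. Handling goes with the label in this design, so it cannot be told apart from a response to the genotypes, which was not tested.

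Libraries labelled Ptpn11D61Y/+, which the paper does not report on separately for RNA, differed from MxCre by 1000 genes in spleen CD11b+ cells, 410 higher and 590 lower, and by 12 genes in LSK cells, all lower (edgeR's quasi-likelihood test, adjusted p under 0.05). At an unadjusted p under 0.05 there were 4836 and 330 genes, against 978 by chance. In the spleen, 420 genes were called both here and in S3 against MxCre, all in the same direction. The log2 fold changes of both comparisons correlated across genes, which are not independent replicates, at 0.756, where simulated unchanged groups against the same controls gave 0.555 (0.547 to 0.564). In BM CD11b+ cells these values were 0.716 and 0.563, and in LSK cells 0.259 and 0.545. Mature and immature neutrophil genes were lower in the spleen libraries labelled Ptpn11D61Y/+, with medians of -3.66 and -2.71, and B cell genes higher, with 3.46 (fry, adjusted p = 0.0185, 0.0185 and 0.0315). With library size alone, 1707 genes were called and 83.7% of them were higher, against 41% with TMM. Immediate-early genes had a median of -1.35 in this comparison in spleen CD11b+ cells (camera, adjusted p = 6.4e-06; fry, adjusted p = 0.163), which was -0.64 without replicate 1 of the label and -2.82 without replicate 2, and of -0.54 in LSK cells (camera, adjusted p = 3.75e-05; fry, adjusted p = 0.629). A different cell composition, a difference in handling and an effect of the label's genotype stay open, and no test was run to separate them.

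In LSK cells, mature neutrophil transcripts were highest in the MxCre libraries. The list mean was 5.67 ± 0.0105 log2 CPM (SD, n = 2) in MxCre, 1.82 ± 0.175 (SD, n = 2) in the libraries labelled Ptpn11D61Y/+ and 3.38 ± 0.426 (SD, n = 3) in S3. RNA of mature neutrophils in the sorted LSK cells would need a median share of 1.8% of the RNA, from 0.183% to 8.26% over the 11 of 18 neutrophil genes that were rare enough in the LSK libraries labelled Ptpn11D61Y/+ to be used. All 11 shares were positive, but they spread too widely to decide, so neutrophil RNA and a change within LSK cells cannot be told apart for these genes. S100a9 and Ngp, the most abundant of these 11 genes in MxCre LSK cells, had at least 70433 and 60643 counts in an MxCre LSK library.

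Monocyte and macrophage genes were higher in S3 LSK cells than in LSK cells labelled Ptpn11D61Y/+, a comparison the paper does not make, with a median log2 fold change of 2.60 and 13 of 13 genes higher (camera, adjusted p = 7.32e-17; fry, adjusted p = 0.00222; camera with an estimated correlation, adjusted p = 0.00176). With adjustment over the list alone, 9 genes passed. The list mean was 2.66 ± 0.351 log2 CPM (SD, n = 2) in the libraries labelled Ptpn11D61Y/+, 4.39 ± 0.0394 (SD, n = 2) in MxCre and 4.88 ± 0.514 (SD, n = 3) in S3, so the libraries labelled Ptpn11D61Y/+ stand apart. Against MxCre the median was 0.68 (camera, adjusted p = 0.00616; fry, adjusted p = 0.361), which was 0.20 without S3 animal 815, 1.12 without 540 and 0.58 without 768, where the call was lost. Contamination of LSK cells by monocyte RNA was not tested, and no biological explanation was tested.

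Interferon-stimulated genes, which the paper does not discuss, were higher in BM CD11b+ S3 than in MxCre libraries, with a median of 1.69 and 16 of 16 genes higher (camera, adjusted p = 0.00604; fry, adjusted p = 0.472; camera with an estimated correlation, adjusted p = 0.817). The list mean was 5.50 ± 1.73 log2 CPM (SD, n = 3) in S3 and 4.47 ± 0.345 (SD, n = 2) in MxCre, so the difference is smaller than the spread between the S3 animals. In LSK cells the median was 1.15, with 16 of 16 higher (camera, adjusted p = 0.000256; fry, adjusted p = 0.493), but 0.21 without S3 animal 768 (camera, adjusted p = 0.317), and in spleen CD11b+ cells it was 0.68 (camera, adjusted p = 0.809). No technical explanation was tested for this list apart from leaving out libraries, which gave medians from 0.80 to 2.07 in BM CD11b+ cells, with 0.80 without S3 animal 815 (camera, adjusted p = 0.761), and from 0.21 to 1.46 in LSK cells.

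In 3 CD11b+ libraries both Xist, a transcript of female cells, and Y-linked transcripts were found. BM MxCre replicate 2 had 2834 counts of Xist and 1900 of 4 Y-linked genes, BM S3 animal 540 had 2780 and 958, and spleen S3 animal 540 had 712 and 4225. Of the other libraries, 13 had Y-linked transcripts without Xist and 5 Xist without Y-linked transcripts. Every MxCre and Ptpn11D61Y/+ library of LSK cells had Y-linked transcripts alone, whereas S3 animals 815 and 768 had Xist alone. Both spleen MxCre libraries had Y-linked transcripts alone, as had S3 animal 640, whereas S3 animal 815 had Xist alone. Sex transcripts thus differed between S3 and MxCre libraries, and no fit accounted for this. Index swapping spread evenly over the libraries is excluded, since the highest Xist count among the libraries with Y-linked transcripts alone was 17. RNA of a male and a female animal in 1 library was tested by adding the Xist level as a share of libraries of the cell type with Xist alone to the Y-linked level as a share of those with Y-linked transcripts alone. The sums were 1.00 for BM MxCre replicate 2, 0.687 for BM S3 animal 540 and 0.541 for spleen S3 animal 540. In BM CD11b+ cells the Xist share rests on 1 library, that of S3 animal 815, and in spleen CD11b+ cells on 2. With so few, a mixture and a changed level of these transcripts cannot be told apart in the 3 libraries. The LSK library of animal 540 had Y-linked transcripts with 1 count of Xist, and the spleen library labelled Ptpn11D61Y/+ replicate 1 had Xist and 0 Y-linked counts where the LSK and BM libraries of that number had Y-linked transcripts. A mislabelled library was not tested. Sex of the animals is not given by the labels.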

How the results depend on the processing

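The other groupings of the libraries were counted in a test set before its result was seen, and the spread within cell types was looked at only after the counts of the fits were seen.

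The count of called genes depended on the tool and on the libraries in the fit. In spleen CD11b+ cells, S3 against MxCre gave 819 genes in the fit of all libraries (4945 at an unadjusted p under 0.05), 3409 with DESeq2, 1362 with limma-voom, 495 without a filter on low counts, 0 in a fit of only the groups compared (2372 unadjusted), 0 with MxCre and Ptpn11D61Y/+ libraries together as controls (2141 unadjusted) and 1 with the libraries labelled Ptpn11D61Y/+ alone as controls (1736 unadjusted). In BM CD11b+ cells the count was 0 (3022 unadjusted), 965 with DESeq2, 23 with limma-voom, 1 without the filter and 5 with controls together. In LSK cells it was 6, 128 with DESeq2, 21 with limma-voom, 1 with at least 10 counts in every library compared, 4700 in a fit of only the groups compared, 1 with controls together and 19 with the libraries labelled Ptpn11D61Y/+ alone. For the difference between the spleen and the LSK contrast it was 1, 827 with DESeq2, 63 with limma-voom, 10 without the filter, 74 with only the groups compared, 14 with library size alone and 0 with controls together (1065 unadjusted). Libraries labelled Ptpn11D61Y/+ against MxCre gave 1000 genes in spleen CD11b+ cells, 3381 with DESeq2, 1775 with limma-voom, 272 with only the groups compared and 1707 with library size alone, 0 in BM CD11b+ cells (4419 unadjusted), 1864 with DESeq2 and 7 with limma-voom, and 12 in LSK cells, 103 with DESeq2, 5 with limma-voom, 5 with at least 10 counts and 2508 with only the groups compared. The biological coefficient of variation was 55.5% over all libraries, 22% in LSK, 69.9% in BM CD11b+ and 61.5% in spleen CD11b+ libraries, so the spread over all libraries lies above that of LSK and below that of CD11b+ libraries. A fit of the compared groups alone also leaves fewer residual degrees of freedom, and which of these changes the counts was not tested. For the other settings the cause was not tested either.

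With controls together, in a fit of 1 cell type, S3 against the 4 controls gave 0 genes in spleen and in BM CD11b+ cells. With a count of 0, each of the 35 possible groupings of 3 against 4 libraries, 35 of 35, gives as many, so for these cells the groupings decide nothing. In LSK cells it gave 6159 genes, and 1 of 35 groupings, the real one, gave as many, with 0 genes in each other. Sex transcripts also differed between S3 and control LSK libraries, so this count cannot be tied to the genotype alone. Between S3 spleen CD11b+ and S3 LSK cells, a fit of these 6 libraries gave 5315 genes, and 1 of 10 groupings gave as many, where 10 groupings cannot go below 0.1.

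Ptpn11 in spleen CD11b+ S3 against MxCre cells, at 1.88 and not past the threshold, passed with DESeq2 (1.88) and with at least 10 counts (1.86). In LSK cells it passed in a fit of only the groups compared (0.35). Between S3 spleen and S3 LSK cells it passed with the replicate block (-1.10). The cause of these changes was not tested.

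Of the lists called by camera in spleen CD11b+ S3 against MxCre cells, none kept its call with an estimated correlation or with fry. The adjusted p with an estimated correlation was 0.779 for S-phase, G2/M and BCL-2 family genes, 0.706 for NF-kB, immediate-early and erythroid genes, and 0.958 for the Reactome set Apoptosis. Camera placed this set lower than the other genes at either correlation, the reverse of the sign of its median, 0.19, where the median of all genes was 0.32. Fry gave adjusted p values of 0.257 for S-phase, 0.397 for G2/M, 0.327 for BCL-2 family, 0.14 for NF-kB, 0.149 for immediate-early and 0.154 for erythroid genes. The normalized enrichment score of fgsea was 1.5 for S-phase genes, not past the threshold, 1.61 for ERK genes in LSK cells, past it, and it was reversed at 0.83 for BCL-2 family and 0.94 for BH3-only genes in the spleen, and at 0.82 for BCL-2 family genes in the difference between the cell types. It gave no value for the Reactome set Apoptosis in that difference.

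The median of BCL-2 family genes in the spleen, -0.07, was not past the threshold at -0.21 with at least 10 counts, -0.15 with only the groups compared, -0.066 with controls together, -0.12 with DESeq2 and -0.0796 with the libraries labelled Ptpn11D61Y/+ alone. ERK genes passed the threshold at 1.12 in BM CD11b+ cells and 0.29 in LSK cells with controls together, and at 0.76 in LSK cells with DESeq2. The cause was not tested.

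Library size alone, chosen after the data were seen, reversed the spleen medians of BCL-2 family genes to 0.24 and of ERK genes to 0.17, the log2 fold change of Bcl2 to 0.15, and in the difference between the cell types the Reactome set Apoptosis to 0.36. It moved the share of higher genes among those called from 36.1% to 72.1% for S3 against MxCre and from 41% to 83.7% for libraries labelled Ptpn11D61Y/+ against MxCre in the spleen, from 57.8% to 29.3% between S3 and from 46.2% to 17.7% between MxCre spleen and LSK cells. Without a composition factor the median of all genes in S3 against MxCre spleen cells was 0.77 in place of 0.32.

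The libraries labelled Ptpn11D61Y/+ alone as controls, also chosen after the data were seen, reversed in the spleen ERK genes to 0.52, mature neutrophil genes to 2.82, Clec4d to 0.55, Runx1 to 0.17 and Tnf to 0.90, and in LSK cells mature neutrophil genes to 1.83, erythroid genes to 0.18, Mmp8 to 1.75, Mmp9 to 2.96 and Hbb-bs to 0.12. Immediate-early genes in the spleen were not past the threshold, at -0.66, and ERK genes in BM CD11b+ cells passed it, at 0.71. These are other animals under another label, and the cause was not tested.

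The replicate number as a block pairs S3 animals 540 and 815, while MxCre and Ptpn11D61Y/+ libraries share only a number. With the replicate block, 5576 genes were called between S3 spleen and S3 LSK cells, 7971 between MxCre cells, 0 in the difference between the cell types (1763 unadjusted) and 704, 0 (4061 unadjusted) and 8 between libraries labelled Ptpn11D61Y/+ and MxCre in spleen, BM and LSK cells. No paired analysis was possible for S3 against MxCre because these groups share no replicate numbers.

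Across the fits that each left out 1 library, S3 against MxCre gave 267 to 860 genes in the spleen (267 without animal 540, 483 without 640), 0 to 99 in BM CD11b+ cells (99 without animal 815, 1 without 540) and 0 to 3 in LSK cells. In the spleen the medians ran from 0.66 to 1.47 for S-phase, 0.62 to 1.65 for G2/M (not past the threshold at 0.62 without animal 640), -0.0614 to 0.27 for Apoptosis (-0.0614 without animal 815), -0.34 to 0.19 for BCL-2 family (0.01 without animal 540, 0.19 without 640), -2.25 to -1.44 for NF-kB, -2.04 to -1.77 for immediate-early, 3.23 to 5.84 for erythroid and -0.59 to 0.0765 for ERK genes (0.0765 without MxCre replicate 1, -0.59 without replicate 2). ERK genes ran from 0.30 to 1.79 in BM CD11b+ cells (1.79 without MxCre replicate 1, 0.30 without animal 640) and from 0.25 to 1.00 in LSK cells (0.25 without animal 815). Ptpn11 ran from 1.36 to 2.75 in the spleen, 0.46 to 1.67 in BM CD11b+ and 0.36 to 0.43 in LSK cells for S3 against MxCre, from -0.96 to -0.35 between S3 and -2.97 to -1.59 between MxCre spleen and LSK cells, and for libraries labelled Ptpn11D61Y/+ against MxCre from 0.36 to 1.75 in spleen, 0.26 to 1.22 in BM CD11b+ and -0.91 to -0.80 in LSK cells. Between S3 spleen and S3 LSK cells, 3006 to 6679 genes were called (3006, 3349 and 3251 without LSK animals 540, 815 and 768, 3463 without spleen animal 540). For the difference between the cell types the count ran from 0 to 6. In S3 against MxCre spleen cells, Bcl2 ran from -0.68 to 0.65 (0.11 without animal 640) and Bcl2l1 from -0.44 to 0.73 (-0.44 without animal 640). Fewer libraries were fitted each time, and no further cause was tested.

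Of the main results under settings other than leaving out a library, 163 kept their direction and side of the threshold or their count within 1.5 times, 19 lost their call, 9 gained one, 5 reversed, where the direction of a set test was held against the sign of the median, and 33 were counts that moved by more. Of the other results, 482 were the same under these settings, 126 lost their call, 7 gained one and 13 reversed. With only 2 MxCre libraries per cell type, leaving out 1 of them leaves a group of 1, so these fits are described by their effect sizes alone. Called genes were counted only in fits that left out an S3 library.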

Differences from the paper's values

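No test was run for this part beyond those given with the results, and of these the settings with the libraries labelled Ptpn11D61Y/+ alone as controls and with library size alone were chosen only after the result was seen. A level of Ptpn11 read by eye from Fig. 4 was held to differ only if it lay beyond the SD and beyond a set factor. None met both conditions. In S3 LSK cells, 7.7 was read from the figure against 7.21 ± 0.073 log2 CPM (SD, n = 3) here, which lies beyond the SD.

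The paper has apoptosis genes lower in spleen CD11b+ S3 than in MxCre cells (Fig. 4A). The Reactome set Apoptosis, a different set from the Hallmark one of the paper, had a median log2 fold change of 0.19, against 0.32 for all genes, and camera placed it lower than the other genes without calling it, at the preset correlation (adjusted p = 0.809) and at an estimated one (adjusted p = 0.958). Its median was -0.06 without S3 animal 815 (camera, adjusted p = 0.402). No setting called it.

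The paper has Ptpn11 higher in LSK than in spleen CD11b+ cells (Fig. 4B). Here Ptpn11 was lower in the spleen by a log2 fold change of -0.61 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.351). With the animal or replicate number as a block, an alternative set before the data were examined, it passed the threshold, at -1.10 (edgeR's quasi-likelihood test, adjusted p = 0.0407). The block pairs libraries of animal 540 whose sex transcripts differ. Scaled by library size alone, spleen S3 libraries lay from 5.60 to 7.21 log2 CPM and LSK S3 libraries from 7.62 to 7.76. The size of this gap therefore depends on the scaling.

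By RT-MLPA, the paper has Mcl-1 and Bcl-xl mRNA higher in spleen CD11b+ S3 than in MxCre cells (Fig. 3A). This is another assay, whose values are scaled to the sum of its peaks and not to all transcripts. Here Mcl1 was lower, with a log2 fold change of -1.85 (edgeR's quasi-likelihood test, adjusted p = 0.0255). Over the settings tried it ran from -2.18 without MxCre replicate 1 to -0.04 with the libraries labelled Ptpn11D61Y/+ alone as controls. That last setting was chosen after the values were seen and shows almost no change, so the fall depends on the MxCre libraries as controls. Bcl2l1, which encodes BCL-XL, had 0.13 (adjusted p = 0.916) and passed under no setting, although it reached 1.45 with the libraries labelled Ptpn11D61Y/+ alone as controls, chosen after the values were seen, and 0.64 with both kinds of controls together. The call of Mcl1 was lost without S3 animal 540 or 640. Bim, which the paper has mildly and not significantly higher there, was lower here (Bcl2l11, -1.82, adjusted p = 0.0256), a call lost without S3 animal 540 or 815. In LSK cells, where the paper has Mcl-1 higher (Suppl. Fig. 3E), Mcl1 had -1.04 (adjusted p = 1) and passed as lower in a fit of only the groups compared (-1.07).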

Other observations

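The comparisons in this part were set before their results were seen. The libraries labelled Ptpn11D61Y/+ alone as controls, used here for Mmp9 and Mcl1, are a setting chosen after the data were seen. No other test in this part was chosen only after the result was seen.

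In BM CD11b+ cells, 0 of 19555 genes differed between S3 and MxCre at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, smallest adjusted p = 0.122), with 3022 genes at an unadjusted p under 0.05, and DESeq2 called 965. The count was 99 without the BM library of S3 animal 815 and 1 without that of animal 540. In LSK cells 6 genes passed, 1 higher and 5 lower, and 777 genes had an unadjusted p under 0.05. A fit of the 5 LSK libraries alone called 4700 genes, and the count over all libraries was 0, 3 and 0 without S3 animal 540, 815 and 768. The gene called higher was Naaa (log2 fold change 2.77, standard error 0.441, adjusted p = 0.0356 from edgeR's quasi-likelihood test). Mmp9 was called lower in S3 LSK cells, at 1.46 ± 0.21 log2 CPM (SD, n = 3) against 6.52 ± 0.00902 (SD, n = 2) in MxCre (log2 fold change -5.06, standard error 0.571, adjusted p = 0.00256 from edgeR's quasi-likelihood test). Against the LSK libraries labelled Ptpn11D61Y/+, its log2 fold change was 2.96, and mature neutrophil genes as a list were also lower in S3 than in MxCre LSK cells, with a median of -1.03. Mmp8, Hbb-bs, Ceacam10 and 1700047M11Rik were the other genes called lower in LSK cells, the last 2 of them named after their values were seen.

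BCL-2 family genes were measured in the same libraries, whereas the paper's values for their mRNA come from RT-MLPA, another assay. In spleen CD11b+ cells, S3 against MxCre, the log2 fold changes were -1.85 for Mcl1 (standard error 0.427, adjusted p = 0.0255), -1.82 for Bcl2l11 (0.421, 0.0256) and -1.86 for Bbc3 (0.447, 0.0299), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call of Mcl1 was lost without S3 animal 540 or 640, that of Bcl2l11 without 540 or 815, and that of Bbc3 without any 1 of the 3 S3 animals, and Bcl2l11 had -1.17 without MxCre replicate 2. With the libraries labelled Ptpn11D61Y/+ alone as controls, Mcl1 hardly changed. Not past the threshold were Bcl2 (-0.17), Bcl2l1 (0.13), Bid (-1.08), Pmaip1 (-1.76), Bmf (0.02), Bad (-0.28), Bax (0.05), Bak1 (0.45) and Bok (-0.06). Bcl2a1a (0.87), Bcl2a1b (-0.09) and Bcl2a1d (1.08) are paralogs whose reads are hard to assign, so their values are uncertain. Bik passed the threshold but had 0 counts in both MxCre libraries, so no fold change is given. In LSK cells, no BCL-2 family gene passed, with 0.52 for Bcl2, 0.13 for Bcl2l1, -1.04 for Mcl1, 0.75 for Bid and 0.54 for Bax. In S3 spleen against S3 LSK cells, Bcl2 was lower (-1.90, adjusted p = 0.0022) and Bcl2l1 (2.06, adjusted p = 0.0131) and Mcl1 (2.10, adjusted p = 0.00162) were higher by edgeR's quasi-likelihood test, and the call of Bcl2l1 was lost without the LSK library of animal 540 or 768 and with the replicate block.

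Of other genes the paper names, Cxcr4 (-2.59, adjusted p = 0.00876) and Runx1 (-1.05, adjusted p = 0.0466) were lower in spleen CD11b+ S3 than in MxCre cells by edgeR's quasi-likelihood test, and the call of Runx1 was lost without S3 animal 540 or 815. Tnf (-2.89), Ccl3 (-2.85), Itgam (0.78), Cd74 (0.50), Gata2 (0.75), Spi1 (-0.83), Gfi1 (0.02), Jak2 (-0.12), Jak3 (0.10) and Setbp1 (2.29) did not pass.

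Lists not given elsewhere had these medians in spleen CD11b+ cells, S3 against MxCre. Anti-apoptotic BCL-2 genes had 0.02, BH3-only genes -1.08 (camera, adjusted p = 0.0137; fry, adjusted p = 0.149) and effectors 0.05. T cell genes had 1.56, B cell genes 1.68, NK cell genes -0.03, immature neutrophil genes -0.18, monocyte and macrophage genes 0.23, dendritic cell genes 0.85, stem and progenitor genes 0.49, megakaryocyte genes 1.13 and stroma genes 0.51, none called by camera. The Reactome sets had 0.27 for Intrinsic Pathway for Apoptosis (camera, adjusted p = 0.988), 0.01 for Cytokine Signaling in Immune system (camera, adjusted p = 0.0352; fry, adjusted p = 0.481), 2.08 for Heme biosynthesis (camera, adjusted p = 0.0128; fry, adjusted p = 0.21) and 0.12 for Interferon Signaling (camera, adjusted p = 0.445). Without S3 animal 640, the calls of BH3-only genes (-0.84) and of Heme biosynthesis (1.34) were lost.

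Transcripts that follow ERK activity had medians of 0.92 in BM CD11b+ (camera, adjusted p = 0.085), 0.84 in LSK (camera, adjusted p = 0.0578) and -0.29 in spleen CD11b+ cells (camera, adjusted p = 0.26) for S3 against MxCre. In LSK cells the median was 0.25 without animal 815, and in BM CD11b+ cells it was 1.79 without MxCre replicate 1 and 0.30 without animal 640.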
